# Root Adaptive Responses to Aluminum-Treatment Revealed by RNA-Seq in Two Citrus Species With Different Aluminum-Tolerance

**DOI:** 10.3389/fpls.2017.00330

**Published:** 2017-03-08

**Authors:** Peng Guo, Yi-Ping Qi, Lin-Tong Yang, Ning-Wei Lai, Xin Ye, Yi Yang, Li-Song Chen

**Keywords:** aluminum, *Citrus grandis*, *Citrus sinensis*, organic acid anion secretion, phosphorus homeostasis, RNA-Seq, sulfur metabolism

## Abstract

Seedlings of aluminum (Al)-tolerant *Citrus sinensis* and Al-intolerant *Citrus grandis* were fertigated daily with nutrient solution containing 0 and 1.0 mM AlCl_3_●6H_2_O for 18 weeks. The Al-induced decreases of biomass and root total soluble proteins only occurred in *C. grandis*, demonstrating that *C. sinensis* had higher Al-tolerance than *C. grandis*. Under Al-treatment, *C. sinensis* roots secreted more citrate and malate than *C. grandis* ones; less Al was accumulated in *C. sinenis* than in *C. grandis* leaves. The Al-induced reduction of phosphorus was lesser in *C. sinensis* roots and leaves than in *C. grandis* ones, whereas the Al-induced increase of sulfur was greater in *C. sinensis* roots and leaves. Using RNA-seq, we isolated 1905 and 2670 differentially expressed genes (DEGs) from Al-treated *C. sinensis* than *C. grandis* roots, respectively. Among these DEGs, only 649 DEGs were shared by the two species. Further analysis suggested that the following several aspects conferred *C. sinensis* higher Al-tolerance: (a) Al-treated *C. sinensis* seedlings had a higher external Al detoxification capacity *via* enhanced Al-induced secretion of organic acid anions, a higher antioxidant capacity and a more efficient chelation system in roots; (b) Al-treated *C. sinensis* seedlings displayed a higher level of sulfur in roots and leaves possibly due to increased uptake and decreased export of sulfur and a higher capacity to maintain the cellular phosphorus homeostasis by enhancing phosphorus acquisition and utilization; (c) Cell wall and cytoskeleton metabolism, energy and carbohydrate metabolism and signal transduction displayed higher adaptative responses to Al in *C. sinensis* than in *C. grandis* roots; (d) More upregulated than downregulated genes related to fatty acid and amino acid metabolisms were isolated from Al-treated *C. sinensis* roots, but the reverse was the case for Al-treated *C. grandis* roots. These results provide a platform for further investigating the roles of genes possibly responsible for citrus Al-tolerance.

## Introduction

In neutral or middly acidic soils, aluminum (Al) exists primarily as the forms of insoluble deposits. In acidic soils (pH < 5.0), Al is released from these deposits into soil solution in the forms of Al^3+^, Al(OH)^2+^ and Al(OH)_2_^+^. Micromolar concentration of Al^3+^ is capable of inhibiting root growth, thus impairing water and nutrient uptake and leading to crop yield loss. Thus, Al-toxicity is a major limiting factor for crop productivity on acidic soils (Kochian, 1995; Yang et al., 2013). Citrus, one of the most important fruit crops in the world, are mainly cultivated on acidic and strong acidic soils. Low pH and high Al are the factors responsible for poor growth and shortened lifespan of citrus trees (Lin and Myhre, 1990). What’s worse, soil acidification is occurring rapidly in citrus orchards in the last decade (Li et al., 2015). Therefore, understanding the mechanisms underlying Al-toxicity and Al-tolerance in citrus plants is very important for citrus production.

To tolerate high level of active Al in acidic soils, higher plants have evolved diverse mechanisms for detoxifying externally such as the Al-induced secretion of Al ligands [organic acid (OA) anions, phenolic compounds and phosphate (Pi)] from the roots, efflux of Al, increased pH in the rhizosphere, redistribution of Al and modified cell wall, and internally such as complexation and sequestration of Al. So far, the Al-induced release of OA anions from roots is the best characterized mechanism responsible for the Al-tolerance of higher plants (Yang et al., 2013; Kochian et al., 2015). Genes responsible for the Al-induced secretion of malate [*ALMT1* (*Al-activated malate transporter*)] and citrate [*HvMATE* (*multidrug and toxic compound extrusion*) and *SbMATE*] have been cloned from wheat (*ALMT1*; Sasaki et al., 2004), barely (*HvMATE*; Furukawa et al., 2007) and sorghum (*SbMATE*; Magalhaes et al., 2007). Overexpression of these genes confers Al-tolerance in transgenic sorghum (Magalhaes et al., 2007), *Arabidopsis* (Liu et al., 2009), barely (Delhaize et al., 2004) and wheat (Pereira et al., 2010) plants.

Recently, several Al-tolerance genes involved in the cell wall modification [*STAR1* (*sensitive to Al rhizotoxicity1*) and *STAR2*] and the sequestration of Al [*ALS1* (Al sensitive 1), *ALS3* and *Nrat1* (*Nramp aluminum transporter 1*) and *IREG1* (*IRON REGULATED/ferroportin 1*)] have been identified in model plants rice (*STAR1*, *STAR2* and *Nrat1*; Huang et al., 2009; Li et al., 2014), *Arabidopsis* (*ALS1* and *ALS3*; Larsen et al., 2005, 2007) and buckwheat (*IREG1*) (Yokosho et al., 2016). In addition, several Al-tolerance genes related to other processes that are independent of externall Al detoxification and sequestration of Al have been isolated from model plants, for example, *OsART1* [*Al resistance transcription factor (TF) 1*, a C2H2-type zinc-finger TF] (Yamaji et al., 2009), *AtSTOP1* (*sensitive to proton rhizotoxicity 1*, encoding a zinc finger protein) (Iuchi et al., 2007), *AtWRKY46* (Ding et al., 2013), *OsASR5* (ABA stress and ripening, acting as a TF) (Arenhart et al., 2014), *OsMGT1* [*magnesium (Mg) transporter 1*; Chen Z.C. et al., 2012], *AtMGT1* (Deng et al., 2006) and *OsMGD* [*monogalactosyldiacylglycerol (MGDG) synthase*; Zhang et al., 2016]. All these genes have been demonstrated to confer Al-tolerance in transgenic rice, *Arabidopsis* and tobacco plants *via* overexpression and/or knockout (RNAi) of them.

Gene expression networks unraveled by transcriptomics give us the chance to understand the mechanisms of Al-toxicity and Al-tolerance in higher plants (Chandran et al., 2008; Kumari et al., 2008; Maron et al., 2008; Fan et al., 2014; Wang et al., 2015; Zhou et al., 2015). Recently, a high-throughput sequencing method [RNA sequencing (RNA-Seq)] is developed to analyze the transcriptome prior to the sequencing of the genome. It provides an opportunity for large-scale and simultaneous estimation of gene abundances and identification of new genes (Grabherr et al., 2011). RNA-seq has been applied to investigate Al-responsive genes in several higher plants including rice (Arenhart et al., 2014), *Anthoxanthum odoratum* (Gould et al., 2015), buckwheat (*Fagopyrum tataricum*) (Yokosho et al., 2014), *Hydrangea macrophylla* (Chen et al., 2015). Using the method, many candidate genes possibly responsible for Al-tolerance have been identified in higher plants. However, most of these researches have focused on herbaceous plants and Al-accumulating plants. Limited data are available on Al-induced alterations of gene expression profiles in non-Al-accumulating woody plants (Brunner and Sperisen, 2013).

In China, citrus are cultivated commercially in acidic and strong acidic soils and are apt to suffer from high Al and low pH (Xu and Ji, 1998; Li et al., 2015). Previously, we used Al-tolerant *Citrus sinensis* and Al-intolerant *Citrus grandis* seedlings and comparatively investigated citrus Al-toxicity and Al-tolerance at physiological and protein levels (Yang L.T. et al., 2011; Jiang et al., 2015; Li et al., 2016). In addition, qRT-RCR analysis showed that the coordinated expression regulation of genes related to alternative glycolytic pathways, phosphorus (P) scavenging and recycling in *C. sinensis* and *C. grandis* roots played a role in citrus tolerance to Al and/or P-deficiency (Yang et al., 2012). In this study, we extended the knowledge on citrus Al-toxicity and Al-tolerance through investigating the Al-induced alterations of transcriptomics in roots of the two citrus species with different Al-tolerance using RNA-Seq. Through analysis of the Al-responsive genes, we found some candidate genes possibly responsible for citrus Al-tolerance.

## Materials and Methods

### Plant Materials

Seedling culture and Al treatments were carried out according to Zhou et al. (2015) with some modifications. Five-weeks after sprouting, uniform seedlings of ‘Shatian pummelo’ [*Citrus grandis* (L.) Osbeck] and ‘Xuegan’ [*Citrus sinensis* (L.) Osbeck] were transplanted to 6 L pots (two seedlings per pot) filled with clean river sand, then cultivated in a greenhouse with natural photoperiod at Fujian Agriculture and Forestry University throughout the trial period. Six weeks after transplanting, each pot was irrigated daily with nutrition solution containing 1 mM KNO_3_, 1 mM Ca(NO_3_)_2_, 0.1 mM KH_2_PO_4_, 0.5 mM MgSO_4_, 10 μM H_3_BO_3_, 2 μM MnCl_2_, 2 μM ZnSO_4_, 0.5 μM CuSO_4_, 0.065 μM (NH_4_)_6_Mo_7_O_24_ and 20 μM Fe-EDTA, 0 (control, -Al) or 1.0 mM (+Al) AlCl_3_●6H_2_O for 18 weeks until the sand was saturated. The pH of the solution was adjusted to 4.1 – 4.2 with HCl or NaOH. At the end of the experiment, approximately 5-mm-long root tips from new white roots were excised, immediately frozen in liquid nitrogen, then stored at -80°C until they were used for RNA and total soluble protein extraction. The remaining seedlings that were not sampled were used to measure biomass, root OA anion secretion, and root and leaf Al, P, and sulfur (S) concentrations.

### Seedling DW, S, Al and P in Root and Leaves, and Total Soluble Proteins in Roots

At the end of this experiment, 10 seedlings per treatment (one seedling per pot) were collected and divided into roots, stems and leaves. Their DW was measured after being dried at 70°C for 48 h. There were 10 replicates per treatment.

For the assays of S, Al and P in roots and leaves, fully expanded mature (about 7-week-old) leaves (midribs and petioles removed) and fibrous roots were collected after the seedlings were washed thoroughly with tap water and given a final rinsing with deionized water, then dried at 70°C for 48 h. These dried samples were ground to pass a 40-mesh sieve. S was assayed with the vario MAX cube CNS analyzer (Elementar Analysensysteme GmbH, Hanau, Germany). Al and P concentrations were measured according to Hsu (1963) and Ames (1966), respectively after the powdered samples were digested in a mixture of HNO_3_ : HClO_4_ (Yang et al., 2012). There were four replicates per treatment.

Root total soluble proteins were extracted with 50 mM Na_2_HPO_4_-KH_2_PO_4_ (pH 7.0) and 5% (w/v) insoluble polyvinylpyrrolidone. Total soluble proteins in the extract were assayed according to Bradford (1976). There were four replicates per treatment.

### Collection and Assay of Root Exudates

Root exudates were collected according to Yang L.T. et al. (2011). At the end of this experiment, about 5-mm-long root apices from new white roots of *C. sinensis* and *C. grandis* seedlings treated with or without 1 mM Al were excised. Ten-twelve excised root apices were collected in Petri dishes containing 5 mL of control solution (0.5 mM CaCl_2_, pH 4.1–4.2). After three rinses with 5 mL of control solution (each for 20 min), the root apices were transferred to 2 mL centrifuge tubes containing 1 mL of control solution in the presence or absence of 0.5 mM AlCl_3_●6H_2_O (pH 4.1–4.2). The tubes were placed vertically on a shaker (200 rpm) at dark. Citrate and malate secreted from roots were assayed according to Yang L.T. et al. (2011) as described above after 12 or 24 h treatment, respectively.

### RNA Extraction, cDNA Preparation and RNA-Seq

Equal amounts of frozen roots from five seedlings (one seedling per pot) were pooled as one biological replicate. There were two biological replicates for each treatment. Total RNA was independently extracted twice from ca. 100 – 200 mg frozen control and +Al roots of *C. sinensis* and *C. grandis* seedlings using Recalcirtant Plant Total RNA Extraction Kit (Centrifugal column type, Bioteke Corporation, China) following the manufacturer’s instructions. The integrity and quality of total RNA were checked by 1% (w/v) agarose gel electrophoresis and spectrophotometer at 260 and 280 nm. Only these RNA samples that had a 260 nm/280 nm absorbance ratio of between 1.8 and 2.0 were used for subsequent analyses. Ten microgram (500 ng/μL) of high quality total RNA per sample was shipped to the Genedenovo Biotechnology Corporation (Guangzhou, China) for deep sequencing and generation of datasets. Briefly, mRNA, which was isolated from approximately 5 μg of total RNA, was enriched by using magnetic beads with oligo(dT) (Qiagen, Valencia, CA, USA). The resulting mRNA was then fragmented into short fragments (200 nt) and converted to the first-strand cDNA using random hexamer-primers. The second-strand cDNA was synthesized using RNase H and DNA polymerase I, and purified using a QIAquick PCR extraction kit, then end-repaired with a base A tail adding to 3′ ends. Sequencing adapters were connected to the end of the double-stranded cDNA (200 ± 25 bp) for PCR amplification. Sequencing of the double-stranded cDNAs was carried out on HiSeq^TM^ 2000 device (Illumina Inc., San Diego, CA, USA) using the paired-end technology in a single run. Illumina GA Pipeline (version 1.6) was used to perform the original image process to sequences, base-calling and quality value calculation, in which 125 bp paired-end reads were obtained (Li et al., 2013).

### RNA-Seq Reads Mapping, Transcript Assembly and Analysis of Gene Expression

Clean reads were obtained by removing low quality sequences, reads containing adapter and reads containing ploy-N. In the mapping process, the software Bowtie aligner (Langmead et al., 2009) was used to delete the reads mapping to ribosomal RNA database. The remaining reads were mapped to the *C. sinensis* genome^1^ using the software TopHat2 (Kim et al., 2013), and assembled by Cufflinks (Trapnell et al., 2010) and RABT (reference annotation based transcripts; Roberts et al., 2011).

The gene expression level was calculated by FPKM (fragments per kilobase of transcript per million mapped reads) method (Mortazavi et al., 2008). Differentially expressed analysis was performed using EdgeR (version 3.0.0, R version2.1.5). Genes that had a FDR (false discovery rate) ≤0.05 and an absolute value of the log2 ratio ≥ 1 were considered as differentially expressed. Their functional categories were assigned according to Uniprot^2^, KEGG^3^ and the gene ontology^4^ databases.

### qRT-PCR Analysis

Root total RNA was extracted as described above. There were three biological replicates per treatment. Equal amounts of frozen roots from five seedlings (one seedling per pot) were mixed as one biological replicate. The replicate used for RNA-seq and qRT-PCR was not the same. Genes specific primers were designed using Primier version 5.0 (Premier Biosoft International, Palo Alto, CA, USA). The sequences of the Forward and Reverse primers were listed in Supplementary Table S1. qRT-PCR was carried out following the method of Zhou et al. (2013). For the normalization of gene expression and reliability of qRT-PCR data, three citrus genes [i.e., *actin* (JN191387), *β-tublin* (JN580571) and *polyubiquitin* (GU362416)] were selected as internal standards and the roots from -Al seedlings were used as reference sample, which was set to 1. Each sample was run in two technical replicates.

### Experimental Design and Statistical Analysis

There were 20 pots (40 seedlings) per treatment in a completely randomized design. Experiments were performed with 2–10 replicates. Results represented the mean ± SD. Differences among four treatment combinations (two Al levels × two species) were analyzed by ANOVA tests. Four means were separated by the Duncan’s new multiple range test at *P* < 0.05.

## Results

### Biomass, Al, P and S in Roots and Leaves, and Total Soluble Proteins in Roots

Al-treatment reduced *C. grandis* root, stem and leaf DW. Root DW decreased to a lesser extent than shoot (stem + leaf) DW when exposed to Al, thus leading to a greater ratio of root DW to shoot DW in *C. grandis* seedlings. However, Al-treatment did not significantly alter all the four parameters in *C. sinensis* seedlings (**Figure 1**).

**FIGURE 1:**
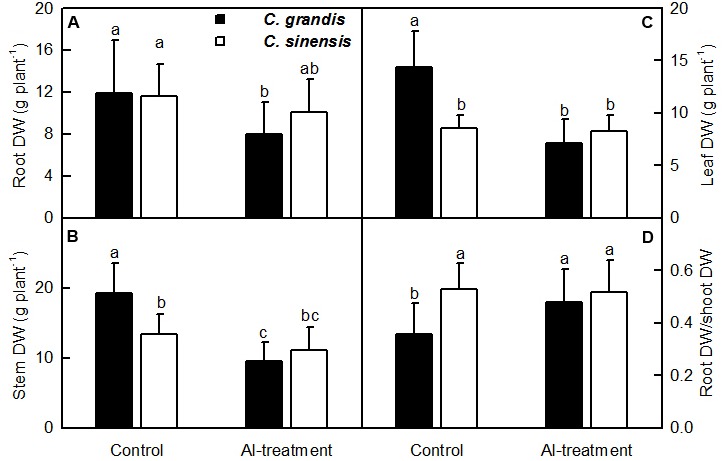
**Effects of Al-treatment on root** **(A)**, stem **(B)** and leaf **(C)** DW, and root DW/shoot DW ratio **(D)** of *C. grandis* and *C. sinensis* seedlings. Bars represent means ± SD (*n* = 10). Different letters above the bars indicate a significant difference at *P* < 0.05.

Al concentration was higher in *C. sinensis* roots and leaves than in *C. grandis* roots and leaves in the absence of Al, but was lower in Al-treated *C. sinensis* leaves than in Al-treated *C. grandis* leaves. No significant difference was found in Al level between +Al *C. grandis* and *C. sinensis* roots (**Figures 2A,B**). Al-treatment reduced P level in *C. sinensis* and *C. grandis* roots and leaves. Root and leaf P concentration did not differ between *C. grandis* and *C. sinensis* in the absence of Al, but was lower in *C. grandis* than in *C. sinensis* under Al-treatment (**Figures 2C,D**). Al-treatment increased S level in *C. sinensis* roots and leaves and *C. grandis* roots, but did not significantly affect its level in *C. grandis* leaves. S concentration was higher in *C. sinensis* roots and leaves than in *C. grandis* roots and leaves at each given Al level. The exception was that root S level was similar between the two species at the absence of Al (**Figures 2E,F**).

**FIGURE 2:**
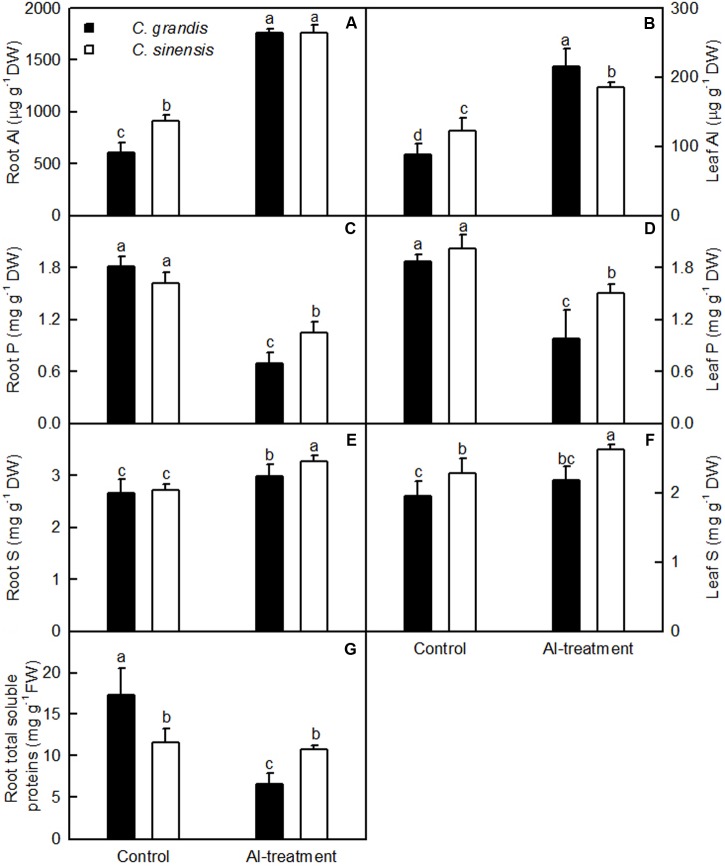
**Effects of Al-treatment on Al** **(A,B)**, P **(C,D)** and S **(E,F)** concentrations in *C. sinensis* and *C. grandis* roots **(A,C,E)** and leaves **(B,D,F)**, and total soluble protein concentration in *C. sinensis* and *C. grandis* roots **(G)**. Bars represent means ± SD (*n* = 4). Different letters above the bars indicate a significant difference at *P* < 0.05.

Al-treatment lowered total soluble protein concentration only in *C. grandis* roots. Total soluble protein level was higher in *C. grandis* roots than in *C. sinensis* roots at the absence of Al, but the revers was the case under Al-treatment (**Figure 2G**).

### RNA-Seq, *De novo* Assembly of the Transcripts and Annotation

Eight libraries were constructed and sequenced, including two biological replicates for control (control 1 and control 2) and Al-treated (Al-treatment 1 and Al-treatment 2) *C. sinensis* and *C. grandis* roots. 

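Roots meet Al in acidic soil before any other organ. Seedlings of *C. sinensis*, which tolerates Al, and of *C. grandis*, which does not, were watered for 18 weeks with nutrient solution at 0 or 1 mM Al. Each library was made from RNA of the root tips of 5 seedlings mixed together, called roots below as in the paper, with 2 libraries for each of the 4 groups. The authors removed reads of poor quality and of ribosomal RNA, mapped the rest with TopHat2 to the *C. sinensis* genome for both species, and assembled transcripts with Cufflinks. The build of that genome is not given in the sources used here. Their deposited files list 30151 genes, 29655 known and 496 assembled, each with 1 FPKM (fragments per kilobase of transcript scaled to the mapped reads of its library) per library. The FPKM of 1 library summed to 812759 and 828354 in *C. sinensis* control roots and to 802571 and 808872 in *C. sinensis* +Al roots. In *C. grandis* the sums were 859570.4 and 830396 for control roots and 713378 and 795854 for +Al roots. The files hold no read counts, so no interval for counting error is given. Mapped reads per library are in Table 2 of the paper. Values under 0.5 FPKM came in steps of 1 fragment, and these put the depth of *C. sinensis* control library 2 and +Al libraries 1 and 2 at 0.959, 0.907 and 0.835 of that of control library 1. For *C. grandis* it was 0.818 and 0.871 in control and 0.702 and 0.907 in +Al libraries.
Genes with a mean of at least 1 FPKM in control or +Al roots of a species were tested in that species, 19152 in *C. sinensis* and 18677 in *C. grandis*. The values were put on the log2(FPKM + 0.1) scale, on which every fold change below is given, and +Al was compared with control by limma with a trend of spread on expression. A gene rose or fell when its adjusted p (Benjamini-Hochberg over the genes tested in the species) was at most 0.05 and its log2 fold change was at least 1 up or down. A difference in response between the species was tested by limma on all 8 libraries as the fold change of *C. grandis* minus that of *C. sinensis*, over 20158 genes, by its adjusted p alone. The keyword lists of gene families used beside the study's own tables were fixed before the data were examined. The paper's own fold changes from these libraries had been seen before then. The keyword lists can share genes with the study's lists and were tested on the same libraries, so agreement between them is not independent evidence. They match descriptions that cover 43.0% of genes and can miss members. A p measures the spread between replicates that each mix 5 seedlings, not between single plants. When 1 library is left out limma assumes that the lone remaining replicate varies like the others. Without a *C. grandis* control replicate the spread rests on the 2 +Al replicates of that species, which had a median log2 difference of -0.39. A call lost in such a fit therefore need not mean a smaller fold change. Limma's prior degrees of freedom, which set how far genes share their spread, were 36.24 in *C. grandis* and 3.496 in *C. sinensis*. In *C. grandis* they were 3.063 after rescaling by the median ratio. A far smaller p in *C. grandis* than in *C. sinensis* is therefore not far stronger evidence. The test found more than 90% of changes of log2 2 planted in simulated data, 98% in *C. sinensis* and 92% in *C. grandis*. The simulated libraries had no abundant genes that drop to 0 in single libraries and no offset of a whole library, so the real share may be lower.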

The numbers of raw reads generated from each library ranged from 23,472,150 to 29,474,312. The percentages of clean reads and Q20 (sequencing error rates lower than 1%) were more than 98 and 95%, respectively (**Table 1**). Here, 75.2–83.8% of the clean reads were mapped uniquely to the *C. sinensis* genome, and only a small proportion of them were mapped multiply to the genome (**Table 2**). Similar results have been obtained on *C. grandis* fruits (Guo et al., 2015). The number of known transcripts generated from reference genomes ranged from 20,846 to 21,953, which accounted for 70.3–74.0% of the number of annotated genes in the genome. 

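A gene expressed in only some cells of the root can give so few reads that 1 library lists it and its replicate does not. Detection therefore depends on the limit used. Above 0 FPKM, known genes numbered 21886 and 21895 in the *C. sinensis* control libraries and 21953 and 21789 in the +Al libraries. The *C. grandis* control libraries listed 21171 and 21078 known genes above 0, and the +Al libraries 20846 and 21377. Genes of at least 1 FPKM, known or assembled, ranged from 17594 in *C. grandis* +Al replicate 1 to 18562 in *C. sinensis* +Al replicate 1. Replicates of 1 group could differ sharply for single genes. In *C. sinensis* control roots 39 genes were listed at 0 in 1 replicate and at 10 FPKM or more in the other, and in *C. grandis* +Al roots 55 were. A further 5487 genes were listed at 0 in all 8 libraries.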

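Reads of *C. grandis* were mapped to the genome of another species, so a gene that has diverged or is absent there cannot be counted in its roots. When the replicates of each group are joined, known genes above 0 FPKM in at least 1 replicate numbered 22625 in control and 22629 in +Al *C. sinensis* roots. The counts were 21871 in control and 21932 in +Al *C. grandis* roots. At a mean of at least 1 FPKM the known genes numbered 18082 and 18171 in *C. sinensis* and 17535 and 17638 in *C. grandis*, control before +Al. The assembled genes above 0, found by the authors in addition to the known ones, numbered between 432 and 473 per group.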

The number of known genes in the four groups (when mixed the two replicates to four groups: control *C. sinensis*, +Al *C. sinensis*, control *C. grandis* and +Al *C. grandis*) accounted for 73.8–76.3% of the annotated genes in the genome (**Table 2**).

**Table 1:** Summary of the RNA-Seq data collected from control and Al-treated roots of *C. sinensis* and *C. grandis*.

Sample andtreatment	Raw reads	Clean reads (%)	Read length	Adapter (%)	Low quality (%)	Poly A (%)	*N* (%)	Q20 %	GC %
***C. sinensis***									
Control 1	29474312	29038964 (98.52%)	125 + 125	199137 (1.35%)	18537 (0.13%)	0 (0%)	0 (0%)	95.64	45.12
Control 2	28450848	28024122 (98.50%)	125 + 125	194415 (1.37%)	18948 (0.13%)	0 (0%)	0 (0%)	95.47	45.02
Al-treatment 1	26476012	26081448 (98.51%)	125 + 125	179110 (1.35%)	18172 (0.14%)	0 (0%)	0 (0%)	95.41	45.04
Al-treatment 2	24254284	23892372 (98.51%)	125 + 125	164453 (1.35%)	16503 (0.14%)	0 (0%)	0 (0%)	95.43	45.14
***C. grandis***									
Control 1	26043782	25665568 (98.55%)	125 + 125	170586 (1.31%)	18521 (0.14%)	0 (0%)	0 (0%)	95.24	45.27
Control 2	26937382	26560774 (98.60%)	125 + 125	170882 (1.27%)	17422 (0.13%)	0 (0%)	0 (0%)	95.59	45.52
Al-treatment 1	23472150	23203560 (98.86%)	125 + 125	116640 (0.99%)	17655 (0.15%)	0 (0%)	0 (0%)	95.26	46.63
Al-treatment 2	28606284	28187340 (98.54%)	125 + 125	192291 (1.35%)	17181 (0.12%)	0 (0%)	0 (0%)	95.69	44.46

*N, unknown base rates higher than 10%; Q20, Sequencing error rates lower than 1%.*

**Table 2:** Summary of clean reads and genes mapped to the reference genome from control and Al-treated roots of *C. sinensis* and *C. grandis*.

Sample andtreatment	Total reads	Total mapped	Multiple mapped	Unique mapped	Known genes	Known genes in two samples	Novel genes	Total genes
***C. sinensis***								
Control 1	29038964	24762847 (85.27%)	265639 (1.83%)	24231569 (83.45%)	21886 (73.8%)	22625(76.3%)	453	22339
Control 2	28024122	23911090 (85.32%)	250294 (1.79%)	23410502 (83.54%)	21895 (73.8%)		442	22337
Al-treatment 1	26081448	22299231 (85.50%)	231529 (1.78%)	21836173 (83.72%)	21953 (74.0%)	22629(76.3%)	457	22410
Al-treatment 2	23892372	20453417 (85.61%)	212055 (1.78%)	20029307 (83.83%)	21789 (73.5%)		454	22243
***C. grandis***								
Control 1	25665568	19822398(77.23%)	193082 (1.50%)	19436234 (75.73%)	21171 (71.4%)	21871(73.8%)	428	21599
Control 2	26560774	20540684 (77.33%)	219723 (1.65%)	20101238 (75.68%)	21078 (71.1%)		418	21496
Al-treatment 1	23203560	18549555 (79.94%)	246157 (2.12%)	18057241 (77.82%)	20846 (70.3%)	21932(74.0%)	415	21261
Al-treatment 2	28187340	21615136 (76.68%)	208814 (1.48%)	21197508 (75.20%)	21377 (72.1%)		425	21802

### Al-Induced Secretion of Malate and Citrate

The Al-induced secretion of malate and citrate from +Al excised roots was higher than from -Al excised ones. Excised *C. sinensis* roots secreted more citrate and malate than *C. grandis* ones when exposed to Al (**Figure 3**).

**FIGURE 3:**
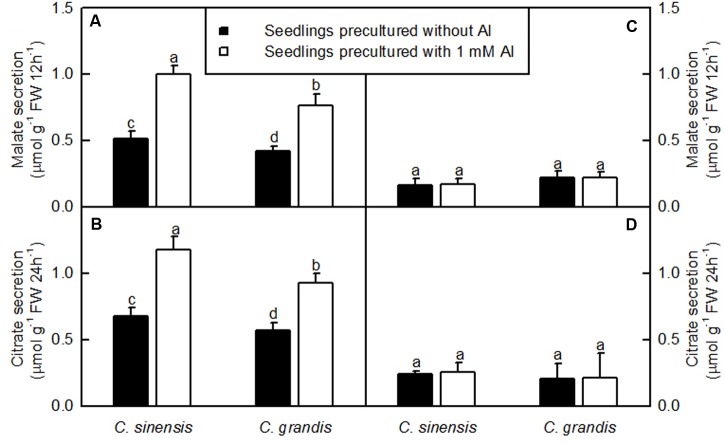
**Al-induced secretion of malate** **(A,C)** and citrate **(B,D)** by excised roots from *C. sinensis* and *C. grandis* seedlings treated with 0 and 1 mM Al for 18 weeks. Malate and citrate secretion from excised roots was determined after 12 or 24 h treatment, respectively in 0.5 mM CaCl_2_ + 0.5 mM AlCl_3_●6H_2_O **(A,B)** or 0.5 mM CaCl_2_ **(C,D)** solution, pH 4.1–4.2. Bars represent means ± SD (*n* = 4). Different letters above the bars indicate a significant difference at *P* < 0.05.

### DEGs between Control and Al-Treated Roots

Here, the DEGs between control and Al-treated roots were identified with an absolute value of the log2 ratio ≥ 1 and a threshold of FDR ≤ 0.05. Based on the two criteria, we obtained 1293 upregulated and 1370 downregulated, and 990 upregulated and 915 downregulated DEGs from Al-treated *C. grandis* and *C. sinensis* roots, respectively (**Figure 4A** and Supplementary Tables S2, S3).

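Changes in transcript abundance show which functions roots adjust under Al, and their number depends on the spread between replicates as well as on the size of the response. In *C. grandis*, 972 genes rose and 1354 fell, 12.5% of the genes tested. In *C. sinensis*, 855 rose and 778 fell, 8.53% of the genes tested. Adjusted p from limma was at most 0.05 for 6934 genes in *C. sinensis* and 2976 in *C. grandis*, so most changes that passed by p in *C. sinensis* were smaller than the fold limit. Glucuronidase 3 (Cs7g05750), which removes glucuronic acid from wall polysaccharides, was among the largest rises in both species. In *C. sinensis* it rose from 0.875 ± 0.116 to 42.8 ± 4.12 FPKM (SD, n = 2), a log2 fold change of 5.46 (standard error 0.15, adjusted p = 9.1e-05 from limma), and in *C. grandis* it rose from 0.453 ± 0.229 to 82.8 ± 26.5 FPKM (SD, n = 2), a log2 fold change of 7.25 (standard error 0.36, adjusted p = 1.3e-18 from limma). A trypsin inhibitor (Cs5g13890), which blocks a digestive protease, was among the largest falls in *C. sinensis*, where it fell from 78.3 ± 0.0462 to 2.50 ± 0.241 FPKM (SD, n = 2), a log2 fold change of -4.92 (standard error 0.099, adjusted p = 8.0e-05 from limma). Some of the largest changes were in genes that 1 group did not list at all. Cs7g11260, which has no description, was listed at 0 in both control replicates of *C. sinensis* and 305 and 184 FPKM in +Al replicates 1 and 2, and orange1.1t05623, an oxidoreductase, was 156 and 194 FPKM in control replicates 1 and 2 of *C. sinensis* and listed at 0 in both +Al replicates. Leaving out a library moved the *C. grandis* counts, with 628, 497 and 385 genes higher without control replicates 1 and 2 and +Al replicate 2, and 782 and 868 lower without control replicates 1 and 2. Without the filter on low values 23 genes rose and 88 fell in *C. grandis* by limma's test and 563 rose in *C. sinensis*. At a limit of log2 2, 152 rose and 177 fell in *C. sinensis* and 364 rose and 546 fell in *C. grandis*.

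**Figure D1:**
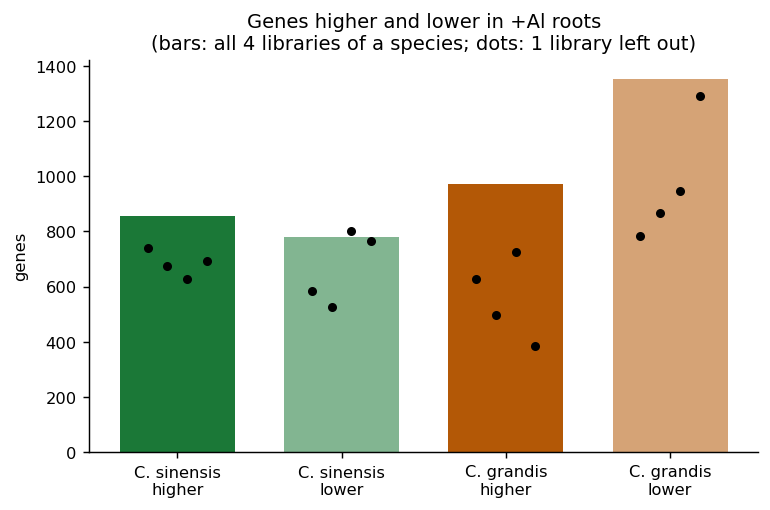
Numbers of genes higher and lower in +Al than in control roots of each species. Bars give the counts from all 4 libraries of a species, from 778 to 1354, and dots the counts with 1 library left out.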

**FIGURE 4:**
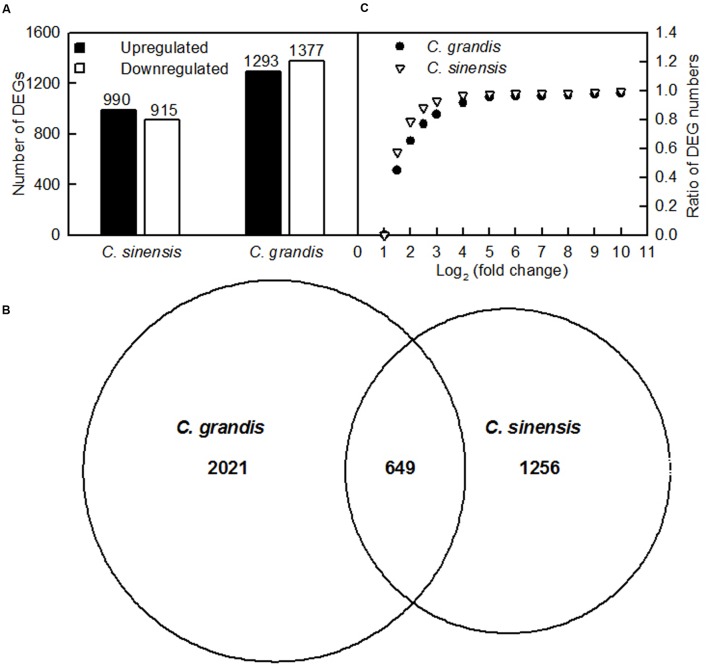
**DEGs identified in Al-treated *C. grandis* and *C. sinensis* roots.** **(A)** upregulated and downregulated genes in Al-treated *C. grandis* and *C. sinensis* roots, **(B)** venn diagram analysis of Al-responsive genes in roots of the two citrus species, **(C)** fold change pattern of DEGs in roots of the two citrus species.

As shown in **Figure 4B** and Supplementary Table S4, we isolated a total of 3926 DEGs from +Al *C. sinensis* and *C. grandis* roots. Among these DEGs, only 649 DEGs were shared by the two species. 

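Among the 17671 genes tested in both species, 549 changed in both, 3.40 times the 162 expected if the changes were independent. Of these, 122 rose in both and 267 fell in both, so 70.9% changed in the same direction. The 549 became 24 without the filter on low values, 138 at a limit of log2 2 and 1566 by limma's adjusted p alone. A further 128 rose in *C. sinensis* and fell in *C. grandis*, and 32 fell in *C. sinensis* and rose in *C. grandis*. A gene that passed in 1 species alone need not respond differently, because it may fall just short of the limit in the other. Of the 822 genes called in *C. sinensis* alone, the response differed between the species by limma for 428, or 52.1%. The same held for 957, or 62.3%, of the 1535 genes called in *C. grandis* alone and for 265 of the 549 called in both. Across the 17671 genes, which are not independent replicates, the responses of the species had a Pearson correlation of 0.166 and a Spearman correlation of -0.034. The genes changed in opposite directions, 160 in all, numbered 87 and 97 without *C. grandis* control replicate 1 and +Al replicate 2.

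**Figure D2:**
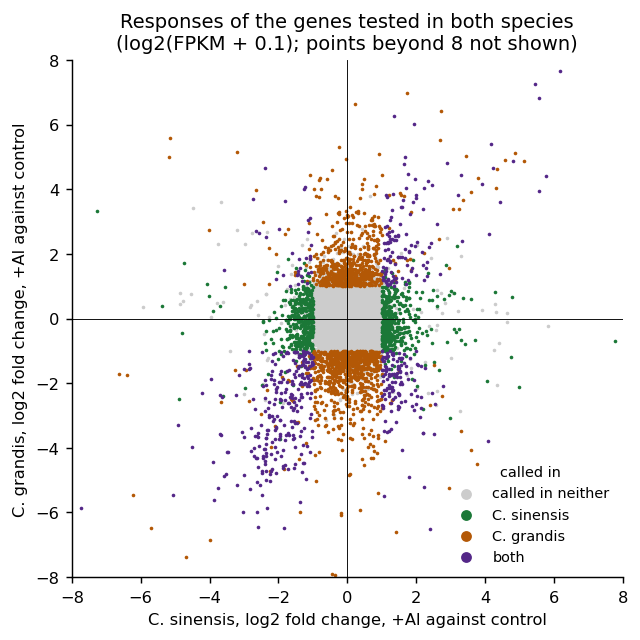
Response of each gene to Al in *C. sinensis* (x axis) and *C. grandis* (y axis), as log2 fold change of +Al against control. Colours mark the genes called in 1 species or in both, with 549 called in both.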

The changes in low-P-responsive genes, TFs and genes involved in cellular transport, S transport and metabolism, antioxidation and detoxification, polysaccharide, cell wall and cytoskeleton metabolism, carbohydrate and energy metabolism, protein and amino acid metabolism, lipid metabolism, and signal transduction and hormone metabolism also differed between *C. sinensis* and *C. grandis* roots in response to Al (Supplementary Tables S5–14). 

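Whole expression profiles show how far a species and a treatment set roots apart before any gene is tested. On the log2(FPKM + 0.1) scale, the first principal component of the 8 libraries held 59.8% of the variance and separated *C. sinensis* from *C. grandis*, in reads mapped to the *C. sinensis* genome for both. The next component held 14.4% and separated control from +Al roots, with *C. grandis* control at 0.49 and 0.53 and *C. grandis* +Al at -0.44 and -0.48. *C. sinensis* control lay at 0.11 and 0.12 and *C. sinensis* +Al at -0.17 and -0.16. Component 3 held 8.71% and separated control from +Al roots of *C. sinensis*, at 0.34 and 0.42 against -0.31 and -0.37, while *C. grandis* lay at -0.14 and -0.10 in control and at -0.094 and 0.25 in +Al libraries. Replicates had Spearman correlations across genes of 0.983 and 0.981 in *C. sinensis* and 0.980 and 0.967 in *C. grandis*, control before +Al. Control and +Al libraries of 1 species reached 0.949 to 0.954 in *C. sinensis* and 0.920 to 0.932 in *C. grandis*. The response of *C. grandis* differed from that of *C. sinensis* for 3542 of the 20158 genes tested by limma. That count was 1154, 1092, 1343 and 1242 without *C. sinensis* control replicates 1 and 2 and +Al replicates 1 and 2, and 1918, 2077, 7148 and 5796 without the same libraries of *C. grandis*. It was 6067 after rescaling by the median ratio. Of the genes with a different response, 2720 differed by at least log2 1, 1034 higher and 1686 lower in *C. grandis*.

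**Figure D3:**
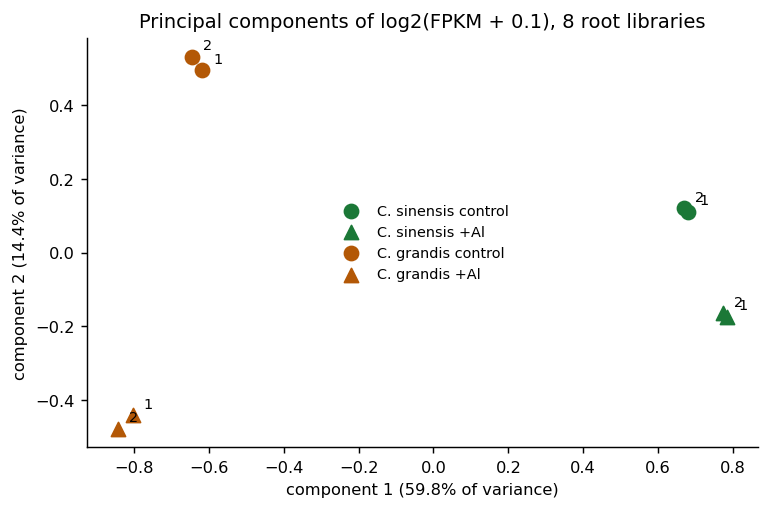
Positions of the 8 root libraries on the first components of log2(FPKM + 0.1), with the share of variance on each axis. Circles are control and triangles +Al libraries, numbered by replicate, and the species separate along component 1.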

Great differences existed in Al-induced alterations of gene expression profiles between the two citrus species. 

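The size of each change shows how strongly roots adjust a gene once it responds. In *C. sinensis*, 1304 of the changed genes, or 79.9%, had a log2 fold change between -2 and 2. In *C. grandis* the share was 60.9%, 1416 genes. Only called genes enter these shares, and in simulated data the test found 98% of changes of log2 1.5 in *C. sinensis* and 64% in *C. grandis*. Small changes missed in *C. grandis* can therefore lower its share. With +Al replicate 1 or 2 of *C. grandis* left out the share was 50.2% or 50.4%, and without control replicate 1 or 2 it was 24.5% or 22.8%. Without the filter on low values it was 37.8%. Glutaredoxin (Cs2g16150), which reduces disulfides with glutathione, stood on the weaker side in *C. grandis* with a log2 fold change of -1.66 (standard error 0.21, adjusted p = 1.1e-07 from limma). Subtilisin-like protease (Cs3g23360), which cleaves proteins outside the cell, stood on the stronger side with a log2 fold change of -4.51 (standard error 0.24, adjusted p = 5.6e-18 from limma). In *C. sinensis* the same protease had a log2 fold change of -2.39 (standard error 0.091, adjusted p = 0.00014 from limma). The paper reasons from its own shares that expression varied more widely in +Al *C. grandis* roots than in +Al *C. sinensis* roots.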

As shown in **Figure 4C**, 78.7% of DEGs had an absolute value of log2 the ratio < 2 in +Al *C. sinensis* roots, while only 65.0% of DEGs had an absolute value of log2 the ratio < 2 in +Al *C. grandis* ones, implying that wider variation of gene expression occurred in +Al *C. grandis* roots than in +Al *C. sinensis* roots.

### qRT-PCR Validation of RNA-Seq Expression Data

In order to validate RNA-Seq expression data, 60 DEGs selected randomly from *C. grandis* (30) and *C. sinensis* (30) roots were used for qRT-PCR analysis. Three genes were selected as the internal standards. 

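Quantitative PCR measures 1 transcript at a time in other root samples, and the genes picked for it span transport, signalling and metabolism. The RNA-seq values of these genes are given here, and the PCR values were not used. Of the 30 genes picked for *C. sinensis*, 18 rose, 5 fell, 1 did not pass the test and 6 were below the FPKM limit. Of the 30 picked for *C. grandis*, 8 rose, 16 fell, 2 did not pass and 4 were below the limit. Auxin-responsive genes, whose products control growth, and alcohol dehydrogenase (Cs3g20800) were among the rises in *C. sinensis*. An alternative NAD(P)H dehydrogenase (Cs2g06650), which feeds electrons to respiration without pumping protons, rose from 28.4 ± 0.667 to 114.5 ± 1.31 FPKM (SD, n = 2), a log2 fold change of 2.01 (standard error 0.056, adjusted p = 9.1e-05 from limma) in *C. sinensis*. Phospholipase D P2 (Cs3g14760), which cleaves membrane phospholipids, rose in both species with a log2 fold change of 2.34 (adjusted p = 0.0025 from limma) in *C. sinensis* and a log2 fold change of 4.26 (adjusted p = 7.8e-11 from limma) in *C. grandis*. A plasma membrane proton pump, H+-ATPase 11 (Cs5g08370), fell in both, from 14.3 ± 1.35 to 2.73 ± 0.356 FPKM in *C. sinensis* and from 33.4 ± 0.449 to 1.21 ± 0.438 FPKM in *C. grandis* (SD, n = 2). Because the genes were drawn from those the study had called, the counts are not independent evidence. Genes called in *C. grandis* numbered 13 and 15 without control replicates 1 and 2, and in *C. sinensis* 15 without control replicate 1. Without the filter on low values limma called 14 in *C. sinensis* and 0 in *C. grandis* (29 of these at an unadjusted p of 0.05 or less), with FPKM at least 5 it called 14 in *C. sinensis*, and at a limit of log2 2 it called 8 and 7 in turn.

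**Figure D4:**
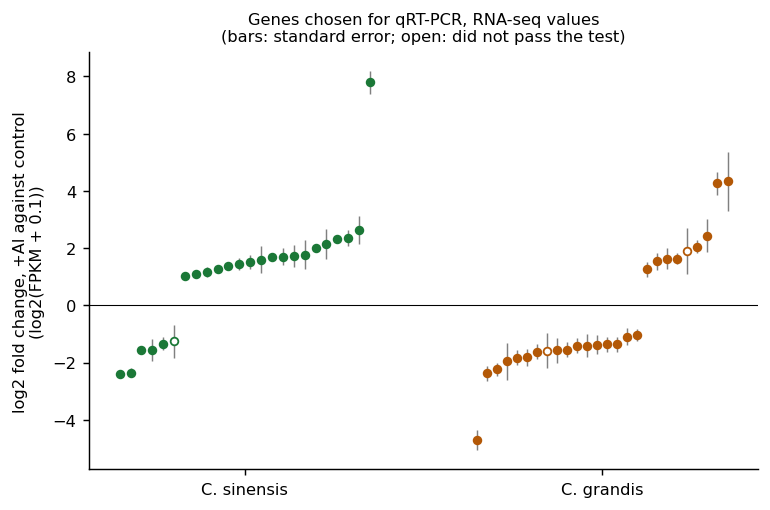
Log2 fold changes from RNA-seq, with standard errors, of the genes chosen for qRT-PCR in each species. Filled points passed the test, 23 in *C. sinensis* and 24 in *C. grandis*.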

The expression patterns of all 60 DEGs revealed by qRT-PCR were in agreement with the RNA-seq expression data, demonstrating that the RNA-seq data were reliable (**Figure 5**).

**FIGURE 5:**
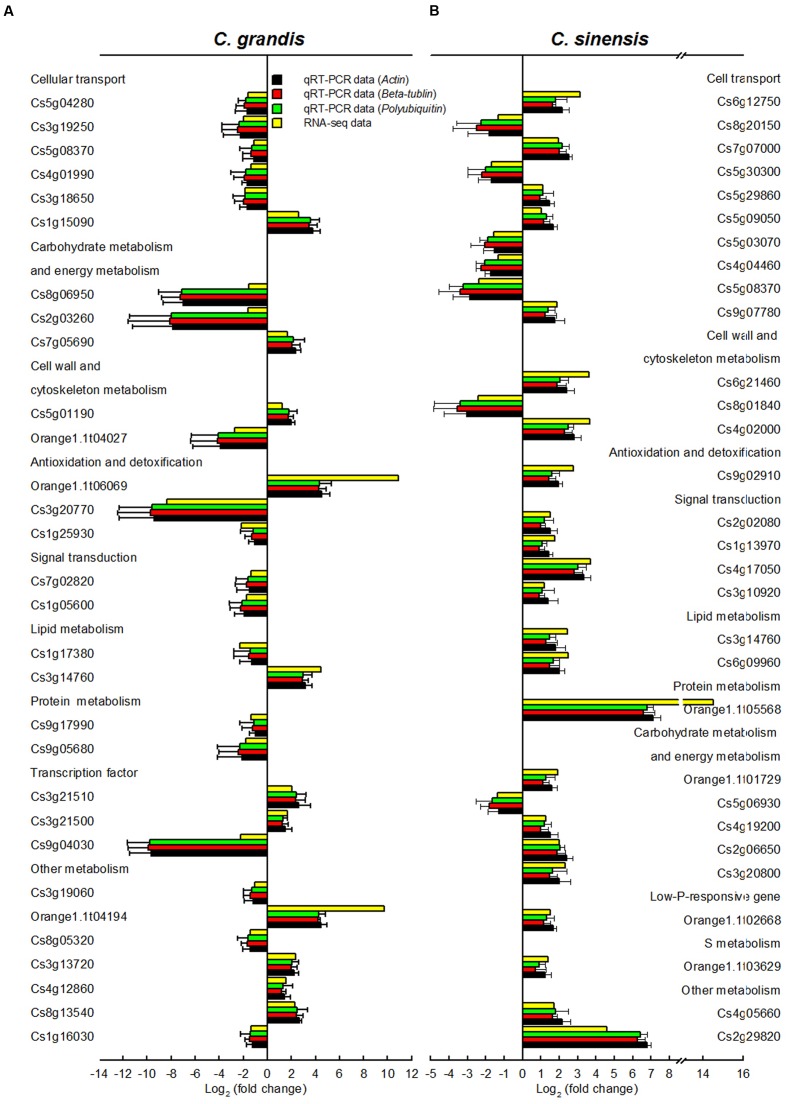
**Relative expression levels of DEGs from Al-treated *C. grandis*** **(A)** and *C. sinensis* **(B)** roots. Bars represent means ± SD (*n* = 3). Three citrus genes [i.e., *β-tubulin* (JN580571), *actin* (JN191387) and *polyubiquitin* (GU362416)] were selected as the internal standards and the roots from control seedlings were used as reference sample, which was set to 1.

## Discussion

### *Citrus sinensis* Displayed Higher Al-Tolerance than *C. grandis*

Al-treatment led to decreased root, stem and leaf DW, and increased ratio of root DW/shoot DW in *C. grandis* seedlings, but did not affect the four parameters in *C. sinensis* seedlings (**Figure 1**). Also, Al-induced reduction of the total soluble protein level only occurred in *C. grandis* roots (**Figure 2G**). Based on these results, we concluded that *C. sinensis* seedlings were more tolerant to Al than *C. grandis* ones. This is also supported by our data that less DEGs was identified in +Al *C. sinensis* roots than in +Al *C. grandis* roots (**Figure 4A**). 

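The number of genes that change is 1 measure of how far Al disturbs a root. The changed genes numbered 1633 in *C. sinensis* and 2326 in *C. grandis*, out of nearly equal numbers tested. Without control replicate 1 of each species they numbered 1325 and 1410 in turn, and without control replicate 2 of each 1199 and 1365. The order was the opposite without the filter on low values, with 1094 in *C. sinensis* and 111 in *C. grandis*, and by limma's adjusted p alone, with 6934 and 2976 in turn. Both of these counts depend on the spread between replicates as well as on the size of the changes. By the fold limit alone, with no test, 3151 genes changed in *C. grandis* and 2176 in *C. sinensis*, a count that spread also raises. Genes with a response that differed between the species lay more often below than above zero as *C. grandis* minus *C. sinensis*. Cytosolic ribosomal proteins, which build the machinery of protein synthesis, moved in opposite directions by camera's test of the whole family, up in *C. sinensis* (adjusted p = 5.6e-09, adjusted p = 0.46 with an estimated correlation) and down in *C. grandis* (adjusted p = 0.045, adjusted p = 0.99 with an estimated correlation). With 2 libraries per group hardly any list could pass with an estimated correlation, here or below, so those values do not decide. The camera test of limma did not call the fall without control replicates 1 and 2 (adjusted p = 0.20 and 0.41), with FPKM at least 5 (0.29), with pseudocount 1 (0.065) or with the replicate block (0.15). Their median log2 fold change was 0.27 and -0.23 in turn. From the smaller number of changed genes that it reports the paper draws further backing for its conclusion that *C. sinensis* tolerates Al better than *C. grandis*.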

Similar result has been obtained on Al-treated maize roots (Maron et al., 2008). However, Jiang et al. (2015) obtained more Al-responsive proteins in *C. sinensis* than in *C. grandis* ones. The discrepancy between the Al-induced alterations of root gene expression patterns and protein profiles means that post-translational modifications (PTMs) might influence protein abundance.

The tolerance of higher plants to Al is related not only to low Al uptake, but also to relatively little Al transport from roots to shoots (leaves) (Yang L.T. et al., 2011). Our results indicated that less Al was transported from roots to shoots (leaves) of *C. sinensis* seedlings when exposed to Al relative to *C. grandis* seedlings (**Figures 2A,B**), thus contributing to the Al-tolerance of *C. sinensis* seedlings.

The Al-induced secretion of OA anions from roots is considered as a major mechanism of Al-tolerance in higher plants (Yang et al., 2013; Kochian et al., 2015). We found that *C. sinensis* roots secreted more citrate and malate than *C. grandis* ones when exposed to Al (**Figure 3**), demonstrating that the Al-induced secretion of citrate and malate played a role in the higher Al-tolerance of *C. sinensis via* external detoxification. This is also supported by our finding that Al concentration was lower in +Al *C. sinensis* than in +Al *C. grandis* leaves (**Figure 2B**).

### Genes Related to Cellular Transport

Many transport-related DEGs were isolated from +Al *C. grandis* and *C. sinensis* roots (Supplementary Table S5). They included genes encoding malate and citrate transporters [ALMTs, MATEs and ferric reductase defective 3b (FRD3b)], ATPases, ion transporters, cyclic nucleotide-gated ion channels (CNGCs), ammonium transporters and amino acid transporters. 

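Malate released by roots binds Al in the soil solution, and channels of the ALMT family (aluminum-activated malate transporters) carry it across the plasma membrane. Plants usually hold several such genes, and only some of them answer to Al. Of the ALMT genes in Table S5, 2 of 5 tested rose and 1 fell in *C. sinensis*, and 1 of 4 tested rose and 1 fell in *C. grandis*. Adjusted over the list alone, 4 genes passed in *C. sinensis* and 3 in *C. grandis*, which is not independent evidence because the study chose the list on these samples. The strongest response was that of Cs6g12780, at 0.0827 and 0.345 FPKM in control and 21.7 and 19.1 FPKM in +Al *C. sinensis* roots. In *C. grandis* it was listed at 0 and 0.191 FPKM in control and at 28.7 and 40.3 FPKM in +Al roots. The responses of this gene, *C. grandis* minus *C. sinensis*, differed by 1.48 (standard error 0.81, adjusted p = 0.25 from limma), which did not pass. ALMT10 (Cs5g01700) fell from 20.7 ± 2.34 to 6.66 ± 0.76 FPKM (SD, n = 2), a log2 fold change of -1.62 (standard error 0.13, adjusted p = 0.00075 from limma) in *C. sinensis*. In *C. grandis* ALMT10 had a log2 fold change of 0.35 (adjusted p = 0.59) from limma that did not pass, and the difference between the species was 1.97 (standard error 0.53, adjusted p = 0.039 from limma). ALMT2 (Cs6g12800), another channel of this family, fell from 4.77 ± 1.42 to 1.42 ± 0.548 FPKM (SD, n = 2), a log2 fold change of -1.69 (standard error 0.46, adjusted p = 0.0076 from limma) in *C. grandis*. The response differed between the species for 3 of 5 genes tested. The ALMT genes lower in *C. sinensis* numbered 2 and 2 without +Al replicates 1 and 2 and the ALMT genes lower in *C. grandis* 0, 0, 0 and 0 without control replicates 1 and 2 and +Al replicates 1 and 2. Cs6g12800 was not called by limma in *C. grandis* without control replicates 1 and 2 and +Al replicates 1 and 2 (adjusted p = 0.37, 0.074, 0.13 and 0.060), while Cs6g12800 was called in *C. sinensis* without +Al replicate 1 (log2 fold change -1.72). For Cs5g01700 limma no longer called a difference between the species without *C. sinensis* control replicates 1 and 2 (adjusted p = 0.17 and 0.14), *C. sinensis* +Al replicates 1 and 2 (0.12 and 0.16) or *C. grandis* control replicates 1 and 2 (0.12 and 0.13). Leaving out libraries moved these 3 differing genes to 0 and 0 without *C. sinensis* control replicates 1 and 2, 0 and 0 without *C. sinensis* +Al replicates 1 and 2 and 0 and 1 without *C. grandis* control replicates 1 and 2.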

Here, we obtained two upregulated and one downregulated, and two upregulated and three downregulated *ALMTs* from +Al *C. grandis* and *C. sinensis* roots, respectively, demonstrating the possible involvement of *ALMTs* in the Al-induced secretion of malate from citrus roots. However, the Al-induced secretion of malate from citrus roots could not be explained by the activation of *ALMTs* alone because *C. sinensis* roots secreted more malate than *C. grandis* roots when exposed to Al (**Figures 3A,B**). By contrast, we identified four upregulated genes (three *MATEs* and one *FRD3b*) involved in citrate secretion and one down-regulated *MATE* from +Al *C. sinensis* roots, but only one up-regulated *FRD3b* and one down-regulated *MATE* from +Al *C. grandis* roots, which agrees with our report that the Al-induced secretion of citrate from *C. sinensis* roots was higher than from *C. grandis* roots (**Figures 3C,D**).

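Citrate binds Al more tightly than malate does, and proteins of the MATE family (multidrug and toxic compound extrusion) export it from root cells. FRD3b belongs to this family and is named after a citrate exporter that keeps iron soluble in the xylem. Of the MATE and FRD3b genes listed, 3 of 5 tested rose and 1 fell in *C. sinensis*, and 1 of 4 tested rose and 1 fell in *C. grandis*. The study chose this list on the same samples, so the 4 genes in *C. sinensis* and 2 in *C. grandis* that passed when adjusted over the list alone are not independent evidence. In *C. sinensis* FRD3b (Cs7g01770) rose from 25.6 ± 0.733 to 254 ± 8.36 FPKM (SD, n = 2), a log2 fold change of 3.31 (standard error 0.057, adjusted p = 4.3e-05 from limma). In *C. grandis* FRD3b rose from 36.5 ± 2.73 to 803 ± 216 FPKM (SD, n = 2), a log2 fold change of 4.43 (standard error 0.22, adjusted p = 1.3e-18 from limma), and the difference between the responses, *C. grandis* minus *C. sinensis*, was 1.13 (standard error 0.25, adjusted p = 0.019 from limma). MATE1 (Cs3g16650), another exporter of the family, fell from 20.0 ± 0.839 to 9.41 ± 0.627 FPKM (SD, n = 2), a log2 fold change of -1.08 (standard error 0.095, adjusted p = 0.00097 from limma) in *C. sinensis*, and did not pass in *C. grandis* with a log2 fold change of 0.55 (adjusted p = 0.21) from limma. The efflux protein Cs1g26350 rose from 1.71 ± 0.202 to 4.69 ± 0.444 FPKM (SD, n = 2), a log2 fold change of 1.41 (standard error 0.20, adjusted p = 0.0046 from limma) in *C. sinensis*. The exporter called MATE2-like (Cs9g16870) fell from 13.4 ± 1.27 to 5.59 ± 1.15 FPKM (SD, n = 2), a log2 fold change of -1.26 (standard error 0.33, adjusted p = 0.0051 from limma) in *C. grandis*. All 4 of the named genes responded differently between the species by limma, with *C. grandis* higher for FRD3b and MATE1. From the larger number of citrate exporter genes that rose in *C. sinensis*, the paper reasons that they match the larger secretion of citrate by *C. sinensis* roots. The genes of this group lower in *C. grandis* numbered 0, 0 and 0 without control replicates 1 and 2 and +Al replicate 1. Cs9g16870 lost its limma call in *C. grandis* without control replicates 1 and 2 and +Al replicate 1 (adjusted p = 0.34, 0.55 and 0.070). The limma call that the species differ in Cs7g01770 was lost without *C. sinensis* control replicates 1 and 2 (adjusted p = 0.100 and 0.092), *C. sinensis* +Al replicates 1 and 2 (0.085 and 0.10) or *C. grandis* control replicates 1 and 2 (0.059 and 0.081). Of these 4 differences, the count became 0 and 1 without *C. sinensis* control replicates 1 and 2, 1 and 0 without *C. sinensis* +Al replicates 1 and 2 and 2 and 1 without *C. grandis* control replicates 1 and 2.

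**Figure D5:**
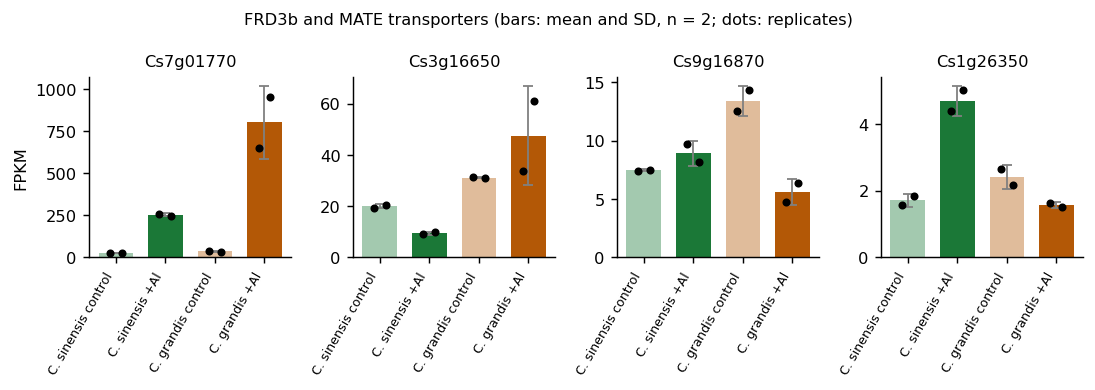
FPKM of FRD3b (Cs7g01770), MATE1 (Cs3g16650), MATE2-like (Cs9g16870) and a MATE efflux gene (Cs1g26350) in each group. Bars are means with SD (n = 2) and dots are replicates.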

Internal detoxification of Al is mainly achieved *via* active transport and the sequestration of Al into the vacuoles (Kochian et al., 2015). Overexpression of *FeIREG1* from buckwheat conferred Al-tolerance in transgenic *Arabidopsis* plants possibly through sequestrating Al into root vacuoles (Yokosho et al., 2016). Thus, the upregulation of *Fe regulated 1 protein* in +Al *C. grandis* and *C. sinensis* roots might be involved in citrus Al-tolerance. 

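Iron regulated proteins pump metals from the cytosol into the vacuole, where Al is out of reach of the rest of the cell. The Fe regulated 1 protein is encoded by Cs6g09440, which carries the description Iron regulated 1 protein in the files. Its expression in *C. sinensis* rose from 3.79 ± 0.599 to 21.3 ± 1.88 FPKM (SD, n = 2), a log2 fold change of 2.46 (standard error 0.15, adjusted p = 0.00034 from limma). In *C. grandis* it rose from 3.53 ± 0.644 to 64.4 ± 15.7 FPKM (SD, n = 2), a log2 fold change of 4.14 (standard error 0.30, adjusted p = 9.8e-14 from limma). The rise was larger in *C. grandis*, with a difference of 1.68 (standard error 0.33, adjusted p = 0.012 from limma) as *C. grandis* minus *C. sinensis*. The paper proposes, by analogy with a buckwheat transporter, that the rise in both species takes part in Al tolerance. For Cs6g09440 limma no longer called a difference between the species without *C. sinensis* control replicates 1 and 2 (adjusted p = 0.052 and 0.080), *C. sinensis* +Al replicates 1 and 2 (0.060 and 0.079) or *C. grandis* control replicate 2 (0.054).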

In rice, Al uptake is mediated by a plasma-membrane bound Nramp (natural resistance-associated macrophage protein) family Al transport protein, OsNarat1, which removes Al from the apoplast and sequester it into the vacuoles of roots by concerting with a vacuolar ABC-transporter, OsALS1 (Li et al., 2014). 

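Transporters of the Nramp family carry divalent metals, and in rice a member of the family brings Al itself into root cells. The gene described as metal transporter Nramp6 is XLOC_029822, assembled from the reads. In *C. grandis* XLOC_029822 fell from 18.4 ± 1.59 to 9.11 ± 1.94 FPKM (SD, n = 2), a log2 fold change of -1.02 (standard error 0.31, adjusted p = 0.017 from limma). The gene in *C. sinensis* was 24.1 ± 0.308 FPKM in control and 33.0 ± 1.40 FPKM in +Al roots (SD, n = 2), and its log2 fold change of 0.45 (standard error 0.069, adjusted p = 0.0061 from limma) did not pass the test. The response of *C. grandis* minus that of *C. sinensis* was -1.47 (standard error 0.25, adjusted p = 0.0073 from limma). XLOC_029822 no longer passed in limma's test of *C. grandis* without control replicates 1 and 2 and +Al replicate 1 (adjusted p = 0.63, 0.50 and 0.081). In XLOC_029822 the species no longer differed by limma's test without *C. sinensis* control replicates 1 and 2 (adjusted p = 0.053 and 0.056) or *C. sinensis* +Al replicate 2 (0.055).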

Here, we found that *metal transporter Nramp6* was upregulated in +Al *C. grandis* roots. In addition, the expression of many genes encoding aquaporins, ABC-transporters and major facilitator superfamily proteins (MFSs) was altered in +Al C. *grandis* and *C. sinensis* roots, demonstrating the possible involvement of these genes in Al sequestration.

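Aquaporins let water and small solutes cross membranes, and some of those in the vacuolar membrane pass Al. ABC transporters use ATP to move metals and organic molecules, and major facilitator superfamily proteins (MFSs) move sugars, nitrate and organic acids along ion gradients. Of the aquaporins listed, 5 of 10 tested fell in *C. sinensis*, and 8 of 9 tested fell in *C. grandis*. A vacuolar aquaporin, TIP1-3-like (Cs8g17900), fell from 566 ± 16.6 to 94.9 ± 11.1 FPKM (SD, n = 2), a log2 fold change of -2.58 (standard error 0.20, adjusted p = 8.4e-13 from limma) in *C. grandis*, with a difference from *C. sinensis* of -1.69 (standard error 0.16, adjusted p = 0.00085 from limma). A NIP aquaporin (Cs3g18230), of the branch that passes small acids and metalloids, fell in both species, with a log2 fold change of -2.63 (adjusted p = 0.00020) in *C. sinensis* and -3.65 (adjusted p = 1.1e-13) in *C. grandis* from limma. Of the ABC transporters listed, 3 of 11 tested rose and 5 fell in *C. sinensis*, and 3 of 11 tested rose and 6 fell in *C. grandis*. The ABC transporter I17 (Cs4g04420), of the group that holds the Al tolerance protein STAR1 of rice, rose from 32.2 ± 0.0105 to 116 ± 2.59 FPKM (SD, n = 2), a log2 fold change of 1.84 (standard error 0.054, adjusted p = 9.1e-05 from limma) in *C. sinensis* and rose from 29.2 ± 0.69 to 143 ± 38.1 FPKM (SD, n = 2), a log2 fold change of 2.27 (standard error 0.25, adjusted p = 4.0e-09 from limma) in *C. grandis*. For the MFSs, 3 of 14 tested rose and 4 fell in *C. sinensis* and 2 of 16 tested rose and 7 fell in *C. grandis*, among them Cs9g06620, a sugar or nitrate carrier by family, which rose from 76.7 ± 1.01 to 173 ± 1.23 FPKM (SD, n = 2), a log2 fold change of 1.17 (standard error 0.048, adjusted p = 0.00015 from limma) in *C. sinensis*. The study chose these lists on the same samples, so they are not independent evidence, and adjusted over the list alone 6 and 8 aquaporins, 8 and 9 ABC transporters and 8 and 9 MFSs passed in *C. sinensis* and *C. grandis* in turn. Of those 6 aquaporins of *C. sinensis*, 1 was higher. The aquaporins higher in *C. sinensis* numbered 1 without control replicate 2, the ABC transporters lower in *C. sinensis* 3 without the same library, the MFSs lower in *C. sinensis* 2 and 2 without control replicate 2 and +Al replicate 1, the ABC transporters lower in *C. grandis* 3 and 3 without control replicates 1 and 2, the MFSs higher in *C. grandis* 0, 0, 0 and 0 without control replicates 1 and 2 and +Al replicates 1 and 2 and those lower 1, 1 and 4 without control replicates 1 and 2 and +Al replicate 2.
The aquaporins matched by keyword, a list that the study did not choose, held fewer of these falls. That list misses some of the aquaporins above that fell, so its smaller share does not describe the whole family. In *C. sinensis* 2 of 12 tested fell (2 adjusted over the list alone), and in *C. grandis* 3 of 11 tested fell (3 adjusted over the list alone), where camera called the list lower (adjusted p = 0.0015, adjusted p = 0.99 with an estimated correlation). The family's number higher in *C. sinensis* was 1 without control replicate 2 and 1 adjusted over the list alone. Of all the transport genes of Table S5, 35 of 163 tested rose and 58 fell in *C. sinensis* and 45 of 162 tested rose and 65 fell in *C. grandis*, with 38 higher and 62 lower against 48 higher and 66 lower when adjusted over the list alone, not independent evidence for the same reason. The transport genes higher in *C. grandis* numbered 27, 22 and 20 without control replicates 1 and 2 and +Al replicate 2 and those lower 33, 34 and 43 without control replicates 1 and 2 and +Al replicate 1.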

### Low-P-Responsive Genes

Studies showed that P-deficiency was the key cause of the Al-induced growth inhibition in plants (Quartin et al., 2001), and that P supply could alleviate plant Al-toxicity (Jiang et al., 2009). Here, we obtained 16 upregulated and six downregulated, and 18 upregulated and three downregulated low-P-responsive genes from +Al *C. grandis* and *C. sinensis* roots, respectively, demonstrating that the upregulation of low-P-responsive genes was greater in +Al *C. sinensis* roots (Supplementary Table S6). 

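Al precipitates phosphate in and around the root, so roots under Al often turn on the genes they use when phosphorus is short. SPX proteins sense cellular phosphate and hold that program in check. Of the low-P-responsive genes in Table S6, 17 of 30 tested rose and 3 fell in *C. sinensis*, and 14 of 31 tested rose and 6 fell in *C. grandis*. Because the list was drawn from these libraries, the 21 and 20 genes of *C. sinensis* and *C. grandis* that passed when adjusted over the list alone are not independent evidence. SPX domain gene 2 (Cs4g17870) rose from 35.7 ± 0.588 to 105 ± 13.5 FPKM (SD, n = 2), a log2 fold change of 1.55 (standard error 0.096, adjusted p = 0.00037 from limma) in *C. sinensis* and rose from 61.6 ± 6.05 to 679 ± 157 FPKM (SD, n = 2), a log2 fold change of 3.44 (standard error 0.21, adjusted p = 1.0e-15 from limma) in *C. grandis*. The difference, *C. grandis* minus *C. sinensis*, was 1.90 (standard error 0.25, adjusted p = 0.0026 from limma). SPX3-like (orange1.1t00194), another sensor of this family, rose from 26.4 ± 4.02 to 235 ± 51.4 FPKM (SD, n = 2), a log2 fold change of 3.14 (standard error 0.24, adjusted p = 5.5e-13 from limma) in *C. grandis*, with a difference of 2.24 (standard error 0.26, adjusted p = 0.0016 from limma) from *C. sinensis*. Phosphoenolpyruvate carboxylase kinase 1 (Cs8g12690), which keeps an enzyme of organic acid synthesis active, had a log2 fold change of 2.26 (adjusted p = 1.8e-09) in *C. grandis* and 0.21 (adjusted p = 0.094) in *C. sinensis* from limma. The response differed between the species for 15 of 32 genes, with *C. grandis* higher for 6 and lower for 9. The low-P-responsive genes higher in *C. sinensis* numbered 10 without control replicate 2, the low-P-responsive genes higher in *C. grandis* 9, 9 and 8 without control replicates 1 and 2 and +Al replicate 2 and those lower 3, 3 and 3 without the same libraries. orange1.1t00194 passed limma's test in *C. sinensis* without +Al replicate 2 (log2 fold change 1.005). The 15 that differed became 6 and 7 without *C. sinensis* control replicates 1 and 2, 6 without *C. sinensis* +Al replicate 2 and 23 without *C. grandis* +Al replicate 1.
The whole family of phosphate starvation genes, described as such in the files and not chosen by the study, was also measured. In *C. sinensis* 8 of 26 tested rose and 1 fell (9 and 1 adjusted over the list alone), and in *C. grandis* 11 of 26 tested rose and 1 fell (11 and 1 adjusted over the list alone). Camera called the family higher in *C. sinensis* (adjusted p = 0.0017, adjusted p = 0.46 with an estimated correlation) and in *C. grandis* (adjusted p = 4.9e-07, adjusted p = 0.99 with an estimated correlation). In *C. sinensis* the number higher was 5 without +Al replicate 1.

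**Figure D6:**
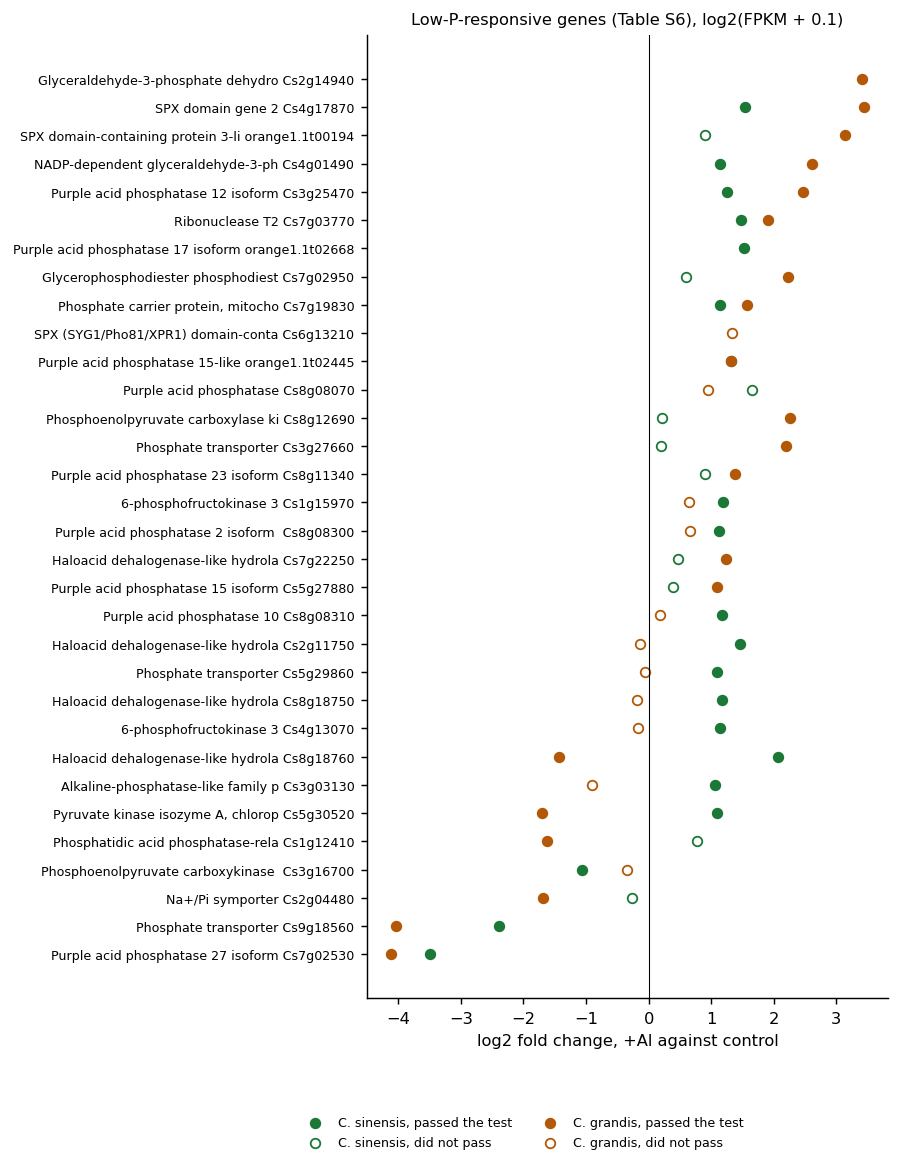
Log2 fold changes of the low-P-responsive genes in both species, sorted by their mean. Filled points passed the test, among them SPX domain gene 2 in both species.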

Induction of acid phosphatases (APs) is an adaptive stragety of plants to P-deficiency. Purple APs (PAPs, the largest group of non-specific APs) play a vital role in Pi recycling and scavenging in P-deficient plants (Liu et al., 2016). Maron et al. (2008) reported that the Al-induced upregulation of root *PAPs* was greater in Al-tolerant maize genotype than in Al-sensitive ones. 

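Purple acid phosphatases (PAPs) release phosphate from organic compounds in the root, the apoplast and the soil. Phosphatidic acid phosphatases act inside the cell on membrane lipids. Of the PAPs in Table S6, 5 of 9 tested rose and 1 fell in *C. sinensis*, and 4 of 8 tested rose and 1 fell in *C. grandis*. In *C. sinensis* 7 and in *C. grandis* 5 genes passed when adjusted over the list alone, and since the study selected them on these samples they are not independent evidence. PAP10 (Cs8g08310), an enzyme of the root surface, rose from 14.7 ± 0.0928 to 33.4 ± 3.62 FPKM (SD, n = 2), a log2 fold change of 1.18 (standard error 0.096, adjusted p = 0.00077 from limma) in *C. sinensis*, against a log2 fold change of 0.17 (adjusted p = 0.75) from limma in *C. grandis*. The difference, *C. grandis* minus *C. sinensis*, was -1.002 (standard error 0.20, adjusted p = 0.013 from limma). PAP15 (Cs5g27880), which also degrades phytate, rose from 18.6 ± 1.38 to 40.3 ± 10.1 FPKM (SD, n = 2), a log2 fold change of 1.09 (standard error 0.28, adjusted p = 0.0046 from limma) in *C. grandis*. PAP15-like (orange1.1t02445), a close relative, rose in both species, with log2 fold changes of 1.31 (adjusted p = 0.0083) and 1.31 (adjusted p = 0.0016) from limma in *C. sinensis* and *C. grandis*. PAP17 (orange1.1t02668), an enzyme induced by phosphate starvation and oxidative stress, rose from 6.60 ± 2.23 to 18.8 ± 2.45 FPKM (SD, n = 2), a log2 fold change of 1.53 (standard error 0.24, adjusted p = 0.0065 from limma) in *C. sinensis* and was listed at 0 in all 4 *C. grandis* libraries. The phosphatidic acid phosphatase-related gene (Cs1g12410), which acts on lipids, fell from 91.3 ± 5.99 to 29.8 ± 5.10 FPKM (SD, n = 2), a log2 fold change of -1.62 (standard error 0.25, adjusted p = 5.4e-06 from limma) in *C. grandis*, a difference from the response of *C. sinensis* of -2.40 (standard error 0.21, adjusted p = 0.00066 from limma). The PAPs higher in *C. sinensis* numbered 3, 2 and 2 without control replicate 2 and +Al replicates 1 and 2 and the PAPs higher in *C. grandis* 1, 1 and 1 without control replicates 1 and 2 and +Al replicate 2. Cs5g27880 was not called by limma in *C. grandis* without control replicates 1 and 2 and +Al replicate 2 (adjusted p = 0.19, 0.36 and 0.053), orange1.1t02445 in *C. sinensis* without control replicate 2 and +Al replicates 1 and 2 (adjusted p = 0.061, 0.070 and 0.075), orange1.1t02445 in *C. grandis* without control replicates 1 and 2 and +Al replicate 2 (adjusted p = 0.14, 0.24 and 0.057) and orange1.1t02668 in *C. sinensis* without +Al replicates 1 and 2 (adjusted p = 0.078 and 0.057). Cs8g08310 lost the limma call of a difference between the species without *C. sinensis* control replicates 1 and 2 (adjusted p = 0.069 and 0.069), *C. sinensis* +Al replicate 2 (0.071) or *C. grandis* control replicate 1 (0.055).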

Here, we isolated six upregulated and one downregulated *PAPs* from +Al *C. sinensis* roots, and one downregulated *phosphatidic acid phosphatase-related protein*, five upregulated and one downregulated *PAPs* from +Al *C. grandis* roots. Also, we isolated one upregulated *alkaline-phosphatase-like family protein isoform 1* from +Al *C. sinensis* roots, which agrees with the report that an alkaline phosphatase was induced in P-deficient *Phaseolus vulgaris* roots (Morales et al., 2012). 

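Alkaline phosphatases release phosphate at a higher pH than the purple acid enzymes and are less often studied in roots. Cs3g03130 encodes an alkaline-phosphatase-like protein. In *C. sinensis* Cs3g03130 rose from 16.0 ± 2.12 to 33.4 ± 3.58 FPKM (SD, n = 2), a log2 fold change of 1.06 (standard error 0.12, adjusted p = 0.0024 from limma). In *C. grandis* the gene was 11.7 ± 1.19 FPKM in control and 7.45 ± 5.88 FPKM in +Al roots (SD, n = 2), and its log2 fold change of -0.91 (standard error 0.38, adjusted p = 0.11 from limma) did not pass the test. The difference between the species, -1.97 (standard error 0.68, adjusted p = 0.088 from limma), did not pass. Cs3g03130 lost its limma call in *C. sinensis* without control replicate 2 and +Al replicate 2 (log2 fold change 0.93 and 0.95), while Cs3g03130 gained a call in *C. grandis* without +Al replicate 1 (log2 fold change -1.80). For Cs3g03130 limma called a difference between the species without *C. grandis* +Al replicates 1 and 2 (adjusted p = 0.0010 and 0.021).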

Duff et al. (1989) observed that NADP-glyceraldehyde-3-phosphate dehydrogenase (NADP-G3PDH) specific activity was increased in P-starved *Brassica nigra* suspension cells, suggesting that the enzyme circumvented Pi-dependent NAD-G3PDH and phosphoglycerate kinase. Characterization of the *Arabidopsis* glycerophosphodiester phosphodiesterase (GDPD) family showed that plastid-localized AtGDPD1 played a role in maintaining cellular Pi homeostasis by releasing Pi from phospholipids in P-starved plants (Cheng et al., 2011). Ribonucleases play a role in the remobilization of Pi from RNA under P-limited conditions (Bariola et al., 1994). Caparrós-Martín et al. (2013) showed that that AtSgpp (At2g38740) gene encoding haloacid dehalogenase-like hydrolase (HAD) might play a role in the homeostatic balance of Pi in the cell. Here, we isolated three and one upregulated HAD genes from +Al *C. sinensis* and *C. grandis* roots, respectively. Also, we obtained two downregulated (Cs2g04480 and Cs9g18560) and two upregulated (Cs3g27660 and Cs7g19830) genes involved in Pi transport from +Al *C. grandis* roots, but only one downregulated (Cs9g18560) and two upregulated (Cs7g19830 and Cs5g29860) genes from +Al *C. sinensis* roots, indicating that Al-treatment affected Pi transport more in *C. grandis* than in *C. sinensis* roots. 

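Haloacid dehalogenase-like hydrolases (HADs) include small phosphatases that remove phosphate from sugars and nucleotides. They can free phosphate inside the cell when its supply is short. Of the HAD genes in Table S6, 3 of 4 tested rose in *C. sinensis*, and 1 of 4 tested rose and 1 fell in *C. grandis*. These counts became 3 in *C. sinensis* and 2 in *C. grandis* when adjusted over the list alone, which the study drew from the same libraries, so they are not independent evidence. The HAD gene Cs8g18760, a predicted phosphatase, rose from 17.6 ± 6.25 to 71.5 ± 2.62 FPKM (SD, n = 2), a log2 fold change of 2.07 (standard error 0.23, adjusted p = 0.0021 from limma) in *C. sinensis*. In *C. grandis* it fell from 9.85 ± 3.61 to 3.89 ± 2.50 FPKM (SD, n = 2), a log2 fold change of -1.43 (standard error 0.39, adjusted p = 0.0086 from limma), and the difference between the responses was -3.49 (standard error 0.65, adjusted p = 0.010 from limma). Cs2g11750, another predicted phosphatase of the family, had log2 fold changes of 1.46 (adjusted p = 0.00030) in *C. sinensis* and -0.14 (adjusted p = 0.84) in *C. grandis* from limma. The gene that rose in *C. grandis* was Cs7g22250, also a predicted phosphatase, with a log2 fold change of 1.24 (standard error 0.30, adjusted p = 0.0029 from limma). The HAD genes higher in *C. grandis* numbered 0, 0 and 0 without control replicates 1 and 2 and +Al replicate 2 and those lower 0, 0, 0 and 0 without control replicates 1 and 2 and +Al replicates 1 and 2. Cs8g18760 no longer passed in limma's test of *C. grandis* without control replicates 1 and 2 and +Al replicates 1 and 2 (adjusted p = 0.67, 0.13, 0.066 and 0.30) and Cs7g22250 in *C. grandis* without control replicates 1 and 2 and +Al replicate 2 (adjusted p = 0.17, 0.42 and 0.071). In Cs8g18760 the species no longer differed by limma's test without *C. sinensis* control replicate 1 (adjusted p = 0.073), *C. sinensis* +Al replicates 1 and 2 (0.064 and 0.068) or *C. grandis* control replicate 1 (0.055).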

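Phosphate enters root cells through transporters of the plasma membrane and is passed on to mitochondria and plastids by carriers of their own. Among the Pi transport genes listed, 2 of 5 tested rose and 1 fell in *C. sinensis*, and 2 of 5 tested rose and 2 fell in *C. grandis*. Selection of the list on these samples means that the 3 (*C. sinensis*) and 4 (*C. grandis*) genes passing when adjusted over the list alone are not independent evidence. The phosphate transporter Cs9g18560 fell from 52.8 ± 0.766 to 10.0 ± 0.422 FPKM (SD, n = 2), a log2 fold change of -2.39 (standard error 0.073, adjusted p = 9.1e-05 from limma) in *C. sinensis*. The fall in *C. grandis*, to 7.62 ± 4.99 FPKM (SD, n = 2) in +Al roots, was a log2 fold change of -4.03 (standard error 0.32, adjusted p = 8.2e-13 from limma). The transporter Cs5g29860 rose from 72.5 ± 2.40 to 156 ± 13.2 FPKM (SD, n = 2), a log2 fold change of 1.10 (standard error 0.074, adjusted p = 0.00045 from limma) in *C. sinensis*, against -0.054 (adjusted p = 0.94) from limma in *C. grandis*. The transporter Cs3g27660 rose from 14.1 ± 1.23 to 67.3 ± 24.6 FPKM (SD, n = 2), a log2 fold change of 2.20 (standard error 0.28, adjusted p = 1.2e-07 from limma) in *C. grandis*. A mitochondrial carrier (Cs7g19830) rose in both, with log2 fold changes of 1.13 (adjusted p = 0.0034) and 1.57 (adjusted p = 0.020) from limma, and a Na+/Pi symporter (Cs2g04480) fell in *C. grandis* with -1.69 (adjusted p = 0.0068) from limma. The responses differed between the species for 3 of 5 genes. From its own genes of Pi transport the paper proposes that Al affected Pi transport more in *C. grandis* than in *C. sinensis*. The genes of Pi transport higher in *C. sinensis* numbered 1 without control replicate 2, the genes of Pi transport higher in *C. grandis* 1, 1, 1 and 1 without control replicates 1 and 2 and +Al replicates 1 and 2 and those lower 1, 1, 1 and 1 without the same libraries. Cs7g19830 did not pass limma's test in *C. sinensis* without control replicate 2 (adjusted p = 0.053), Cs7g19830 in *C. grandis* without control replicates 1 and 2 and +Al replicates 1 and 2 (adjusted p = 0.47, 0.12, 0.073 and 0.12) and Cs2g04480 in *C. grandis* without control replicates 1 and 2 and +Al replicates 1 and 2 (adjusted p = 0.32, 0.098, 0.060 and 0.089). Leaving out libraries moved these 3 differing genes to 0 and 0 without *C. sinensis* control replicates 1 and 2 and 0 without *C. sinensis* +Al replicate 2.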

To sum up, +Al *C. sinensis* seedlings had higher capacity to maintain the cellular P homeostasis *via* enhancing P acquisition and utilization, hence protecting plants against Al-toxicity. This agrees with our data that leaf, stem and root P level, and P uptake per plant were higher in +Al *C. sinensis* than in +Al *C. grandis* seedlings (**Figures 2C,D**; Yang L.T. et al., 2011).

### Genes Related to S Transport and Metabolism

S-mediated alleviation of Al-toxicity has been found in barley (Dawood et al., 2012) and wheat (Zhang et al., 2010). Here, we isolated one upregulated sulfate transporter (SULTR) 3,5 isoform 1 gene and two downregulated genes encoding SULTR 1,3 isoform 1 and SULTR 3.1-like, two upregulated sulfate/bicarbonate/oxalate exchanger and transporter sat-1 genes, and two upregulated sulfite exporter TauE/SafE family protein genes from +Al *C. grandis* roots, but only two upregulated genes encoding SULTR 3,5 isoform 1 and SULTR 3.1-like and one downregulated *sulfite exporter TauE/SafE family protein* from +Al *C. sinensis* roots (Supplementary Table S7). Thus, S uptake and export might be increased and reduced in +Al *C. sinensis* seedlings, respectively, thus enhancing S level and the Al-tolerance of *C. sinensis*. This was also supported by our data that S level was higher in *C. sinensis* roots and leaves than in *C. grandis* ones at each given Al level except for a similar root S level between the two species at the absence of Al (**Figures 2E,F**). 

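Sulfate feeds the synthesis of cysteine and glutathione, which bind metals and quench reactive oxygen. Root cells take it up through sulfate transporters (SULTRs) and move sulfite and sulfate out through other carriers. Of the S transport genes in Table S7, 2 of 6 tested rose and 1 fell in *C. sinensis*, and 5 of 7 tested rose and 2 fell in *C. grandis*. A list chosen by the study on these samples is not independent evidence, and adjusted over the list alone, 3 genes passed in *C. sinensis* and 7 in *C. grandis*. The gene of SULTR 3,5 (Cs4g16770), which helps load sulfate into the xylem, rose from 0.226 ± 0.112 to 17.3 ± 2.46 FPKM (SD, n = 2), a log2 fold change of 5.78 (standard error 0.31, adjusted p = 0.00026 from limma) in *C. sinensis* and rose from 3.18 ± 0.246 to 71.2 ± 20.3 FPKM (SD, n = 2), a log2 fold change of 4.42 (standard error 0.30, adjusted p = 1.6e-14 from limma) in *C. grandis*, and the difference of -1.36 (standard error 0.43, adjusted p = 0.065 from limma) did not pass. The SULTR 3.1-like gene (Cs5g30850), of the same branch, rose from 13.8 ± 1.37 to 33.8 ± 1.80 FPKM (SD, n = 2), a log2 fold change of 1.29 (standard error 0.098, adjusted p = 0.00063 from limma) in *C. sinensis* and fell in *C. grandis* with a log2 fold change of -1.71 (adjusted p = 0.0033) from limma. For SULTR 1,3 (Cs3g18650), which carries sulfate in the phloem, expression fell from 73.4 ± 2.64 to 20.6 ± 2.55 FPKM (SD, n = 2), a log2 fold change of -1.83 (standard error 0.26, adjusted p = 9.8e-07 from limma) in *C. grandis*. A sulfite exporter gene of the TauE/SafE family (Cs1g15070) fell in *C. sinensis*, -1.14 (adjusted p = 0.019), and rose in *C. grandis*, 1.42 (adjusted p = 0.0021), as log2 fold changes from limma. The sat-1 exchangers Cs1g14530 and Cs9g07580, which trade sulfate for oxalate, rose in *C. grandis* by 1.21 (adjusted p = 0.010) and 2.04 (adjusted p = 4.6e-05) from limma. The responses differed between the species for 6 of 7 genes. The paper proposes that uptake of sulfur may be raised and its export lowered in +Al *C. sinensis* roots. The S transport genes lower in *C. sinensis* numbered 0, 0, 0 and 0 without control replicates 1 and 2 and +Al replicates 1 and 2, the S transport genes higher in *C. grandis* 3, 2, 3 and 2 without control replicates 1 and 2 and +Al replicates 1 and 2 and those lower 1, 1 and 1 without control replicates 1 and 2 and +Al replicate 2. Cs5g30850 was not called by limma in *C. grandis* without control replicates 1 and 2 and +Al replicate 2 (adjusted p = 0.25, 0.14 and 0.12), Cs1g15070 in *C. sinensis* without control replicates 1 and 2 and +Al replicates 1 and 2 (adjusted p = 0.072, 0.10, 0.071 and 0.0502), Cs1g15070 in *C. grandis* without control replicates 1 and 2 and +Al replicates 1 and 2 (adjusted p = 0.093, 0.56, 0.087 and 0.13), Cs1g14530 in *C. grandis* without control replicates 1 and 2 and +Al replicates 1 and 2 (adjusted p = 0.32, 0.65, 0.070 and 0.12) and Cs9g07580 in *C. grandis* without control replicate 2 (adjusted p = 0.078). Cs4g16770 gained a limma call of a difference between the species without *C. grandis* +Al replicate 2 (adjusted p = 0.041). Of these 6 differences, the count became 2 and 1 without *C. sinensis* control replicates 1 and 2, 2 and 2 without *C. sinensis* +Al replicates 1 and 2 and 3 without *C. grandis* control replicate 2.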

S metabolism is the kernel pathway for the biosynthesis of molecules necessary for plant growth and development as well as tolerance to environmental stresses including Al (Yang et al., 2007; Anjum et al., 2015; Jiang et al., 2015). 

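Sulfur from sulfate is reduced and built into cysteine, methionine and glutathione, and S-adenosylmethionine carries it to ethylene, polyamines and lignin. Thioredoxin systems use sulfur chemistry to keep proteins reduced. Of the S metabolism genes in Table S7, 13 of 48 tested rose and 10 fell in *C. sinensis*, and 11 of 49 tested rose and 22 fell in *C. grandis*. Adjusted over the list alone, 24 genes passed in *C. sinensis* and 37 in *C. grandis*, which is not independent evidence because the study chose the list on these samples. Adenylylsulfate reductase 3 (Cs2g02980), the enzyme that commits sulfate to reduction, fell from 97.7 ± 0.799 to 29.4 ± 1.29 FPKM (SD, n = 2), a log2 fold change of -1.73 (standard error 0.25, adjusted p = 1.1e-06 from limma) in *C. grandis*. It did not pass in *C. sinensis*, with a log2 fold change of 0.69 (adjusted p = 0.00053) from limma, and the difference was -2.42 (standard error 0.14, adjusted p = 0.00016 from limma). NADPH-dependent thioredoxin reductase A (Cs1g26810), which recharges thioredoxin, fell from 269.8 ± 12.1 to 57.9 ± 22.2 FPKM (SD, n = 2) in *C. grandis*, and a difference of -2.24 (standard error 0.32, adjusted p = 0.0036 from limma) separated the species. S-adenosylmethionine synthetase (Cs9g01410), which makes the methyl donor of the cell, had a log2 fold change of -1.20 (adjusted p = 5.6e-05) from limma in *C. grandis*. Of the glutathione S-transferases in this table, which join glutathione to toxic products, 5 of 9 tested rose and 2 fell in *C. sinensis* and 3 of 11 tested rose and 3 fell in *C. grandis* (7 and 8 adjusted over the list alone, not independent evidence either). Responses differed for 21 of 51 genes, 18 of them lower in *C. grandis*. The S metabolism genes lower in *C. sinensis* numbered 4, 5 and 6 without control replicates 1 and 2 and +Al replicate 1, the glutathione S-transferases lower in *C. sinensis* 1 and 1 without control replicates 1 and 2, the S metabolism genes higher in *C. grandis* 6, 2, 3 and 1 without control replicates 1 and 2 and +Al replicates 1 and 2, those lower 10 and 13 without control replicates 1 and 2 and the glutathione S-transferases higher in *C. grandis* 1, 1 and 1 without control replicate 2 and +Al replicates 1 and 2. Cs9g01410 lost its limma call in *C. grandis* without control replicate 1 (adjusted p = 0.054). The 21 that differed became 6 and 7 without *C. sinensis* control replicates 1 and 2, 7 and 7 without *C. sinensis* +Al replicates 1 and 2 and 11 without *C. grandis* control replicate 1.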

Here, we identified more downregulated (25) than upregulated (13) genes from +Al *C. grandis* roots, but less downregulated (9) than upregulated (14) genes related to S metabolism from +Al *C. sinensis* roots (Supplementary Table S7). Based on these results, we concluded that genes involved in S transport and metabolism might contribute to the Al-tolerance of *C. sinensis* by elevating cell S level and increasing the biosynthesis of S-containing compounds responsible for Al detoxification.

### Genes Related to Antioxidation

Al can elicit the production of ROS in plant cells (Yin et al., 2010; Li et al., 2016). Plants have developed diverse mechanisms for the detoxification of ROS. Besides the upregulation of some S metabolism-related genes, other genes related to antioxidation might be altered in +Al citrus roots. Here, we isolated 17 upregulated antioxidant enzyme genes (i.e., 11 *PODs*, five *GLPs* and one *peroxiredoxin-2B-like*) and three downregulated *GLP 9-3* from +Al *C. sinensis* roots. By contrast, we obtained 14 upregulated (i.e., five *PODs* and nine *GLPs*) and eight downregulated (i.e., four *PODs* and four *GLP 9-3*) genes from +Al *C. grandis* roots (Supplementary Table S8). 

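Enzymes that remove hydrogen peroxide and superoxide protect root cells when Al sets off their production. Besides the peroxidases and germin-like proteins, Table S8 lists a peroxiredoxin, which reduces peroxides with thiols. Of all antioxidant enzyme genes listed, 16 of 33 tested rose and 3 fell in *C. sinensis*. Their median log2 fold change was 1.10. The study chose this list on the same samples, so the 20 genes in *C. sinensis* and 22 in *C. grandis* that passed when adjusted over the list alone are not independent evidence. In *C. sinensis* peroxiredoxin-2B-like (Cs8g10680), a peroxide-removing enzyme of the cytosol, rose from 0.168 ± 0.00461 to 2.45 ± 0.406 FPKM (SD, n = 2), a log2 fold change of 3.24 (standard error 0.43, adjusted p = 0.0038 from limma). Its log2 fold change in *C. grandis* was -0.33 (adjusted p = 0.43) from limma. Peroxidase N1 (Cs7g20700), a secreted enzyme, rose from 11.1 ± 1.15 to 31.6 ± 0.291 FPKM (SD, n = 2), a log2 fold change of 1.51 (standard error 0.097, adjusted p = 0.00040 from limma) in *C. sinensis*.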

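Roots of the intolerant species also meet Al with antioxidant enzymes, but a gene can respond in a direction of its own in each species. Of the antioxidant enzyme genes of Table S8, 14 of 28 tested rose and 8 fell in *C. grandis*. The median log2 fold change was 0.90. In these roots peroxidase N1 (Cs7g20700), a secreted enzyme, fell from 6.53 ± 0.717 to 3.16 ± 2.33 FPKM (SD, n = 2), a log2 fold change of -1.24 (standard error 0.42, adjusted p = 0.040 from limma). The largest rise was that of Cs5g14300, a germin-like protein of subfamily 1, which rose from 0.87 ± 0.217 to 6.92 ± 1.56 FPKM (SD, n = 2), a log2 fold change of 2.86 (standard error 0.46, adjusted p = 8.5e-06 from limma). The antioxidant enzyme genes higher in *C. grandis* numbered 9, 6, 8 and 7 without control replicates 1 and 2 and +Al replicates 1 and 2 and those lower 5 and 5 without control replicate 1 and +Al replicate 2. Cs7g20700 no longer passed in limma's test of *C. grandis* without control replicates 1 and 2 and +Al replicate 2 (adjusted p = 0.61, 0.45 and 0.36).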

Generally viewed, the expression of antioxidant enzyme genes was upregulated in +Al *C. sinensis* and *C. grandis* roots, especially in +Al *C. sinensis* roots. This agrees with our report that the levels of proteins related to ROS scavenging were increased in +Al *C. sinensis* roots, but were less altered in +Al *C. grandis* roots (Jiang et al., 2015).

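Whether a family of antioxidant genes responds more strongly in 1 species can be asked gene by gene with a test of the difference between the responses. Among the antioxidant enzyme genes of Table S8, the response differed between *C. grandis* and *C. sinensis* for 15 of 35 by limma. *C. grandis* was higher for 4 and lower for 11, and the median difference was -0.55 on the log2 scale. Peroxidase N1 (Cs7g20700) was on the lower side with -2.74 (standard error 0.62, adjusted p = 0.022 from limma). The germin-like gene Cs5g14300, of a kind that can make peroxide in the wall, had a difference of 2.33 (standard error 0.51, adjusted p = 0.019 from limma). The paper states that antioxidant genes were generally raised in both species, above all in *C. sinensis*. The limma call that the species differ in Cs7g20700 was lost without *C. sinensis* control replicates 1 and 2 (adjusted p = 0.098 and 0.12), *C. sinensis* +Al replicates 1 and 2 (0.10 and 0.11) or *C. grandis* control replicates 1 and 2 (0.092 and 0.076). Cs5g14300 lost the limma call of a difference between the species without *C. sinensis* control replicate 2 (adjusted p = 0.088), *C. sinensis* +Al replicates 1 and 2 (0.077 and 0.099) or *C. grandis* control replicate 1 (0.076). Leaving out libraries moved these 15 differing genes to 9 and 4 without *C. sinensis* control replicates 1 and 2, 5 and 6 without *C. sinensis* +Al replicates 1 and 2 and 6 without *C. grandis* control replicate 1.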

### Genes Related to Polysaccharide, Cell Wall and Cytoskeleton Metabolism

Root cell wall is the key target for Al-toxicity and Al-tolerance (Horst et al., 2010). Here, we isolated 90 downregulated and 28 upregulated, and 25 downregulated and 39 upregulated genes related to polysaccharide and cell wall metabolism from +Al *C. grandis* and *C. sinensis* roots, respectively (Supplementary Table S9), implying that polysaccharide and cell wall metabolism was less impaired in +Al *C. sinensis* than in +Al *C. grandis* roots.

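The wall is the first part of a root cell that Al meets, and its pectin binds most of the metal. Growth needs new wall material and enzymes that loosen the old. Among the polysaccharide and cell wall genes of Table S9, 22 of 136 tested rose and 84 fell in *C. grandis*, and 34 of 141 tested rose and 20 fell in *C. sinensis*. With p adjusted over the list alone, 57 passed in *C. sinensis* and 111 in *C. grandis*, not independent evidence for a list picked from these samples. The response differed between the species for 90 of 146 genes by limma, and *C. grandis* was lower for 80 of them. The median difference was -1.49 on the log2 scale, *C. grandis* minus *C. sinensis*. In *C. grandis* an extensin-like protein (XLOC_011383), which strengthens the wall, fell from 807 ± 104 to 312 ± 71.4 FPKM (SD, n = 2), a log2 fold change of -1.38 (standard error 0.19, adjusted p = 5.3e-07 from limma). The *C. sinensis* gene was 1075 ± 38.8 FPKM in control and 1658 ± 105 FPKM in +Al roots (SD, n = 2), and its log2 fold change of 0.62 (standard error 0.061, adjusted p = 0.0014 from limma) did not pass the test, and the responses differed by -2.01 (standard error 0.23, adjusted p = 0.0016 from limma). UDP-D-glucuronate 4-epimerase 1 (Cs4g02450), which makes the building block of pectin, fell from 430.5 ± 16.7 to 113.1 ± 32.1 FPKM (SD, n = 2), a log2 fold change of -1.96 (standard error 0.21, adjusted p = 3.5e-09 from limma) in *C. grandis*, and differed from *C. sinensis* by -1.86 (standard error 0.24, adjusted p = 0.0027 from limma). The aspartyl protease Cs1g16180, of a family found in the wall, had a log2 fold change of -1.05 (adjusted p = 0.00041) from limma in *C. grandis*. Of the chitinases, which split a polysaccharide of fungal walls, 7 of 10 tested fell in *C. sinensis* and 1 of 10 tested rose and 7 fell in *C. grandis* (7 and 8 adjusted over the list alone). Root hair and epidermis markers, a list that the study did not choose, had a median log2 fold change of -1.12 in *C. grandis*, where 3 of 9 tested fell (5 adjusted over the list alone) and limma's camera called the list lower (adjusted p = 0.0095, adjusted p = 0.78 with an estimated correlation). In *C. sinensis* their median was 0.41, and 2 of 10 tested rose (1 adjusted over the list alone), with 1 higher without either +Al replicate. From the larger number of genes that fell in *C. grandis* the paper proposes that Al impaired this metabolism less in *C. sinensis*. The genes of this table higher in *C. grandis* numbered 13, 11 and 10 without control replicates 1 and 2 and +Al replicate 2, those lower 42 and 42 without control replicates 1 and 2, the chitinases higher in *C. grandis* 0 without +Al replicate 2 and those lower 3 and 3 without control replicates 1 and 2. Cs1g16180 did not pass limma's test in *C. grandis* without control replicate 2 and +Al replicate 2 (adjusted p = 0.19 and 0.065). Of these 90 differences, the count became 53 and 47 without *C. sinensis* control replicates 1 and 2 and 55 and 51 without *C. sinensis* +Al replicates 1 and 2.

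**Figure D7:**
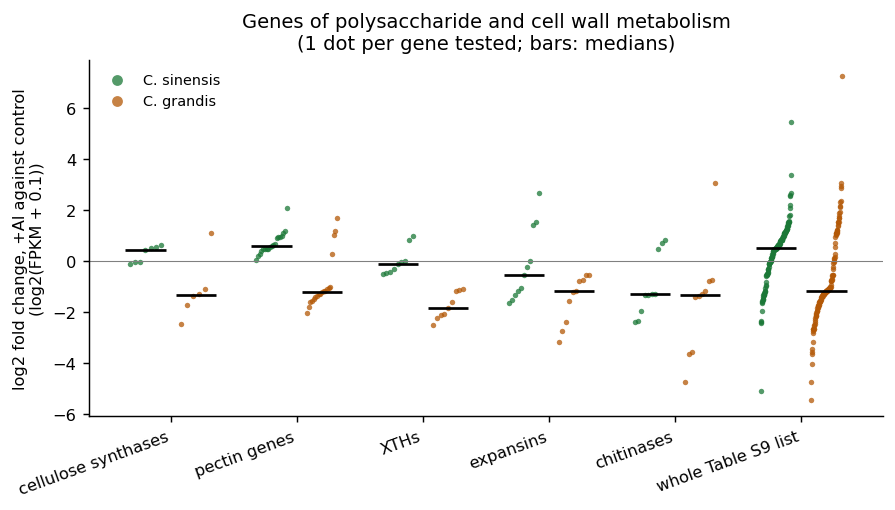
Log2 fold changes under Al of genes of polysaccharide and cell wall metabolism in each species, by kind of gene. Each dot is a gene and each bar a median, which lies below 0 in *C. grandis* for every kind shown.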

The Al-induced biosynthesis of root callose is an indicator of Al-injury and a reliable index for the evaluation of Al-tolerance (Horst et al., 2010). 

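Callose is a glucan that root cells lay down at wounds and at plasmodesmata, where it slows the passage of molecules between cells. The gene of callose synthase 5-like is Cs1g05830. Its expression was low in every library. In *C. grandis* it was 0.654 ± 0.253 FPKM in control and 1.48 ± 0.477 FPKM in +Al roots (SD, n = 2), and its log2 fold change of 1.07 (standard error 0.67, adjusted p = 0.33 from limma) did not pass the test. In *C. sinensis* it was 0.816 ± 0.00967 FPKM in control and 1.03 ± 0.0263 FPKM in +Al roots (SD, n = 2), with a log2 fold change of 0.31 (standard error 0.36, adjusted p = 0.55 from limma). The difference between the species, 0.77 (standard error 0.56, adjusted p = 0.39 from limma), did not pass either. With p unadjusted, the test in *C. grandis* gave 0 of 1 gene at 0.05 or less by limma.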

The upregulation of *callose synthase 5-like* in +Al *C. grandis* roots also support the above inference that *C. grandis* had less Al-tolerance than *C. sinensis*. In addition, we isolated six downregulated and one upregulared *cellulose synthases* from +Al *C. grandis* roots, but only one downregulated and one upegulated *cellulose synthases* from +Al *C. sinensis* roots. This agrees with the report that the Al-induced decrease in cellulose synthesis was less severe in Al-tolerant than in Al-sensitive wheat cultivar. 

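Cellulose synthases sit in the plasma membrane and spin the microfibrils that give the wall its strength. CesA1 and CesA3 belong to the complex that builds the wall of growing cells. Of the cellulose synthases listed, 5 of 6 tested fell in *C. grandis*, while in *C. sinensis* 0 of 7 tested rose or fell. Adjusted p from limma was at most 0.05 there for 4 genes, all up, which lay under the fold limit. Because the list was drawn from these libraries, the 0 and 6 genes of *C. sinensis* and *C. grandis* that passed when adjusted over the list alone are not independent evidence. Of those 6 in *C. grandis*, 1 was higher. A cellulose synthase-like gene (Cs3g16380), of a family that makes other wall glucans, fell from 55.1 ± 0.019 to 16.9 ± 4.66 FPKM (SD, n = 2), a log2 fold change of -1.73 (standard error 0.28, adjusted p = 8.6e-06 from limma) in *C. grandis*. Its response differed between the species by -2.18 (standard error 0.25, adjusted p = 0.0017 from limma). CesA3 (Cs4g01990) and CesA1 (Cs2g04590), subunits of the same complex, had log2 fold changes of -1.37 (adjusted p = 0.0022) and -1.10 (adjusted p = 0.020) from limma in *C. grandis*. In *C. sinensis* they were -0.018 (adjusted p = 0.85) and -0.053 (adjusted p = 0.66) from limma. In the whole family described in the files, which the study did not choose, 6 of 15 tested fell (6 adjusted over the list alone) in *C. grandis*, and camera called it lower (adjusted p = 0.0039, adjusted p = 0.99 with an estimated correlation). That call by limma's camera was lost without control replicates 1 and 2 (adjusted p = 0.091 and 0.19). The number of the family lower in *C. grandis* was 2, 2 and 2 without control replicates 1 and 2 and +Al replicate 1, and that higher 1 without +Al replicate 1. Root hair and epidermis markers had a median log2 fold change of -1.12 in the same roots. The listed cellulose synthases lower in *C. grandis* numbered 2, 2, 2 and 3 without control replicates 1 and 2 and +Al replicates 1 and 2. Cs4g01990 was not called by limma in *C. grandis* without control replicates 1 and 2 and +Al replicate 1 (adjusted p = 0.34, 0.37 and 0.051) and Cs2g04590 in *C. grandis* without control replicates 1 and 2 and +Al replicates 1 and 2 (adjusted p = 0.62, 0.61, 0.086 and 0.053).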

The reduction in cellulose synthesis has been suggested to be the cause responsible for the rapid inhibition of root elongation under Al-stress (Teraoka et al., 2002). The Al-induced downregulation of *cellulose synthases* also agrees with our result that *callose synthase 5-like* was upregulated in +Al *C. grandis* roots, because the Al-induced inhibition of cellulose synthesis has been suggested to be in favor of callose synthesis (Teraoka et al., 2002).

The interaction of Al with cell wall pectin may cause the stiffening of cell walls, thus inhibiting root cell elongation (Tabuchi and Matsumoto, 2001). Pectinesterases (PEs) catalyze the deesterification and deacetylation of pectin, and potentially regulate the degradation of cell wall *via* modifing the accessibility of pectin to the action of cell wall degrading enzymes (Chandran et al., 2008). Thus, PEs may improve cell wall loosening, thereby compensating for the Al-induced cell wall stiffening. Here, we obtained 16 downregulated genes involved in pectin deesterification (Cs1g16550, Cs1g16560, Cs5g33450, Cs3g06900, Cs4g06650, Cs4g06630, Cs4g06670, Cs4g06690 and orange1.1t02719), degradation (Cs8g11330, orange1.1t01738 and Cs7g21940), biosynthesis (Cs2g01430, Cs5g33680 and Cs3g24380) and depolymerization (Cs2g10560) and three upregulated genes (Cs2g16380, Cs7g16400 and orange1.1t00214) involved in pectin biosynthesis from +Al *C. grandis* roots, but all the four DEGs (orange1.1t00214, orange1.1t01727, Cs3g06900 and Cs5g33420) related to pectin deesterification were upregulated in +Al *C. sinensis* roots. Thus, the elevated mRNA levels of four genes might contribute to the higher Al-tolerance of *C. sinensis*.

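Pectin binds Al through its free acid groups, and pectinesterases set how many of these are free. Pectin methylesterase inhibitors hold the enzymes back, and glycosyltransferases build the chains. Of the pectin genes listed, 3 of 19 tested rose and 13 fell in *C. grandis*, and 3 of 19 tested rose in *C. sinensis*. In *C. sinensis* 3 and in *C. grandis* 18 genes passed when adjusted over the list alone, and since the study selected them on these samples they are not independent evidence. The pectinesterase Cs1g16550, which removes methyl groups from pectin, fell from 398 ± 28.8 to 155 ± 31.3 FPKM (SD, n = 2), a log2 fold change of -1.38 (standard error 0.21, adjusted p = 2.5e-06 from limma) in *C. grandis*. In *C. sinensis* it had a log2 fold change of 0.54 (adjusted p = 0.0020) from limma, and the difference was -1.91 (standard error 0.20, adjusted p = 0.0012 from limma). A glycosyltransferase of the GT8 family (Cs3g24380), which takes part in pectin synthesis, fell from 61.9 ± 0.651 to 15.1 ± 2.31 FPKM (SD, n = 2), a log2 fold change of -2.04 (standard error 0.27, adjusted p = 2.3e-07 from limma) in *C. grandis* and differed from *C. sinensis* by -3.02 (standard error 0.19, adjusted p = 0.00020 from limma). An inhibitor of invertase or pectin methylesterase (Cs5g33420) rose from 22.6 ± 1.43 to 96.0 ± 5.48 FPKM (SD, n = 2), a log2 fold change of 2.08 (standard error 0.076, adjusted p = 0.00014 from limma) in *C. sinensis*. Another inhibitor of this kind (orange1.1t02719) had a log2 fold change of -1.20 (adjusted p = 9.8e-05) from limma in *C. grandis*. Over the pectinesterases described in the files, a list not chosen by the study, 2 of 18 tested rose and 7 fell (2 and 8 adjusted over the list alone) in *C. grandis* and 3 of 22 tested rose (3 adjusted over the list alone) in *C. sinensis*. Camera called this family lower in *C. grandis* (adjusted p = 0.011, adjusted p = 0.78 with an estimated correlation) and higher in *C. sinensis* (adjusted p = 0.00074, adjusted p = 0.46 with an estimated correlation). In *C. grandis* the call by limma's camera was lost without control replicates 1 and 2 (adjusted p = 0.071 and 0.20) or +Al replicate 2 (0.17) and with FPKM at least 5 (0.10). The family's number lower in *C. grandis* was 3, 2, 4 and 4 without control replicates 1 and 2 and +Al replicates 1 and 2, and its number higher 0, 0, 0 and 1 without control replicates 1 and 2 and +Al replicates 1 and 2. The median log2 fold change of root hair and epidermis markers was -1.12 in *C. grandis*. The listed pectin genes higher in *C. grandis* numbered 0, 0, 0 and 1 without control replicates 1 and 2 and +Al replicates 1 and 2 and those lower 5, 3 and 8 without control replicates 1 and 2 and +Al replicate 1. orange1.1t02719 lost its limma call in *C. grandis* without control replicate 2 (adjusted p = 0.10), while Cs3g24380 gained a call in *C. sinensis* without control replicate 1 (log2 fold change 1.01).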

The modifications of the cellulose-xyloglucan network (primary cell walls) are required for plant cell expansion (Yang J.L. et al., 2011). The modifications of primary cell walls are catalyzed by various enzymes, including xyloglucan endotransglucosylase/hydrolase (XTH) family protein. XTHs catalyze either endotransglycosylation of xyloglucan *via* xyloglucan endotransglucosylase (XET) activity and/or the hydrolysis of xyloglucan *via* xyloglucan endohydrolase (XEH) activity, thereby contributing to cell wall loosing (Chandran et al., 2008). Yang J.L. et al. (2011) showed that the Al-induced inhibition of XET activity was the key process causing the inhibition of root growth under Al-stress. 

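Xyloglucan ties cellulose microfibrils together, and XTHs (xyloglucan endotransglucosylases/hydrolases) cut and rejoin these ties so that the wall can stretch. Inhibitor proteins of the wall block endoglucanases that would degrade xyloglucan. Of the XTH genes in Table S9, 9 of 9 tested fell in *C. grandis*, while in *C. sinensis* 0 of 9 tested rose or fell. Adjusted p from limma was at most 0.05 there for 6 genes, 2 up and 4 down, which lay under the fold limit. These counts became 0 in *C. sinensis* and 9 in *C. grandis* when adjusted over the list alone, which the study drew from the same libraries, so they are not independent evidence. The XTH gene orange1.1t02385, described as xyloglucan endotransglycosylase 3, fell from 242 ± 13.8 to 109 ± 26.3 FPKM (SD, n = 2), a log2 fold change of -1.17 (standard error 0.22, adjusted p = 0.00011 from limma) in *C. grandis*. In *C. sinensis* its log2 fold change was 0.98 (adjusted p = 0.00046) from limma, and the difference between the species was -2.15 (standard error 0.23, adjusted p = 0.0012 from limma). The XTH genes Cs4g03130 and Cs4g03140, neighbours that may share reads, fell in *C. grandis* with -2.08 (adjusted p = 1.5e-07) and -2.23 (adjusted p = 1.7e-08) from limma. For Cs4g03200, another XTH that fell in *C. grandis* with -1.12 (adjusted p = 0.00097), the difference of -0.81 (standard error 0.27, adjusted p = 0.075 from limma) did not pass. Of the genes matched to XTHs by keyword, a list that misses some of those above, 6 of 11 tested fell (7 adjusted over the list alone) in *C. grandis*. Camera called them lower (adjusted p = 5.6e-06, adjusted p = 0.78 with an estimated correlation). Of the endoglucanase inhibitors, 3 of 3 tested fell in *C. grandis* and 1 of 3 tested rose in *C. sinensis* (3 and 1 adjusted over the list alone, not independent evidence). The inhibitor gene Cs9g06230 rose from 58.6 ± 4.53 to 129 ± 4.01 FPKM (SD, n = 2), a log2 fold change of 1.14 (standard error 0.071, adjusted p = 0.00038 from limma) in *C. sinensis* and had a log2 fold change of -1.55 (adjusted p = 2.6e-05) from limma in *C. grandis*. Markers of root hairs and the epidermis stood at a median log2 fold change of -1.12 in *C. grandis*. The listed XTH genes higher in *C. sinensis* numbered 1 and 1 without control replicate 1 and +Al replicate 1 and the listed XTH genes lower in *C. grandis* 5 without control replicate 1. orange1.1t02385 no longer passed in limma's test of *C. grandis* without control replicate 2 (adjusted p = 0.080) and without +Al replicate 2 (log2 fold change -0.93) and Cs4g03200 in *C. grandis* without control replicates 1 and 2 (adjusted p = 0.20 and 0.077) and without +Al replicate 1 (log2 fold change -0.82), while orange1.1t02385 passed in *C. sinensis* without control replicate 1 and +Al replicate 1 (log2 fold change 1.04 and 1.04). For Cs4g03200 limma called a difference between the species without *C. grandis* +Al replicates 1 and 2 (adjusted p = 0.033 and 0.0035).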

Here, we identified nine downregulated *XTH* (*XET*) and three downregulated genes encoding xyloglucanspecific endoglucanase inhibitor protein from +Al *C. grandis* roots, but only one upregulated *xyloglucan-specific endoglucanase inhibitor protein* from +Al *C. sinensis* roots, suggesting that the downregulation of *XTH* (*XET*) played a role in the Al-induced inhibition of *C. grandis* roots. This agrees with our data that Al-treatment only reduced *C. grandis* root DW (**Figure 1A**), and that *callose synthase 5-like* was upregulated only in +Al *C. grandis* roots because the Al-induced inhibition of XET activity and the deposition of callose in *Arabidopsis* roots was paralleled (Yang J.L. et al., 2011).

Expansins, which serve as wall-loosening proteins, play a role in plant growth and response to abiotic stresses (Cosgrove, 2015). 

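Expansins loosen the bonds between cellulose and xyloglucan without cutting them, and growing roots express many. Expansin-like B proteins are relatives whose activity is less known. Of the expansins in Table S9, 5 of 10 tested fell in *C. grandis*, and 3 of 11 tested rose and 5 fell in *C. sinensis*. Selection of the list on these samples means that the 8 (*C. sinensis*) and 6 (*C. grandis*) genes passing when adjusted over the list alone are not independent evidence. An expansin-like B1 gene (XLOC_004133) fell from 361 ± 25.9 to 118 ± 26.1 FPKM (SD, n = 2), a log2 fold change of -1.63 (standard error 0.15, adjusted p = 0.0011 from limma) in *C. sinensis* and fell from 345 ± 63.7 to 57.9 ± 39.4 FPKM (SD, n = 2), a log2 fold change of -2.75 (standard error 0.28, adjusted p = 7.3e-10 from limma) in *C. grandis*, with a difference of -1.12 (standard error 0.60, adjusted p = 0.24 from limma) that did not pass. Another copy (Cs5g07854) fell in *C. sinensis* with -1.16 (adjusted p = 0.00040) and had -0.73 (adjusted p = 0.052) in *C. grandis* from limma, a difference of 0.42 (standard error 0.29, adjusted p = 0.36 from limma) that did not pass. Alpha-expansin 1 (Cs5g26290), a loosening protein of growing cells, fell from 139 ± 2.50 to 63.0 ± 14.6 FPKM (SD, n = 2), a log2 fold change of -1.16 (standard error 0.24, adjusted p = 0.00036 from limma) in *C. grandis*. Its difference between the species, -0.60 (standard error 0.26, adjusted p = 0.16 from limma), did not pass. In the whole expansin family as described in the files, 5 of 16 tested fell (6 adjusted over the list alone) in *C. grandis* and 3 of 18 tested rose and 5 fell (3 and 5 adjusted over the list alone) in *C. sinensis*, and camera called it lower in *C. grandis* (adjusted p = 3.1e-05, adjusted p = 0.78 with an estimated correlation). Its number lower in *C. grandis* was 3 without control replicate 1. For the markers of root hairs and epidermis the median log2 fold change in *C. grandis* was -1.12. The listed expansins lower in *C. grandis* numbered 3 and 3 without control replicate 1 and +Al replicate 1. Cs5g26290 did not pass limma's test in *C. grandis* without control replicates 1 and 2 (adjusted p = 0.093 and 0.086) and without +Al replicate 1 (log2 fold change -0.92), while Cs5g07854 passed it in *C. grandis* without +Al replicate 2 (log2 fold change -1.07). XLOC_004133 gained a limma call of a difference between the species without *C. grandis* +Al replicate 2 (adjusted p = 0.0093). For Cs5g07854 limma called a difference between the species without *C. grandis* +Al replicate 1 (adjusted p = 0.010). Cs5g26290 gained a limma call of a difference between the species without *C. grandis* +Al replicate 2 (adjusted p = 0.030).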

As shown in Supplementary Table S9, we isolated five downregulated *expansins* from +Al *C. grandis* roots, but four upregulated and five downregulated *expansins* from +Al *C. sinensis* roots. Also, we isolated two downregulated *extensins* involved in root hair morphogenesis and elongation (Baumberger et al., 2001) from +Al *C. grandis* roots. Thus, the downregulation of *expansins* and *extensins* might play a role in the Al-induced inhibition of root growth and Al-sensitivity in *C. grandis* seedlings. However, recent work showed that an Al-inducible expansin gene, *OsEXPA10* was necessary for normal root growth, but its contribution to the high Al-tolerance of rice was small (Che et al., 2016).

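Extensins are glycoproteins that form a network in the wall, and leucine-rich repeat extensins shape root hairs. The extensin genes listed numbered 2 in the test, and 2 of 2 tested fell in *C. grandis* (2 adjusted over the list alone, not independent evidence). Leucine-rich repeat/extensin 2 (Cs4g01020), which guides the growth of root hairs, fell from 12.2 ± 0.031 to 5.61 ± 1.37 FPKM (SD, n = 2), a log2 fold change of -1.13 (standard error 0.33, adjusted p = 0.013 from limma) in *C. grandis*. The same gene in *C. sinensis* was 19.9 ± 0.197 FPKM in control and 35.1 ± 1.27 FPKM in +Al roots (SD, n = 2), and its log2 fold change of 0.82 (standard error 0.069, adjusted p = 0.00085 from limma) did not pass the test. The difference was -1.95 (standard error 0.26, adjusted p = 0.0030 from limma). The keyword list of root hair and epidermis markers had a median log2 fold change of -1.12 in *C. grandis*. The listed extensin genes lower in *C. grandis* numbered 1, 1 and 1 without control replicates 1 and 2 and +Al replicate 2. Cs4g01020 was not called by limma in *C. grandis* without control replicates 1 and 2 and +Al replicate 2 (adjusted p = 0.54, 0.59 and 0.075).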

Ascorbate oxidase (AO) has been suggested to increase cell elongation *via* producing monodehydroascorbate and dehydroascorbate (Pignocchi et al., 2003). Our results showed that *L-ascorbate oxidase homolog* was inhibited and induced in +Al *C. grandis* and *C. sinensis* roots, respectively, which agrees with our data that root growth inhibition only occurred in +Al *C. grandis* (**Figure 1A**).

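Ascorbate oxidase works in the apoplast, where it turns ascorbate into forms that loosen walls and speed cell elongation. The L-ascorbate oxidase homolog is Cs8g01960. In *C. sinensis* it rose from 62.0 ± 0.251 to 163 ± 5.41 FPKM (SD, n = 2), a log2 fold change of 1.39 (standard error 0.052, adjusted p = 0.00014 from limma). In *C. grandis* it fell from 17.6 ± 2.13 to 4.48 ± 0.804 FPKM (SD, n = 2), a log2 fold change of -1.96 (standard error 0.33, adjusted p = 1.5e-05 from limma). The responses thus ran in opposite directions, with a difference of -3.35 (standard error 0.23, adjusted p = 0.00031 from limma) as *C. grandis* minus *C. sinensis*. The paper relates this to its finding that only the roots of *C. grandis* grew less under Al. Cs8g01960 lost its limma call in *C. grandis* without control replicate 1 (adjusted p = 0.095).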

In addition to scavenging H_2_O_2_, PODs also produce H_2_O_2_ at the expense of NAD(P)H. The total activities of PODs increase when exposed to Al (Cakmak and Horst, 1991). The exact roles of the Al-induced increase in PODs-mediated H_2_O_2_ production in roots are unclear (Maron et al., 2008). PODs play a role in the oxidative cross-linking of cell wall compoments, thus increasing cell wall stiffening and decreasing cell wall extensibility, which has been associated with the Al-induced inhibiton of root growth (Ma et al., 2012). POD-mediated oxidative cross-linking, however, has been demonstrated to be a potential mechanism of Al-tolerance (Ma et al., 2004; Maron et al., 2008). Plants may use oxalate oxidase (OXO)- and/or POD-dependent production of H_2_O_2_ to restructure the cell walls and restrict Al entry *via* decreasing cell wall porosity (Delisle et al., 2001; Maron et al., 2008). Tamás et al. (2005) showed that the Al-induced cell death of barley-root border cells due to the increase in POD- and OXO-mediated production of H_2_O_2_ played a role in protecting root tips against Al-toxicity *via* chelating Al in the dead cells. Here, we identified five upregulated and four downregulated *PODs* from +Al *C. grandis* roots, but 11 upregulated *PODs* from +Al *C. sinensis* roots, indicating that PODs might be involved in the Al-tolerance of *C. sinensis*. Similarly, the expression levels of all genes encoding the germin-like proteins (GLPs), the H_2_O_2_ generating enzymes with OXO and superoxide dismutase (SOD) activities, were increased in +Al *C. sinensis* and *C. grandis* roots except for three and four downregulated *GLP 9-3* in +Al *C. sinensis* and *C. grandis* roots, respectively. 

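Class III peroxidases (PODs) use hydrogen peroxide to link wall polymers, which stiffens the wall, or make peroxide themselves. Of the PODs in Table S8, 5 of 13 tested rose and 4 fell in *C. grandis*, and 11 of 16 tested rose in *C. sinensis*. A list chosen by the study on these samples is not independent evidence, and adjusted over the list alone, 11 genes passed in *C. sinensis* and 9 in *C. grandis*. The POD gene Cs9g05130, of the secreted class, rose from 36.7 ± 1.47 to 93.7 ± 7.16 FPKM (SD, n = 2), a log2 fold change of 1.35 (standard error 0.075, adjusted p = 0.00028 from limma) in *C. sinensis* and had a log2 fold change of 1.24 (adjusted p = 0.0051) from limma in *C. grandis*, with a difference of -0.11 (standard error 0.52, adjusted p = 0.90 from limma) that did not pass. POD45-like (Cs4g03740), another secreted enzyme, rose from 37.3 ± 3.28 to 82.4 ± 2.77 FPKM (SD, n = 2), a log2 fold change of 1.14 (standard error 0.079, adjusted p = 0.00049 from limma) in *C. sinensis* and differed between the species by -1.21 (standard error 0.21, adjusted p = 0.0076 from limma). The peroxidase gene orange1.1t02033 rose from 38.6 ± 2.23 to 112.9 ± 24.4 FPKM (SD, n = 2), a log2 fold change of 1.53 (standard error 0.25, adjusted p = 1.0e-05 from limma) in *C. grandis*. The most abundant, secretory peroxidase (Cs2g03110), fell from 2242 ± 46.3 to 1073 ± 3.35 FPKM (SD, n = 2), a log2 fold change of -1.06 (standard error 0.15, adjusted p = 1.2e-06 from limma) in *C. grandis*, with a difference of -1.27 (standard error 0.11, adjusted p = 0.00064 from limma). The peroxidase family as matched by keyword was not chosen by the study and does not hold all the listed PODs. Of it 12 of 36 tested rose (12 adjusted over the list alone) in *C. sinensis*, and 6 of 32 tested rose and 3 fell (6 and 3 adjusted over the list alone) in *C. grandis*. Camera called it higher in *C. sinensis* (adjusted p = 0.0031, adjusted p = 0.46 with an estimated correlation). The family's number higher in *C. grandis* was 2 and 1 without control replicate 2 and +Al replicate 1, and its number lower 0, 1 and 1 without control replicates 1 and 2 and +Al replicate 2, while in *C. sinensis* its number lower was 1 without +Al replicate 2. From the PODs that rose the paper proposes a part for them in the Al tolerance of *C. sinensis*. The listed PODs higher in *C. grandis* numbered 3, 2, 1 and 3 without control replicates 1 and 2 and +Al replicates 1 and 2 and those lower 1, 2, 2 and 1 without the same libraries. Cs9g05130 no longer passed in limma's test of *C. grandis* without control replicate 2 and +Al replicates 1 and 2 (adjusted p = 0.52, 0.26 and 0.051). The limma call that the species differ in Cs4g03740 was lost without *C. sinensis* control replicate 2 (adjusted p = 0.057) or *C. sinensis* +Al replicate 1 (0.053).

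**Figure D8:**
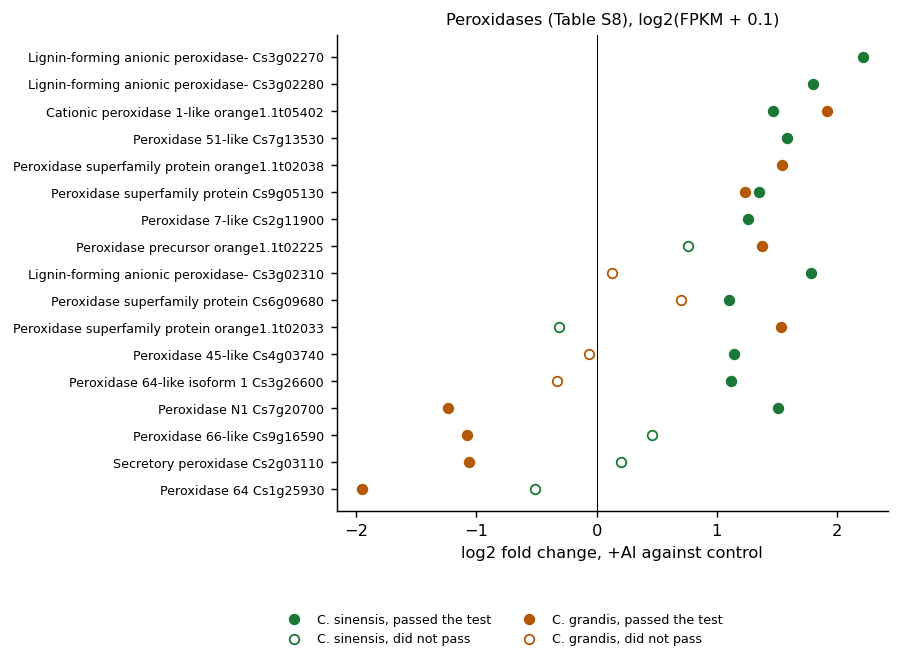
Log2 fold changes of the peroxidase genes of Table S8 in both species, sorted by their mean. Filled points passed the test, 11 of them higher in *C. sinensis*.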

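Germin-like proteins (GLPs) sit in the wall, and some release hydrogen peroxide from oxalate or superoxide. Of the GLPs in Table S8, 4 of 16 tested rose and 3 fell in *C. sinensis*, and 9 of 14 tested rose and 4 fell in *C. grandis*. Adjusted over the list alone, 8 genes passed in *C. sinensis* and 13 in *C. grandis*, which is not independent evidence because the study chose the list on these samples. A gene of GLP 9-3 (XLOC_020823), a germin-like subfamily with unknown substrate, fell most. It fell from 118 ± 2.96 to 3.44 ± 0.886 FPKM (SD, n = 2), a log2 fold change of -5.08 (standard error 0.17, adjusted p = 0.00011 from limma) in *C. sinensis* and fell from 413 ± 49.4 to 9.71 ± 3.72 FPKM (SD, n = 2), a log2 fold change of -5.45 (standard error 0.26, adjusted p = 4.0e-19 from limma) in *C. grandis*. A further gene described as GLP 9-3 (XLOC_021846) rose from 7.42 ± 1.73 to 18.4 ± 6.23 FPKM (SD, n = 2), a log2 fold change of 1.27 (standard error 0.27, adjusted p = 0.017 from limma) in *C. sinensis* and had a log2 fold change of -2.16 (adjusted p = 1.4e-07) from limma in *C. grandis*, a difference of -3.43 (standard error 0.39, adjusted p = 0.0016 from limma). Of the germin-like proteins of subfamily 1, whose members resemble oxalate oxidases, Cs5g25810 rose in *C. grandis* with 1.11 (adjusted p = 0.00030) and Cs5g14210 with 2.17 (adjusted p = 1.6e-07) from limma. In *C. sinensis* these had log2 fold changes of 0.82 (adjusted p = 0.00066) and 0.61 (adjusted p = 0.0067) that did not pass in limma. The GLPs higher in *C. sinensis* numbered 2 without +Al replicate 1 and the GLPs higher in *C. grandis* 4 and 4 without control replicate 2 and +Al replicate 2. XLOC_021846 did not pass limma's test in *C. sinensis* without control replicates 1 and 2 and +Al replicate 1 (adjusted p = 0.13, 0.073 and 0.091) and Cs5g25810 in *C. grandis* without control replicate 2 (adjusted p = 0.16).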

Maron et al. (2008) observed that the expression levels of *OXOs* were constitutively higher and were increased by Al only in Al-tolerant maize roots. Thus, GLPs might play a role in the higher Al-tolerance of *C. sinensis*.

Cytoskeleton has been demonstrated to be a target of Al-toxicity in plants. In the early response to Al, a close relationship between the root growth inhibition and the impairments of the integrity of cytoskeletal elements (microtubules and actin microfilaments) was observed, specifically in the distal part of the transition zone in the Al-sensitive maize (Sivaguru et al., 1999). Here, we isolated four downregulated (Cs5g03620, Cs8g03680, Cs4g12990, and Cs8g09980) and two upregulated (Cs8g09980 and Cs1g15130) genes related to cytoskeleton metabolism from +Al *C. grandis* roots, indicating that cytoskeleton might be impaired in roots, thereby inhibiting root growth. By contrast, we isolated 11 upregulated and one dowregulated cytoskeleton metabolism-related genes from +Al *C. sinensis* roots.

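Microtubules steer cellulose synthesis and hold the shape of growing root cells, while formins and actin direct vesicles to the wall. Of the cytoskeleton genes in Table S9, 1 of 10 tested rose and 3 fell in *C. grandis* (4 adjusted over the list alone, not independent evidence because the study chose the list on these samples). An alpha tubulin (Cs8g03680), a subunit of microtubules, fell from 275 ± 11.1 to 118 ± 16.1 FPKM (SD, n = 2), a log2 fold change of -1.23 (standard error 0.21, adjusted p = 3.1e-05 from limma), and beta-tubulin 10 (Cs5g03620), its partner, had a log2 fold change of -1.20 (adjusted p = 0.00092) from limma. Both responded differently from *C. sinensis*, with differences of -1.95 (adjusted p = 0.00060) and -2.05 (adjusted p = 0.0011) from limma. Formin-like protein 18 (Cs4g12990), which nucleates actin filaments, fell with -1.42 (adjusted p = 0.020), and a dynein light chain (Cs1g15130), a part of motor complexes, rose with 2.01 (adjusted p = 0.00041) from limma. The microtubule associated protein Cs8g09980 was below the FPKM limit in *C. grandis*, at 0.305 ± 0.0832 FPKM in control and 0.75 ± 0.0643 FPKM in +Al roots (SD, n = 2). The cytoskeleton genes higher in *C. grandis* numbered 0, 0 and 0 without control replicate 1 and +Al replicates 1 and 2 and those lower 1 and 1 without control replicates 1 and 2. Cs5g03620 was not called by limma in *C. grandis* without control replicates 1 and 2 (adjusted p = 0.097 and 0.25), Cs4g12990 in *C. grandis* without control replicates 1 and 2 and +Al replicates 1 and 2 (adjusted p = 0.36, 0.38, 0.076 and 0.062) and Cs1g15130 in *C. grandis* without control replicate 1 and +Al replicates 1 and 2 (adjusted p = 0.25, 0.076 and 0.10).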

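Kinesins are motors that move along microtubules and drive the division of root meristem cells. In *C. sinensis*, 5 of 16 tested rose and 1 fell of the cytoskeleton genes, and of the kinesins among them 4 of 8 tested rose. Adjusted over the list alone these were 8 and 6, which is not independent evidence since the study picked the genes from these samples. Kinesin-related protein 11-like (Cs8g08430), a motor of this family, rose from 7.25 ± 0.485 to 15.5 ± 1.39 FPKM (SD, n = 2), a log2 fold change of 1.08 (standard error 0.11, adjusted p = 0.0017 from limma) in *C. sinensis* and differed from *C. grandis* by -1.26 (standard error 0.34, adjusted p = 0.040 from limma). Cell division cycle protein 48 (Cs5g05840), which unfolds proteins for disposal, fell from 34.2 ± 0.366 to 14.2 ± 0.64 FPKM (SD, n = 2), a log2 fold change of -1.26 (standard error 0.075, adjusted p = 0.00032 from limma) in *C. sinensis*. Of the kinesins in *C. grandis*, 0 of 4 tested passed limma's test (0 at an unadjusted p of 0.05 or less). Over all the tubulins, actins and kinesins described in the files, which the study did not choose, 4 of 95 tested rose (4 adjusted over the list alone) in *C. sinensis*, and camera called them higher (adjusted p = 0.0017, adjusted p = 0.49 with an estimated correlation). That number was 2, 2, 0 and 1 without control replicates 1 and 2 and +Al replicates 1 and 2, and the number lower 1 without +Al replicate 2. The listed cytoskeleton genes higher in *C. sinensis* numbered 3, 2, 0 and 2 without control replicates 1 and 2 and +Al replicates 1 and 2 and the kinesins higher in *C. sinensis* 2, 2, 0 and 2 without the same libraries. Cs8g08430 lost its limma call in *C. sinensis* without +Al replicate 1 (log2 fold change 0.99). Cs8g08430 lost the limma call of a difference between the species without *C. sinensis* control replicates 1 and 2 (adjusted p = 0.16 and 0.14), *C. sinensis* +Al replicates 1 and 2 (0.16 and 0.12), *C. grandis* control replicate 1 (0.10) or *C. grandis* +Al replicate 2 (0.065).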

These results strongly suggested that Al-treatment impaired polysaccharide, cell wall and cytoskeleton metabolism in *C. grandis* roots, thus inhibiting root growth and lowering Al-tolerance.

### Genes Related to Carbohydrate and Energy Metabolsim

Energy shortage is a common phenomenon for stressed plants. A close relation exists between stress tolerance and energy availability (Baena-González and Sheen, 2008). 

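Glycolysis turns sugars into pyruvate and supplies the respiration of the root, and pyruvate dehydrogenase passes pyruvate on to the mitochondrion. Of the genes of aerobic glycolysis in Table S10, 1 of 11 tested rose and 6 fell in *C. grandis*, and 6 of 11 tested rose in *C. sinensis*. The study chose this list on the same samples, so the 6 genes in *C. sinensis* and 7 in *C. grandis* that passed when adjusted over the list alone are not independent evidence. In *C. sinensis* 6-phosphofructokinase 3 (Cs4g13070), which commits sugar to glycolysis, rose from 97.7 ± 3.60 to 214 ± 3.56 FPKM (SD, n = 2), a log2 fold change of 1.13 (standard error 0.052, adjusted p = 0.00019 from limma), against a log2 fold change of -0.17 (adjusted p = 0.75) from limma in *C. grandis*. Pyruvate decarboxylase (Cs6g08840), which opens the way to fermentation, rose from 117 ± 3.36 to 281 ± 17.5 FPKM (SD, n = 2), a log2 fold change of 1.26 (standard error 0.061, adjusted p = 0.00021 from limma) in *C. sinensis* and differed between the species by -1.88 (standard error 0.17, adjusted p = 0.00073 from limma). Phosphoglycerate mutase (Cs3g18540), which acts near the end of glycolysis, had log2 fold changes of 1.75 (adjusted p = 0.00045) in *C. sinensis* and 0.23 (adjusted p = 0.71) in *C. grandis* from limma. In *C. grandis* a fructose-bisphosphate aldolase (Cs2g13410), which splits the sugar, fell from 359 ± 0.934 to 174 ± 31.8 FPKM (SD, n = 2), a log2 fold change of -1.06 (standard error 0.20, adjusted p = 0.00017 from limma), and the beta subunit of pyruvate dehydrogenase (Cs2g03260) fell from 81.3 ± 2.85 to 26.5 ± 1.90 FPKM (SD, n = 2), a log2 fold change of -1.61 (standard error 0.26, adjusted p = 6.3e-06 from limma). The response differed for 9 of 11 genes of the list. From the directions it found the paper proposes that glycolysis was repressed in *C. grandis* and induced in *C. sinensis*. The genes of glycolysis higher in *C. sinensis* numbered 3 without control replicate 2 and the genes of glycolysis lower in *C. grandis* 2, 1 and 3 without control replicates 1 and 2 and +Al replicate 1. Cs2g13410 no longer passed in limma's test of *C. grandis* without control replicates 1 and 2 (adjusted p = 0.083 and 0.083) and without +Al replicate 1 (log2 fold change -0.87).

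**Figure D9:**
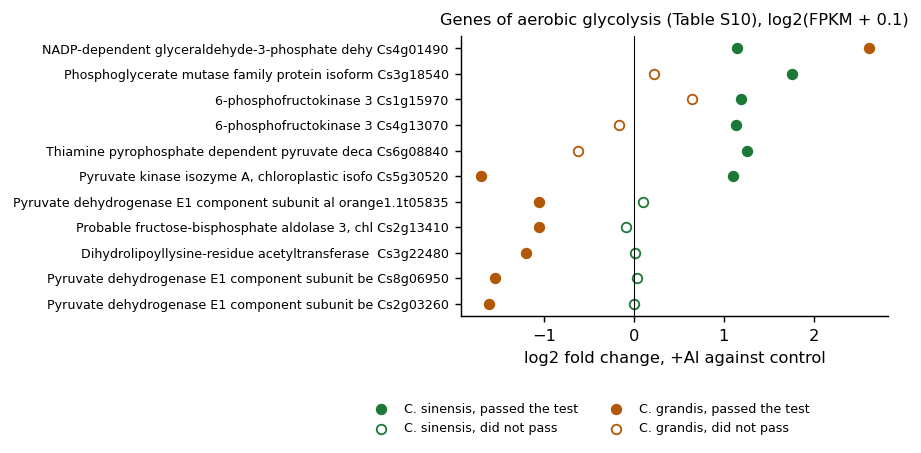
Log2 fold changes of the genes of aerobic glycolysis of Table S10 in both species, sorted by their mean. Filled points passed the test, 6 higher in *C. sinensis* and 6 lower in *C. grandis*.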

As shown in Supplementary Table S10, we isolated 6 downregulated (Cs2g03260, Cs8g06950, orange1.1t05835, Cs3g22480, Cs2g13410 and Cs5g30520) and two upregulated (Cs4g08150 and Cs4g01490) genes related to aerobic glycolysis from +Al *C. grandis* roots, but only six upregulated genes (Cs5g30520, Cs4g01490, Cs1g15970, Cs4g13070, Cs3g18540 and Cs6g08840) from +Al *C. sinensis* roots. Thus, glycolysis might be repressed in +Al *C. grandis* roots, but induced in +Al *C. sinensis* roots. Wang et al. (2014) found that the majority of the Al-responsive proteins related to glycolysis were upregulated in Al-tolerant rice cultivar. Thus, the higher glycolysis in +Al *C. sinensis* roots might contribute to the Al-tolerance of *C. sinensis* by keeping basic root respiration and meeting the increased requirement for engery (Wang et al., 2014). 

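Phosphoenolpyruvate carboxykinase draws oxaloacetate, made from malate and citrate, back toward sugar. The PEPCK [ATP]-like gene is Cs3g16700. It fell from 46.7 ± 4.18 to 22.1 ± 0.19 FPKM (SD, n = 2), a log2 fold change of -1.07 (standard error 0.083, adjusted p = 0.00065 from limma) in *C. sinensis*. In *C. grandis* Cs3g16700 was 107 ± 3.85 FPKM in control and 85.0 ± 17.1 FPKM in +Al roots (SD, n = 2), and its log2 fold change of -0.35 (standard error 0.23, adjusted p = 0.38 from limma) did not pass the test. The responses of the species differed by 0.72 (standard error 0.22, adjusted p = 0.060 from limma), which did not pass. Cs3g16700 did not pass limma's test in *C. sinensis* without control replicate 2 (log2 fold change -0.98). For Cs3g16700 limma called a difference between the species without *C. grandis* +Al replicates 1 and 2 (adjusted p = 0.0045 and 0.030).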

Interestingly, the mRNA level of phosphoenolpyruvate carboxykinase (PEPCK) [ATP]-like (a key regulatory enzyme in gluconeogenesis) gene was repressed in +Al *C. sinensis* roots. This agrees with the report that PEPCK was severely reduced in Al-stressed *Pseudomonas fluorescens* cells (Lemire et al., 2008). PEPCK plays a role in the catabolism of malate/citrate during fruit ripening (Baldicchi et al., 2015). Malate level was enhanced in the ripening fruits of *PEPCK*-RNAi tomato lines relative to the wild type (Huang et al., 2015). Thus, the down-regulation of *PEPCK [ATP]-like* might promote malate/citrate accumulation in +Al *C. sinensis* roots. By contrast, the expression of *NADP-malic enzyme 4* (*NADP-ME4*) was upregulated in +Al *C. sinensis* roots. 

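NADP-malic enzyme turns malate into pyruvate and yields NADPH, and in cells with excess pyruvate it helps balance pH. NADP-ME4 is encoded by Cs4g19200. Its expression in *C. sinensis* rose from 65.1 ± 0.844 to 158 ± 1.36 FPKM (SD, n = 2), a log2 fold change of 1.28 (standard error 0.049, adjusted p = 0.00014 from limma). In *C. grandis* the gene was 62.9 ± 3.37 FPKM in control and 57.1 ± 2.34 FPKM in +Al roots (SD, n = 2), and its log2 fold change of -0.14 (standard error 0.25, adjusted p = 0.79 from limma) did not pass the test. The difference between the responses, *C. grandis* minus *C. sinensis*, was -1.42 (standard error 0.15, adjusted p = 0.0012 from limma). The paper proposes that its rise, with the fall of PEPCK, raised malate and citrate in *C. sinensis* roots or in their secretion.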

Overexpression of an Al-induced ME gene (*SgME1*) from *Stylosanthes* increased malate synthesis and prevented yeast, *Arabidopsis* and bean hairy roots from Al-toxicity through increased root malate synthesis and/or accompanied root malate exudation (Sun et al., 2014). Thus, root levels or secretion of malate/citrate might be enhanced due to decreased expression of *PEPCK* and increased expression of *NADP-ME4*, hencing conferring Al-tolerance of *C. sinensis*. This agrees with our report that +Al *C. sinensis* seedlings had higher or similar root levels of malate, citrate and malate + citrate and increased root secretion of malate and citrate than +Al *C. grandis* ones (**Figure 3**; Yang L.T. et al., 2011), suggesting that *C. sinensis* roots might have a more efficient chelation system, thus protecting roots against Al-toxicity. In addition, the Al-induced alterations of other genes related to energy and carbohydrate metabolism differed between the two citrus species. For example, we isolated two upregulated *alcohol dehydrogenase* (*ADH*) and one downregulated *ADH class-3* (*ADH-3*) related to anaerobic glycolysis from +Al *C. sinensis* roots. This agrees with the reports that ADH activity was greatly increased in Al-treated wheat roots (Copeland and De Lima, 1992). 

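Alcohol dehydrogenase (ADH) ends the fermentation that keeps glycolysis going when respiration is limited, and ADH class-3 removes formaldehyde and nitrosoglutathione instead. Of the ADH genes listed, 2 of 3 tested rose and 1 fell in *C. sinensis*, and in *C. grandis* 0 of 3 tested passed limma's test (0 at an unadjusted p of 0.05 or less). With p adjusted over the list alone, 3 passed in *C. sinensis* and 0 in *C. grandis*, not independent evidence for a list picked from these samples. In *C. sinensis* the ADH gene Cs3g20800 rose from 28.3 ± 1.40 to 141 ± 6.12 FPKM (SD, n = 2), a log2 fold change of 2.31 (standard error 0.066, adjusted p = 9.1e-05 from limma), and its neighbour Cs3g20810, another ADH, had a log2 fold change of 1.83 (adjusted p = 0.00074) from limma. Their differences between the species were -2.82 (adjusted p = 0.00060) and -1.77 (adjusted p = 0.0040) from limma. ADH class-3 (orange1.1t04627) fell from 167 ± 22.5 to 71.1 ± 24.2 FPKM (SD, n = 2), a log2 fold change of -1.27 (standard error 0.23, adjusted p = 0.011 from limma) in *C. sinensis*, and its difference of 0.96 (standard error 0.38, adjusted p = 0.13 from limma) did not pass. The ADH genes lower in *C. sinensis* numbered 0, 0 and 0 without control replicates 1 and 2 and +Al replicate 1. orange1.1t04627 was not called by limma in *C. sinensis* without control replicates 1 and 2 (adjusted p = 0.073 and 0.11) and without +Al replicate 1 (log2 fold change -0.91).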

Study showed that STOP1 regulated multiple gene expression, thus protecting plants against H^+^ and Al toxicities. Genes involved in pH-regulating metabolism such as *ME, pyruvate decarbohylase (PDC)* and *ADH* [or *lactate dehydrogenase* (*LDH*)] were downregulated in *stop1* mutant (Sawaki et al., 2009). Thus, the Al-induced upregulation of *ADH*, *NADP-ME4* and *thiamine pyrophosphate dependent pyruvate decarboxylase family protein* might contribute to the Al-tolerance of *C. sinensis via* keeping the pH homeostasis of cells. In short, we obtained more upregulated (18) than downregulated (10) genes related to energy and carbohydrate metabolism from +Al *C. sinensis* roots, but more downregulated (19) than upregulated (9) genes from +Al *C. grandis* roots. 

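Roots under Al must pay for detoxification and repair with carbohydrate, so enzymes of storage, transport and respiration compete for it. Of all genes of energy and carbohydrate metabolism in Table S10, 17 of 47 tested rose and 7 fell in *C. sinensis*, and 8 of 47 tested rose and 16 fell in *C. grandis*. Because the list was drawn from these libraries, the 24 and 24 genes of *C. sinensis* and *C. grandis* that passed when adjusted over the list alone are not independent evidence. ADP-glucose pyrophosphorylase (Cs8g07230), which starts starch synthesis, rose from 178 ± 11.0 to 405 ± 46.6 FPKM (SD, n = 2), a log2 fold change of 1.18 (standard error 0.20, adjusted p = 2.2e-05 from limma) in *C. grandis* and had a log2 fold change of -0.58 (adjusted p = 0.0035) from limma in *C. sinensis*. Raffinose synthase (Cs4g05490), which makes a protective sugar, fell from 140.0 ± 3.98 to 52.5 ± 14.3 FPKM (SD, n = 2), a log2 fold change of -1.44 (standard error 0.24, adjusted p = 1.9e-05 from limma) in *C. grandis*, and differed between the species by -1.46 (standard error 0.24, adjusted p = 0.0068 from limma). ATP synthase subunit alpha (XLOC_022884), a part of the respiratory chain, was listed at 1918 and 484 FPKM in the +Al and 320.5 and 483 FPKM in the control replicates of *C. grandis*, a log2 fold change of 1.29 (standard error 0.29, adjusted p = 0.0013 from limma) that came from +Al replicate 1. The response differed for 33 of 48 genes, with *C. grandis* lower for 27. The genes of this table lower in *C. sinensis* numbered 2 and 4 without control replicate 2 and +Al replicate 2, the genes of this table higher in *C. grandis* 3, 4 and 3 without control replicates 1 and 2 and +Al replicate 2 and those lower 7, 5 and 10 without control replicates 1 and 2 and +Al replicate 1. XLOC_022884 lost its limma call in *C. grandis* without control replicate 1 and +Al replicate 1 (adjusted p = 0.090 and 0.49). In Cs4g05490 the species no longer differed by limma's test without *C. sinensis* control replicates 1 and 2 (adjusted p = 0.055 and 0.052). The 33 that differed became 14 and 16 without *C. sinensis* control replicates 1 and 2 and 19 and 16 without *C. sinensis* +Al replicates 1 and 2.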

The energy and carbohydrate metabolism displayed higher adaptive responses to Al in *C. sinensis* than in *C. grandis* roots (Jiang et al., 2015).

### Genes Related to Protein and Amino Acid Metabolism

We isolated 88 and 56 Al-responsive genes related to protein metabolism from *C. grandis* and *C. sinenis* roots, respectively (Supplementary Table S11), which might be related to the higher Al-tolerance of *C. sinensis*. This disagrees with our reports that more Al-responsive proteins related to protein metabolism were identified in *C. sineneis* than in *C. grandis* roots (Jiang et al., 2015). Most of these genes were involved in protein degradation, followed by protein ubiquitination-related genes, heat shock protein (HSP)/chaperone genes and protein biosynthesis-related genes. However, our previous study showed that over 50% of Al-responsive genes related to protein metabolism were involved in protein biosynthesis in *C. sinensis* and *C. grandis* roots. 

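Proteins damaged by Al and by reactive oxygen have to be refolded or taken apart, by chaperones, proteases and the ubiquitin system. Of the protein metabolism genes in Table S11, 26 of 106 tested rose and 47 fell in *C. grandis*, and 19 of 107 tested rose and 29 fell in *C. sinensis*. In *C. sinensis* 52 and in *C. grandis* 80 genes passed when adjusted over the list alone, and since the study selected them on these samples they are not independent evidence. Of the heat shock proteins and chaperones among them, 2 of 12 tested rose and 1 fell in *C. sinensis* and 6 of 12 tested rose and 2 fell in *C. grandis* (3 and 9 adjusted over the list alone, likewise not independent). A trypsin inhibitor (Cs9g08680), which protects proteins from digestion, fell from 391 ± 23.7 to 75.3 ± 9.53 FPKM (SD, n = 2), a log2 fold change of -2.38 (standard error 0.097, adjusted p = 0.00015 from limma) in *C. sinensis* and fell from 5484 ± 1197 to 1056 ± 497 FPKM (SD, n = 2), a log2 fold change of -2.44 (standard error 0.19, adjusted p = 6.0e-13 from limma) in *C. grandis*. Senescence-associated gene 12 (Cs2g15480), a cysteine protease of dying cells, fell in both, with -1.56 (adjusted p = 0.00036) and -4.64 (adjusted p = 1.2e-15) from limma in *C. sinensis* and *C. grandis*, a difference of -3.08 (standard error 0.54, adjusted p = 0.0081 from limma). The difference was small for Cs9g08680, -0.066 (standard error 0.42, adjusted p = 0.93 from limma), and did not pass. The protein metabolism genes higher in *C. sinensis* numbered 12 without control replicate 2, the heat shock proteins higher in *C. sinensis* 1, 1 and 1 without control replicates 1 and 2 and +Al replicate 2, those lower 0 without +Al replicate 2, the protein metabolism genes higher in *C. grandis* 13, 10, 15 and 10 without control replicates 1 and 2 and +Al replicates 1 and 2, the heat shock proteins higher in *C. grandis* 2, 1, 1 and 1 without the same libraries and those lower 0, 0, 1 and 1 without the same libraries. Cs2g15480 lost the limma call of a difference between the species without *C. sinensis* control replicates 1 and 2 (adjusted p = 0.063 and 0.058) or *C. sinensis* +Al replicates 1 and 2 (0.051 and 0.060).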

The differences between the Al-responsive proteins obtained by iTRAQ (Jiang et al., 2015) and the DEGs revealed by RNA-Seq might be due to PTMs.

Protein degradation can not only supply respiratory substrates for stressed plants, but also trigger adaptive responses to stressed conditions by nutrient recycling (Araújo et al., 2011). Proteases (also called peptidases and proteinases) play crucial roles in the selective degradation of specific proteins and the strict control of protein quality in plants when exposed to stressed conditions. The ubiquitin proteosome pathway may degradate futile and inactive proteins in a more specific manner relative to proteases (Kumari et al., 2008). Here, we identified 45 downregulated and 26 upregulated, and 28 downregulated and 18 upregulated genes related to protein degradation in +Al *C. grandis* and *C. sinensis* roots, respectively. 

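Proteases break proteins down in the vacuole and the apoplast, while ubiquitin ligases mark single proteins for the proteasome. Of the genes of protein degradation in Table S11, 18 of 86 tested rose and 42 fell in *C. grandis*, and 16 of 85 tested rose and 25 fell in *C. sinensis*. These counts became 44 in *C. sinensis* and 66 in *C. grandis* when adjusted over the list alone, which the study drew from the same libraries, so they are not independent evidence. Proteases and their inhibitors made up most of the falls, with 36 of 60 lower in *C. grandis* and 20 of 56 in *C. sinensis*. Of the ubiquitin pathway genes, 9 of 26 tested rose and 6 fell in *C. grandis* and 4 of 29 tested rose and 5 fell in *C. sinensis*. Counts adjusted over the list alone were 34 and 49 proteases and inhibitors and 10 and 17 ubiquitin genes in *C. sinensis* and *C. grandis* in turn, and are not independent evidence because the study picked the genes from these libraries. A subtilisin-like protease (Cs8g06080), secreted to the apoplast, fell from 521 ± 51.4 to 132 ± 50.8 FPKM (SD, n = 2), a log2 fold change of -2.03 (standard error 0.22, adjusted p = 2.7e-09 from limma) in *C. grandis* and had a log2 fold change of -1.36 (adjusted p = 0.00021) from limma in *C. sinensis*. A protease inhibitor of the lipid transfer protein family (Cs6g11570), which coats the cell surface, fell from 857 ± 160.5 to 256 ± 15.2 FPKM (SD, n = 2), a log2 fold change of -1.73 (standard error 0.19, adjusted p = 2.9e-09 from limma) in *C. grandis* and differed between the species by -1.72 (standard error 0.18, adjusted p = 0.0013 from limma). Plant U-box 23 (Cs6g13640), a ubiquitin ligase that dampens stress responses, fell from 76.6 ± 7.08 to 8.00 ± 0.569 FPKM (SD, n = 2), a log2 fold change of -3.24 (standard error 0.28, adjusted p = 6.9e-12 from limma) in *C. grandis*, against a log2 fold change of 0.19 (adjusted p = 0.035) from limma in *C. sinensis*. A polyubiquitin gene (orange1.1t05568), the source of the tag itself, was listed at 0 in both control replicates of *C. sinensis* and 30.1 and 16.0 FPKM in +Al replicates 1 and 2. The genes of protein degradation higher in *C. sinensis* numbered 10 without control replicate 2, the ubiquitin genes higher in *C. sinensis* 2, 2 and 1 without control replicate 2 and +Al replicates 1 and 2, those lower 3 and 3 without control replicates 1 and 2, the genes of protein degradation higher in *C. grandis* 10, 8 and 8 without control replicates 1 and 2 and +Al replicate 2, the ubiquitin genes higher in *C. grandis* 2, 1, 3 and 1 without control replicates 1 and 2 and +Al replicates 1 and 2 and those lower 3 without control replicate 1.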

The more downregulation of protein degradation-related genes might be responsible for the less Al-tolerance of *C. grandis*.

Amino acids play important roles in plant responses to different stresses. 

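Amino acids feed both protein synthesis and defence compounds, since phenylalanine leads to lignin and flavonoids and asparagine stores nitrogen. Of the genes of amino acid metabolism in Table S11, 8 of 30 tested rose and 4 fell in *C. sinensis*, and 4 of 29 tested rose and 19 fell in *C. grandis*. The response differed between the species for 15 of 31 genes by limma, and *C. grandis* was lower for 14 of them. A list chosen by the study on these samples is not independent evidence, and adjusted over the list alone, 12 genes passed in *C. sinensis* and 24 in *C. grandis*. Asparagine synthetase (Cs8g20410), which stores nitrogen as asparagine, fell from 2949 ± 52.9 to 1343 ± 207 FPKM (SD, n = 2), a log2 fold change of -1.14 (standard error 0.15, adjusted p = 2.3e-07 from limma) in *C. grandis*, and the difference from *C. sinensis*, -0.27 (standard error 0.16, adjusted p = 0.29 from limma), did not pass. Arogenate/prephenate dehydratase (Cs3g07770), which completes phenylalanine, fell from 399 ± 24.3 to 98.0 ± 8.53 FPKM (SD, n = 2), a log2 fold change of -2.02 (standard error 0.21, adjusted p = 7.9e-10 from limma) in *C. grandis* and differed from *C. sinensis* by -2.88 (standard error 0.15, adjusted p = 0.00010 from limma). Phenylalanine ammonia lyase (Cs6g11950), the gate to lignin and flavonoids, rose from 88.5 ± 1.38 to 226 ± 7.16 FPKM (SD, n = 2), a log2 fold change of 1.35 (standard error 0.051, adjusted p = 0.00014 from limma) in *C. sinensis*. In *C. grandis* its +Al replicates lay far apart, at 43.5 and 7.23 FPKM, with a log2 fold change of -1.72 (adjusted p = 0.0016) from limma. Tyrosine decarboxylase (Cs3g22910), which turns tyrosine into tyramine, rose in *C. sinensis* with 2.02 (adjusted p = 9.1e-05) and fell in *C. grandis* with -2.40 (adjusted p = 4.2e-05) from limma. The genes of amino acid metabolism higher in *C. grandis* numbered 2, 1, 2 and 1 without control replicates 1 and 2 and +Al replicates 1 and 2 and those lower 8 and 11 without control replicates 1 and 2. Cs8g20410 no longer passed in limma's test of *C. grandis* without +Al replicate 1 (log2 fold change -0.99) and Cs6g11950 in *C. grandis* without +Al replicate 2 (adjusted p = 0.11). For Cs8g20410 limma called a difference between the species without *C. grandis* +Al replicate 2 (adjusted p = 0.026). Leaving out libraries moved these 15 differing genes to 6 and 7 without *C. sinensis* control replicates 1 and 2, 6 and 6 without *C. sinensis* +Al replicates 1 and 2, 8 without *C. grandis* control replicate 1 and 24 without *C. grandis* +Al replicate 2.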

Here, we isolated eight upregulated and four downregulated, and 21 downregulated and four upregulated amino acid metabolism-related genes from +Al *C. sinensis* and *C. grandis* roots, respectively (Supplementary Table S11), demonstrating that amino acid metabolism might be involved in the higher Al-tolerance of *C. sinensis*.

### Genes Related to Lipid Metabolism

The Al-induced alterations of the total and the relative abundance of lipids (particularly phospholipids) as well as the fatty acid composition and the degree of fatty acid unsaturation differed between Al-tolerant and Al-sensitive cultivars (Peixoto et al., 1999; Huynh et al., 2012). Huynh et al. (2012) reported that phospholipids and MGDG in roots decreased in Al-sensitive rice cultivars when exposed to Al, while the amount of lipid classes kept stable in Al-tolerant ones. Here, we isolated 39 downregulated and 19 upregulated, and 12 downregulated and 28 upregulated genes related to metabolisms of lipids and fatty acids from +Al *C. grandis and C. sinensis* roots, respectively (Supplementary Table S12), demonstrating that lipid metabolism was less affected by Al in *C. sinensis* roots, and that lipid metabolism might be upregulated and downregulated in +Al *C. sinensis* and *C. grandis* roots, respectively. This might be involved in the Al-tolerance of *C. sinensis*.

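Lipids make up the plasma membrane that Al binds and also yield jasmonate, cutin and suberin. Among the lipid and fatty acid genes of Table S12, 16 of 76 tested rose and 37 fell in *C. grandis*, and 24 of 77 tested rose and 11 fell in *C. sinensis*. Adjusted over the list alone, 36 genes passed in *C. sinensis* and 56 in *C. grandis*, which is not independent evidence because the study chose the list on these samples. The response differed between the species for 47 of 82 genes by limma, *C. grandis* being lower for 37 and higher for 10. The median difference was -1.62 on the log2 scale. From its own counts the paper concludes that Al affected lipid metabolism less in *C. sinensis*, and proposes a rise of this metabolism there and a fall in *C. grandis*. The genes of lipid metabolism higher in *C. grandis* numbered 5, 5, 10 and 7 without control replicates 1 and 2 and +Al replicates 1 and 2. Of these 47 differences, the count became 24 and 24 without *C. sinensis* control replicates 1 and 2 and 30 and 29 without *C. sinensis* +Al replicates 1 and 2.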

All the four DEGs related to jasmonic acid (JA) biosynthesis were upregulated in +Al *C. sinensis* roots, but only two upregulated lipoxygenase (LOX) and two downregulated [*LOX3* and *allene oxide synthase* (AOS)] genes were isolated from +Al *C. grandis* roots (Supplementary Table S12). This agrees with the report that both JA biosynthesis and level might be elevated in +Al *C. sinensis* roots (Jiang et al., 2015). 

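Jasmonic acid is made from linolenic acid by lipoxygenases and allene oxide synthase in the plastid and by reductases and ligases in the peroxisome. It restrains root growth and turns on defence. Of the JA biosynthesis genes in Table S12, 4 of 8 tested rose in *C. sinensis*, and 1 of 7 tested rose and 2 fell in *C. grandis*. The study chose this list on the same samples, so the 4 genes in *C. sinensis* and 4 in *C. grandis* that passed when adjusted over the list alone are not independent evidence. In *C. sinensis* the CoA ligase OPCL1 (Cs3g27010), a late enzyme of the pathway, rose from 59.2 ± 1.68 to 147 ± 0.385 FPKM (SD, n = 2), a log2 fold change of 1.31 (standard error 0.052, adjusted p = 0.00014 from limma), and 12-oxophytodienoate reductase 2 (Cs5g17920), which acts just before it, had a log2 fold change of 1.30 (adjusted p = 0.0019) from limma. In *C. grandis* allene oxide synthase (Cs3g24230), the enzyme that commits lipid to jasmonate, fell from 269 ± 15.1 to 82.3 ± 14.5 FPKM (SD, n = 2), a log2 fold change of -1.72 (standard error 0.22, adjusted p = 1.1e-07 from limma). Lipoxygenase 3 (Cs1g17380), which starts the pathway, fell from 144 ± 13.8 to 29.1 ± 13.2 FPKM (SD, n = 2), a log2 fold change of -2.38 (standard error 0.27, adjusted p = 6.3e-09 from limma) in *C. grandis*. The differences between the species were -1.87 (adjusted p = 0.00085) for the ligase and -2.33 (adjusted p = 0.00052) for allene oxide synthase from limma. From its own list and earlier reports the paper proposes that jasmonate metabolism rose in *C. sinensis* and added to its tolerance. The genes of JA biosynthesis higher in *C. grandis* numbered 0, 0 and 0 without control replicates 1 and 2 and +Al replicate 2.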

Peixoto et al. (2001) reported that both LOX activity and Al-induced increase in LOX activity were greater in Al-tolerant than in Al-sensitive sorghum cultivar. Therefore, JA metabolism might be upregulated in +Al *C. sinensis* roots, thereby contributing to the higher Al-tolerance of *C. sinensis*.

GDSL esterases/lipases play key role in plant abiotic stresses. Overexpression of *LTL1* encoding a GDSL-motif lipase conferred the tolerance of salt and other environmental stresses in transgenic yeast and *Arabidopsis* plants (Jiang et al., 2012; Naranjo et al., 2006). Here, we identified four upregulated and two downregulated, and four downregulated *GDSL lipases* in +Al *C. sinensis* and *C. grandis* roots, respectively, demonstrating the possible involvement of *GDSL lipases* in citrus Al-tolerance.

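GDSL lipases release fatty acids and build the cutin and suberin that seal plant surfaces. Of the GDSL lipases in Table S12, 4 of 7 tested rose and 2 fell in *C. sinensis*, and 4 of 6 tested fell in *C. grandis*. With p adjusted over the list alone, 6 passed in *C. sinensis* and 4 in *C. grandis*, not independent evidence for a list picked from these samples. The GDSL esterase/lipase Cs8g01950, named after an Arabidopsis relative, fell from 31.6 ± 2.57 to 6.38 ± 0.962 FPKM (SD, n = 2), a log2 fold change of -2.29 (standard error 0.13, adjusted p = 0.00030 from limma) in *C. sinensis* and fell from 80.0 ± 11.8 to 11.6 ± 0.104 FPKM (SD, n = 2), a log2 fold change of -2.76 (standard error 0.27, adjusted p = 2.4e-10 from limma) in *C. grandis*. Its difference of -0.47 (standard error 0.24, adjusted p = 0.23 from limma) did not pass. GDSL esterase/lipase 5 (Cs4g06810), another member, fell in both species with -2.07 (adjusted p = 0.00059) and -2.27 (adjusted p = 2.5e-08) from limma. The response differed between the species for 2 of 8 members, in each of them with *C. grandis* lower. The GDSL lipases higher in *C. sinensis* numbered 1, 2, 1 and 2 without control replicates 1 and 2 and +Al replicates 1 and 2. The 2 that differed became 0 and 1 without *C. sinensis* control replicates 1 and 2, 1 and 1 without *C. sinensis* +Al replicates 1 and 2 and 1 without *C. grandis* control replicate 1.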

We isolated 11 downregulated genes (Cs4g04540, Cs6g22090, orange1.1t02015, Cs2g06240, Cs3g15530, Cs3g20840, Cs4g17260, Cs5g01990, Cs6g08600, orange1.1t02024 and Cs4g06470) from +Al *C. grandis* roots, and four upregulated (Cs3g20840, orange1.1t00556, Cs8g20310 and Cs4g06430) and one downregulated (Cs4g06470) genes involved in fatty acid biosynthesis from +Al *C. sinensis* roots (Supplementary Table S12). Thus, fatty acid biosynthesis might be downregulated and upregulated in +Al *C. grandis* and *C. sinensis* roots, respectively. This agrees with the report that the levels of linolenic and palmitic acids, which comprised together about 65–71% of total fatty acids in the root plasma membrane fraction, increased in the Al-tolerant sorghum cultivar roots but decreased in the Al-sensitive ones (Peixoto et al., 2001).

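Fatty acids are built in the plastid on acyl carrier protein, desaturated there and in the endoplasmic reticulum, and lengthened for waxes and suberin. Of the genes of fatty acid biosynthesis in Table S12, 10 of 13 tested fell in *C. grandis*, and 3 of 13 tested rose and 1 fell in *C. sinensis*. Because the list was drawn from these libraries, the 4 and 11 genes of *C. sinensis* and *C. grandis* that passed when adjusted over the list alone are not independent evidence. The response differed for all 13 genes by limma, each lower in *C. grandis*, with a median difference of -1.87 on the log2 scale. An omega-3 fatty acid desaturase (Cs6g08600), which makes linolenic acid, fell from 125 ± 23.8 to 30.0 ± 7.60 FPKM (SD, n = 2), a log2 fold change of -2.07 (standard error 0.26, adjusted p = 4.9e-08 from limma) in *C. grandis* and differed by -2.48 (standard error 0.27, adjusted p = 0.0014 from limma). Stearoyl-ACP desaturase (Cs3g20840), which makes the initial double bond, rose from 21.1 ± 1.60 to 101.2 ± 0.809 FPKM (SD, n = 2), a log2 fold change of 2.26 (standard error 0.073, adjusted p = 0.00010 from limma) in *C. sinensis* and fell in *C. grandis* with -1.52 (adjusted p = 0.0055) from limma. Acyl carrier protein 1 (Cs4g06470), which holds the growing chain, fell from 42.6 ± 0.963 to 6.75 ± 1.61 FPKM (SD, n = 2), a log2 fold change of -2.66 (standard error 0.17, adjusted p = 0.00038 from limma) in *C. sinensis* and fell from 107 ± 8.68 to 5.32 ± 0.382 FPKM (SD, n = 2), a log2 fold change of -4.30 (standard error 0.28, adjusted p = 3.0e-15 from limma) in *C. grandis*. A 3-ketoacyl-CoA synthase (Cs4g17260), which lengthens chains for suberin, had a log2 fold change of -2.31 (adjusted p = 5.0e-08) in *C. grandis* and 0.98 (adjusted p = 0.00031) in *C. sinensis* from limma. A group of fatty acid and suberin genes matched by keyword was not chosen by the study and misses some of those listed. Of this group 8 of 26 tested fell (8 adjusted over the list alone) in *C. grandis*, and 3 of 27 tested rose and 3 fell (3 and 3 adjusted over the list alone) in *C. sinensis*. Camera called this group lower in *C. grandis* (adjusted p = 0.00010, adjusted p = 0.78 with an estimated correlation). In this keyword group the call by limma's camera was lost without the filter on low values (adjusted p = 0.24). From the directions it found the paper proposes that fatty acid biosynthesis fell in *C. grandis* and rose in *C. sinensis*. The genes of fatty acid biosynthesis lower in *C. grandis* numbered 5 and 5 without control replicates 1 and 2. Cs3g20840 did not pass limma's test in *C. grandis* without control replicates 1 and 2 and +Al replicate 2 (adjusted p = 0.28, 0.33 and 0.11), while Cs4g17260 passed it in *C. sinensis* without control replicate 1 (log2 fold change 1.01). Leaving out libraries moved these 13 differing genes to 7 and 6 without *C. sinensis* control replicates 1 and 2 and 7 without *C. sinensis* +Al replicate 2.

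**Figure D10:**
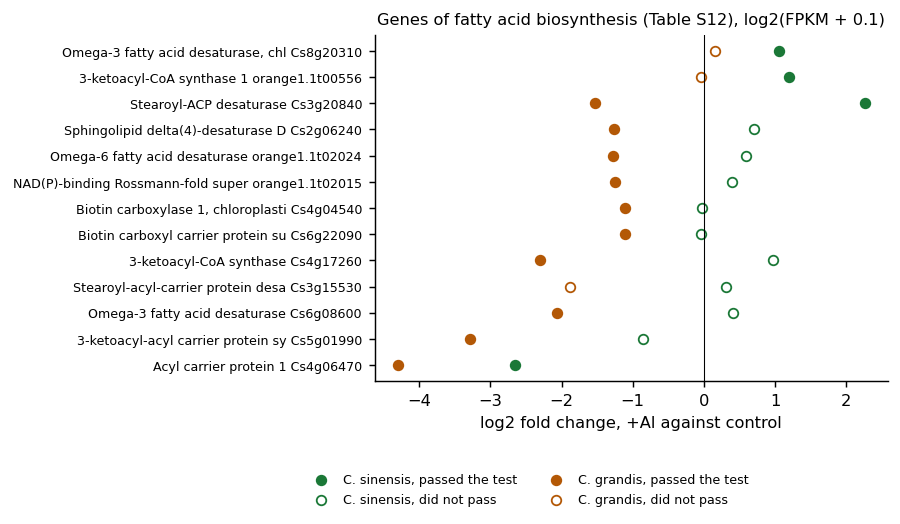
Log2 fold changes of the genes of fatty acid biosynthesis of Table S12 in both species, sorted by their mean. In every gene the point of *C. grandis* lies to the left of that of *C. sinensis*.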

Zhang et al. (2016) demonstrated that overexpression of *OsMGD* conferred Al-tolerance in transgenic tobacco plants *via* the regulation of galactolipid biosynthesis. However, the different Al-tolerance between the two citrus species could not be explained in this way because the Al-induced upregulation of *MGD2* was greater in *C. grandis* than in *C. sinensis* roots.

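Monogalactosyldiacylglycerol synthases make galactolipids, and the MGD2 type lets roots replace phospholipids when phosphate is short. Expression of the MGD2 gene Cs4g05250 in *C. sinensis* rose from 5.48 ± 0.142 to 13.8 ± 1.08 FPKM (SD, n = 2), a log2 fold change of 1.31 (standard error 0.11, adjusted p = 0.00086 from limma). In *C. grandis* Cs4g05250 rose from 2.31 ± 0.0732 to 35.5 ± 7.84 FPKM (SD, n = 2), a log2 fold change of 3.86 (standard error 0.32, adjusted p = 3.6e-12 from limma). The rise was larger in *C. grandis*, by 2.55 (standard error 0.28, adjusted p = 0.0014 from limma). A further MGD2 gene (Cs7g06070) was at 5.48 and 11.2 FPKM in +Al *C. grandis* roots, at 0.165 FPKM and listed at 0 in the control replicates, and below the FPKM limit in *C. sinensis*. From the larger rise in *C. grandis* the paper reasons that MGD2 does not account for the difference in tolerance.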

### Genes Related to Signal Transduction

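Receptors, kinases, calcium sensors and hormones carry the news of Al from the wall to the nucleus. Of the signal transduction genes in Table S13, 34 of 197 tested rose and 85 fell in *C. grandis*, and 39 of 189 tested rose and 29 fell in *C. sinensis*. In *C. sinensis* 72 and in *C. grandis* 137 genes passed when adjusted over the list alone, and since the study selected them on these samples they are not independent evidence. A calcium-binding EF-hand protein (orange1.1t00071), which senses calcium signals, fell from 452 ± 42.5 to 205 ± 32.9 FPKM (SD, n = 2), a log2 fold change of -1.15 (standard error 0.20, adjusted p = 3.4e-05 from limma) in *C. grandis* and differed from *C. sinensis* by -1.36 (standard error 0.18, adjusted p = 0.0031 from limma). CBL-interacting protein kinase 22 (Cs6g09730), which relays calcium signals to ion channels, rose from 94.5 ± 2.41 to 201 ± 1.70 FPKM (SD, n = 2), a log2 fold change of 1.09 (standard error 0.049, adjusted p = 0.00018 from limma) in *C. sinensis* and had a log2 fold change of 1.40 (adjusted p = 6.7e-06) from limma in *C. grandis*. Its difference between the species, 0.30 (standard error 0.22, adjusted p = 0.37 from limma), did not pass. The response differed for 111 of 210 genes, with *C. grandis* lower for 83. The signal transduction genes higher in *C. sinensis* numbered 25 without control replicate 1, the signal transduction genes higher in *C. grandis* 16, 15 and 11 without control replicates 1 and 2 and +Al replicate 2 and those lower 47 and 55 without control replicates 1 and 2. orange1.1t00071 was not called by limma in *C. grandis* without control replicate 1 (adjusted p = 0.081) and without +Al replicate 1 (log2 fold change -0.98). Cs6g09730 gained a limma call of a difference between the species without *C. grandis* +Al replicate 1 (adjusted p = 0.0057). Of these 111 differences, the count became 46 and 43 without *C. sinensis* control replicates 1 and 2, 53 and 50 without *C. sinensis* +Al replicates 1 and 2 and 67 and 70 without *C. grandis* control replicates 1 and 2.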

As shown in Supplementary Table S13, 104 downregulated and 70 upregulated, and 55 downregulated and 43 upregulated genes related to signal transduction were isolated from +Al *C. grandis* and *C. sinensis* roots, respectively. Over two-thirds of these DEGs belonged to protein kinases, followed by DEGs in Ca/calmodulim- and hormone-medicated signal transduction, and protein dephosphorylation. For the optimal regulation, a proper balance must be struck between protein kinases and phosphatase in any given plant cell. Jiang et al. (2015) demonstrated that Al-tolerant *C. sinensis* roots could keep a better balance between phosphorylation and dephosphorylation than *C. grandis* roots when exposed to Al. 

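Protein kinases add phosphate groups to other proteins and phosphatases remove them, and the balance sets how long a signal lasts. Of the phosphorylation genes listed, 22 of 135 tested rose and 60 fell in *C. grandis*, and 18 of 125 tested rose and 20 fell in *C. sinensis*. Of the dephosphorylation genes, 3 of 11 tested rose and 5 fell in *C. grandis*, and 2 of 11 tested rose and 2 fell in *C. sinensis*. The study chose these lists on the same samples, so they are not independent evidence, and adjusted over the list alone 42 and 96 phosphorylation genes and 4 and 8 dephosphorylation genes passed in *C. sinensis* and *C. grandis* in turn. Mitogen-activated protein kinase 1 (Cs8g17360), a hub of stress signalling, fell from 249.8 ± 28.1 to 84.2 ± 18.7 FPKM (SD, n = 2), a log2 fold change of -1.58 (standard error 0.23, adjusted p = 8.5e-07 from limma) in *C. grandis* and differed from *C. sinensis* by -1.73 (standard error 0.22, adjusted p = 0.0026 from limma). A mitogen-activated protein kinase kinase kinase (Cs1g22540), which acts at the start of such cascades, fell from 118 ± 4.36 to 17.9 ± 6.50 FPKM (SD, n = 2), a log2 fold change of -2.75 (standard error 0.27, adjusted p = 2.2e-10 from limma) in *C. grandis*. A lectin-domain receptor kinase (Cs7g05270), which watches the wall, fell in both species, with -2.37 (adjusted p = 9.1e-05) in *C. sinensis* and -4.15 (adjusted p = 1.6e-13) in *C. grandis* from limma. Among the phosphatases of type 2C, which switch off stress signals, Cs8g20420 fell from 474 ± 47.2 to 136 ± 36.5 FPKM (SD, n = 2), a log2 fold change of -1.82 (standard error 0.21, adjusted p = 1.2e-08 from limma) in *C. grandis*, and Cs9g03785 fell in *C. sinensis* with -1.28 (adjusted p = 0.00030) from limma. The phosphorylation genes higher in *C. sinensis* numbered 11, 10 and 11 without control replicates 1 and 2 and +Al replicate 2, those lower 12 without control replicate 2, the dephosphorylation genes higher in *C. sinensis* 1, 1 and 1 without control replicates 1 and 2 and +Al replicate 1, those lower 1 and 1 without control replicate 1 and +Al replicate 2, the phosphorylation genes higher in *C. grandis* 9, 10 and 6 without control replicates 1 and 2 and +Al replicate 2, those lower 33 and 37 without control replicates 1 and 2 and the dephosphorylation genes higher in *C. grandis* 1, 0, 0 and 0 without control replicates 1 and 2 and +Al replicates 1 and 2.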

Here, we isolated 76 downregulated and 54 upregulated genes related to protein phosphorylation, and five downregulated and three upregulated genes related to dephosphorylation from +Al *C. grandis* roots, but only 36 downregulated and 29 upregulated genes related to protein phosphorylation, and two upregulated and two downregulated genes related to dephosphorylation from +Al *C. sinensis* roots. Root protein phosphorylation/dephosphorylation was less affected in +Al *C. sineneis* roots. This might be associated with the Al-tolerance of *C. sinensis*. However, the exact roles of these kinases and phosphatases require further investigation. For example, Sivaguru et al. (2003) showed that overexpression of an Al-inducible *wall-associated receptor kinase 1* (*WAK1*) conferred Al-tolerance in transgenic *Arabidopsis*, suggesting that *WAK1* was one of the key candidates for Al-tolerance. Here, we identified seven upregulated and three downregulated *WAKs* in +Al *C. grandis* roots, but only four downregulated *WAKs* in +Al *C. sinensis* roots. Therefore, the difference in the Al-tolerance between the two citrus species can not be explained in this way.

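Wall-associated kinases (WAKs) span the plasma membrane and bind pectin, so they can report on a wall loaded with Al. Of the WAKs in Table S13, 3 of 10 tested fell in *C. grandis*, and 3 of 8 tested fell in *C. sinensis*. Selection of the list on these samples means that the 3 (*C. sinensis*) and 5 (*C. grandis*) genes passing when adjusted over the list alone are not independent evidence. Of those 5 in *C. grandis*, 2 were higher. WAK-like 20 (Cs3g14840), a kinase of this group, fell from 142 ± 1.77 to 70.4 ± 5.22 FPKM (SD, n = 2), a log2 fold change of -1.01 (standard error 0.067, adjusted p = 0.00043 from limma) in *C. sinensis* and fell from 118 ± 9.87 to 10.6 ± 2.83 FPKM (SD, n = 2), a log2 fold change of -3.48 (standard error 0.27, adjusted p = 5.9e-13 from limma) in *C. grandis*, a difference of -2.47 (standard error 0.26, adjusted p = 0.0011 from limma). WAK-like 10 (Cs5g01020) and WAK-like 2 (orange1.1t04036), which share its domains, fell in *C. grandis* with -2.58 (adjusted p = 6.5e-05) and -1.81 (adjusted p = 1.7e-06) from limma. WAK-like 22 (Cs1g13900), another member, had a log2 fold change of 1.09 (adjusted p = 0.077) in *C. grandis* and -0.90 (adjusted p = 0.051) in *C. sinensis* from limma, neither of which passed, while its difference of 1.99 (standard error 0.49, adjusted p = 0.028 from limma) did. The WAKs lower in *C. sinensis* numbered 1, 0 and 1 without control replicates 1 and 2 and +Al replicate 1 and the WAKs higher in *C. grandis* 1 and 1 without control replicate 2 and +Al replicate 1. Cs3g14840 lost its limma call in *C. sinensis* without control replicate 2 and +Al replicate 1 (log2 fold change -0.999 and -0.94). Cs1g13900 lost the limma call of a difference between the species without *C. sinensis* control replicates 1 and 2 (adjusted p = 0.087 and 0.14), *C. sinensis* +Al replicates 1 and 2 (0.088 and 0.12) or *C. grandis* control replicates 1 and 2 (0.072 and 0.10).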

Disruption of cytoplasmic Ca homeostasis has been proposed to be a primary trigger of Al-toxicity (Rengel and Zhang, 2003). Okekeogbu et al. (2014) found that the abundances of several Ca-binding proteins were elevated in the Al-treated tomato radicles, suggesting that Ca-binding proteins might play a role in tomato Al-tolerance. Here, we identified seven upregulated and two downregulated genes involved in Ca/calmodulim-medicated signal transduction in +Al *C. sinensis* roots, demonstrating that Al might trigger Ca/calmodulim-medicated signal pathways in these roots, thereby contributing to the Al-tolerance of *C. sinensis*. By contrast, we obtained 12 downregulated and four upregulated genes related to Ca/calmodulim-medicated signal transduction from +Al *C. grandis* roots, indicating that Al might impair Ca/calmodulim-medicated signal pathways in these roots, thus lowering the Al-tolerance of *C. grandis*.

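Al blocks calcium channels and shifts the level of cytosolic calcium, which calmodulins and related proteins read. Of the Ca and calmodulin genes in Table S13, 5 of 19 tested rose and 2 fell in *C. sinensis*. Calmodulin 8 (orange1.1t03719), a calcium sensor, rose from 42.2 ± 0.736 to 93.6 ± 21.2 FPKM (SD, n = 2), a log2 fold change of 1.13 (standard error 0.15, adjusted p = 0.0037 from limma) in *C. sinensis*. An EF-hand protein (Cs3g19070), another sensor, fell from 42.4 ± 3.22 to 14.9 ± 0.406 FPKM (SD, n = 2), a log2 fold change of -1.50 (standard error 0.083, adjusted p = 0.00027 from limma) in *C. sinensis*, and its difference from *C. grandis* was 0.99 (standard error 0.24, adjusted p = 0.026 from limma). A list chosen by the study on these samples is not independent evidence, and adjusted over the list alone, 7 genes passed in *C. sinensis* and 16 in *C. grandis*. From the genes that rose the paper proposes that Al set off calcium signalling in these roots. The Ca signalling genes higher in *C. sinensis* numbered 3 without control replicate 1. orange1.1t03719 no longer passed in limma's test of *C. sinensis* without control replicates 1 and 2 (adjusted p = 0.053 and 0.060) and without +Al replicate 1 (log2 fold change 0.90). For Cs3g19070 limma no longer called a difference between the species without *C. sinensis* control replicates 1 and 2 (adjusted p = 0.088 and 0.13), *C. sinensis* +Al replicates 1 and 2 (0.096 and 0.11) or *C. grandis* control replicates 1 and 2 (0.078 and 0.095).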

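Calmodulin-like proteins bind calcium as calmodulin does but in fewer tissues, and many respond to stress. Of the calcium signalling genes, 3 of 18 tested rose and 9 fell in *C. grandis*. The calmodulin-like gene CML37 (orange1.1t04034), a stress-induced sensor, fell from 156 ± 7.44 to 41.7 ± 3.46 FPKM (SD, n = 2), a log2 fold change of -1.90 (standard error 0.24, adjusted p = 5.6e-08 from limma), and CML31-like (Cs5g07160), its relative, fell from 115 ± 17.3 to 11.8 ± 6.52 FPKM (SD, n = 2), a log2 fold change of -3.39 (standard error 0.30, adjusted p = 1.4e-11 from limma). Calmodulin 8 (orange1.1t03719), which rose in *C. sinensis*, had a log2 fold change of -1.62 (adjusted p = 9.0e-05) from limma in *C. grandis*. Its difference between the species was -2.75 (standard error 0.37, adjusted p = 0.0030 from limma). The response differed for 14 of 20 genes of the list, 11 of them lower in *C. grandis*. The study chose the list on these samples. From the genes that fell the paper proposes that Al impaired calcium signalling in *C. grandis*. The Ca signalling genes lower in *C. grandis* numbered 4 and 4 without control replicate 1 and +Al replicate 1. orange1.1t03719 did not pass limma's test in *C. grandis* without control replicate 1 and +Al replicates 1 and 2 (adjusted p = 0.28, 0.089 and 0.064). The 14 that differed became 9 and 8 without *C. sinensis* control replicates 1 and 2, 8 and 9 without *C. sinensis* +Al replicates 1 and 2 and 9 without *C. grandis* control replicate 1.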

Plant hormones, which play crucial roles in signal transduction, are involved in Al-tolerance. As shown in Supplementary Table S13, all the 10 DEGs related to hormone-mediated signal transduction were upregulated in +Al *C. sinensis* roots, indicating that Al might activate hormone-mediated signal pathways, thus enhancing *C. sinensis* Al-tolerance. By contrast, we isolated six downregulated and three upregulated genes from +Al *C. grandis* roots, implying that hormone-mediated signal pathways might be disturbed in these roots, thus affecting the Al-tolerance of *C. grandis*.

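Hormones such as auxin, gibberellin and jasmonate set how fast roots grow under Al. Of the hormone signalling genes in Table S13, 9 of 17 tested rose in *C. sinensis*. Gibberellin-regulated protein 14-like (Cs6g20220), a small secreted protein that guides growth, rose from 68.1 ± 4.86 to 143 ± 5.02 FPKM (SD, n = 2), a log2 fold change of 1.07 (standard error 0.069, adjusted p = 0.00040 from limma) in *C. sinensis*. Its difference from *C. grandis* was -1.67 (standard error 0.31, adjusted p = 0.011 from limma). Adjusted over the list alone, 9 genes passed in *C. sinensis* and 8 in *C. grandis*, which is not independent evidence because the study chose the list on these samples. Of the hormone synthesis genes in this table, 4 of 21 tested rose and 4 fell in *C. sinensis* and 3 of 18 tested rose and 7 fell in *C. grandis* (10 and 11 adjusted over the list alone, again not independent evidence). From the genes of hormone signalling that rose the paper proposes that Al activated these pathways in *C. sinensis*. The hormone synthesis genes higher in *C. sinensis* numbered 2 and 2 without +Al replicates 1 and 2. The hormone synthesis genes lower in *C. grandis* numbered 3 and 2 without control replicates 1 and 2. The limma call that the species differ in Cs6g20220 was lost without *C. sinensis* control replicates 1 and 2 (adjusted p = 0.061 and 0.076), *C. sinensis* +Al replicates 1 and 2 (0.061 and 0.069) or *C. grandis* control replicates 1 and 2 (0.051 and 0.052).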

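JAZ and TIFY proteins hold back jasmonate responses until the hormone has them destroyed, and their genes rise when jasmonate acts. Among the hormone signalling genes, 2 of 18 tested rose and 6 fell in *C. grandis*. The JAZ gene Cs4g07130, such a repressor, fell from 149 ± 12.2 to 59.3 ± 15.3 FPKM (SD, n = 2), a log2 fold change of -1.35 (standard error 0.24, adjusted p = 4.6e-05 from limma) in *C. grandis* and differed from *C. sinensis* by -1.96 (standard error 0.24, adjusted p = 0.0021 from limma). TIFY 9 (Cs7g02820), another repressor, fell from 91.7 ± 10.7 to 35.5 ± 5.04 FPKM (SD, n = 2), a log2 fold change of -1.37 (standard error 0.25, adjusted p = 7.3e-05 from limma), with a difference of -2.16 (standard error 0.20, adjusted p = 0.00074 from limma). The response differed for 11 of 18 genes of a list that the study chose on these samples, 9 of them lower in *C. grandis*. The hormone signalling genes higher in *C. grandis* numbered 1, 0, 1 and 1 without control replicates 1 and 2 and +Al replicates 1 and 2 and those lower 1 and 2 without control replicates 1 and 2. Cs7g02820 was not called by limma in *C. grandis* without control replicate 1 (adjusted p = 0.085). Leaving out libraries moved these 11 differing genes to 5 and 4 without *C. sinensis* control replicates 1 and 2, 5 and 4 without *C. sinensis* +Al replicates 1 and 2 and 7 without *C. grandis* control replicate 1.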

### Transcription Factors

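Transcription factors (TFs) turn an Al signal into changes in many genes, and each family binds its own DNA motif. The TFs of Table S14 include zinc finger, AP2/ERF, WRKY and MYB proteins. In *C. grandis* 31 of 128 tested rose and 46 fell, and in *C. sinensis* 26 of 135 tested rose and 32 fell. The study chose this list on the same samples, so the 60 genes in *C. sinensis* and 84 in *C. grandis* that passed when adjusted over the list alone are not independent evidence. The most abundant was a Cys2/His2-type zinc finger gene (Cs3g15900), of a family that regulates stress genes, which fell from 858 ± 23.6 to 307 ± 70.4 FPKM (SD, n = 2), a log2 fold change of -1.50 (standard error 0.19, adjusted p = 7.0e-08 from limma) in *C. grandis*. An AP2/ERF gene (Cs4g07040), of a family that answers to ethylene, fell from 585 ± 70.7 to 192 ± 32.1 FPKM (SD, n = 2), a log2 fold change of -1.61 (standard error 0.20, adjusted p = 4.5e-08 from limma) in *C. grandis*. They differed between the species by -0.94 (adjusted p = 0.019) and -1.12 (adjusted p = 0.0079) from limma. Responses differed for 71 of 140 TFs, with *C. grandis* higher for 30 and lower for 41. The TFs higher in *C. sinensis* numbered 15 and 16 without control replicate 2 and +Al replicate 1, those lower 21 without control replicate 2, the TFs higher in *C. grandis* 14, 12 and 14 without control replicates 1 and 2 and +Al replicate 2 and those lower 27 and 30 without control replicates 1 and 2. For Cs3g15900 limma no longer called a difference between the species without *C. sinensis* control replicates 1 and 2 (adjusted p = 0.10 and 0.10), *C. sinensis* +Al replicates 1 and 2 (0.091 and 0.098) or *C. grandis* control replicates 1 and 2 (0.079 and 0.068). In Cs4g07040 the species no longer differed by limma's test without *C. sinensis* control replicates 1 and 2 (adjusted p = 0.062 and 0.057) or *C. sinensis* +Al replicates 1 and 2 (0.051 and 0.059). Of these 71 differences, the count became 34 and 34 without *C. sinensis* control replicates 1 and 2 and 36 and 40 without *C. sinensis* +Al replicates 1 and 2.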

As shown in Supplementary Table S14, 51 downregulated and 44 upregulated, and 37 downregulated and 33 upregulated *TFs* were identified in +Al *C. grandis* and *C. sinensis* roots, respectively. Most of them belonged to myeloblastosis (MYB), Apetala2 (AP2)/ethylene-responsive transcription factor (ERF), zinc finger [C-x8-C-x5-C-x3-H (CCCH) and Cys2/His2 (C2H2)], WRKY, homeobox, helix-loop-helix (bHLH) and NAC families. Similar results have been obtained on Al-treated soybean (You et al., 2011) and *Arabidopsis* (Kumari et al., 2008) roots.

STOP1, a C2H2-zinc-finger protein, played a key role in H^+^- and Al-tolerance (Sawaki et al., 2009). However, this could not explain the difference in the Al-tolerance between the two citrus species, because the Al-induced upregulation of two protein SENSITIVE TO PROTON RHIZOTOXICITY 1-like genes was greater in *C. grandis* than in *C. sinensis* roots. Also, ART1, a C2H2-type zinc-finger TF, has been demonstrated to regulate the expression of multiple Al-tolerance genes required for rice Al-tolerance (Yamaji et al., 2009). 

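STOP1 is a zinc finger factor that turns on malate channels and citrate exporters when roots meet acid or Al. The STOP1-like genes (SENSITIVE TO PROTON RHIZOTOXICITY 1-like) are XLOC_021890 and XLOC_021891, assembled side by side, so they can share reads. In *C. sinensis* XLOC_021890 rose from 0.929 ± 0.0365 to 4.61 ± 0.443 FPKM (SD, n = 2), a log2 fold change of 2.19 (standard error 0.22, adjusted p = 0.0016 from limma), and in *C. grandis* it rose from 2.65 ± 0.0952 to 29.1 ± 4.65 FPKM (SD, n = 2), a log2 fold change of 3.40 (standard error 0.32, adjusted p = 1.1e-10 from limma). The rise was larger in *C. grandis*, by 1.21 (standard error 0.30, adjusted p = 0.030 from limma). XLOC_021891 rose from 0.248 ± 0.0531 to 6.09 ± 0.0569 FPKM (SD, n = 2), a log2 fold change of 4.16 (standard error 0.30, adjusted p = 0.00052 from limma) in *C. sinensis* and rose from 0.832 ± 0.149 to 39.6 ± 7.98 FPKM (SD, n = 2), a log2 fold change of 5.41 (standard error 0.35, adjusted p = 3.4e-15 from limma) in *C. grandis*. Its difference of 1.25 (standard error 0.37, adjusted p = 0.057 from limma) did not pass. From the larger rises that it reports in *C. grandis* the paper reasons that STOP1 does not account for the difference in tolerance. XLOC_021890 lost the limma call of a difference between the species without *C. sinensis* control replicates 1 and 2 (adjusted p = 0.12 and 0.11), *C. sinensis* +Al replicates 1 and 2 (0.13 and 0.096) or *C. grandis* control replicates 1 and 2 (0.079 and 0.091). For XLOC_021891 limma called a difference between the species without *C. grandis* +Al replicate 1 (adjusted p = 0.029).

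**Figure D11:**
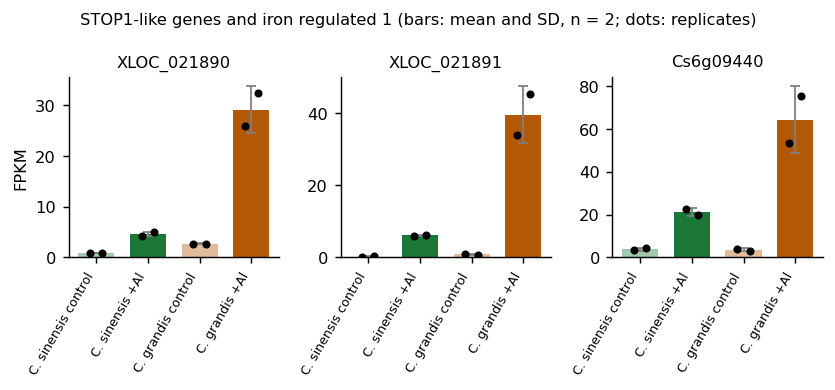
FPKM of the STOP1-like genes XLOC_021890 and XLOC_021891 and of iron regulated 1 (Cs6g09440) in each group. Bars are means with SD (n = 2) and dots are replicates.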

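Zinc finger factors of the C2H2 type include STOP1 of Arabidopsis and ART1 of rice, which control Al tolerance genes. Of the C2H2 genes listed, 1 of 1 tested fell in *C. grandis* (1 adjusted over the list alone, not independent evidence because the study chose the list on these samples), namely the Cys2/His2-type gene Cs3g15900 with a log2 fold change of -1.50 (adjusted p = 7.0e-08) from limma. In *C. sinensis* its log2 fold change of -0.56 (adjusted p = 0.00062) from limma did not pass, and the difference between the species, -0.94 (standard error 0.20, adjusted p = 0.019 from limma), did. The C2H2-like gene Cs3g19200, of unknown targets, was low in both species. In *C. sinensis* Cs3g19200 was 1.70 ± 0.155 FPKM in control and 3.40 ± 0.349 FPKM in +Al roots (SD, n = 2), and its log2 fold change of 0.96 (standard error 0.21, adjusted p = 0.020 from limma) did not pass the test. In *C. grandis* it stayed below the FPKM limit, at 0.795 ± 0.25 FPKM in control and 0.772 ± 0.0574 FPKM in +Al roots (SD, n = 2). Its difference between the species, -0.97 (standard error 0.45, adjusted p = 0.18 from limma), did not pass. In Cs3g15900 the species no longer differed by limma's test without *C. sinensis* control replicates 1 and 2 (adjusted p = 0.10 and 0.10), *C. sinensis* +Al replicates 1 and 2 (0.091 and 0.098) or *C. grandis* control replicates 1 and 2 (0.079 and 0.068).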

Here, we isolated one downregulated *C2H2-type zinc finger protein* and one upregulated *C2H2-like zinc finger protein* from Al-treated *C. grandis* and *C. sinensis* roots, respectively, implying that C2H2 zinc finger TFs might be involved in the higher Al-tolerance of *C. sinensis*.

Arenhart et al. (2014) found that the expression level of *ABA stress ripening 5* (*ASR5*) was not altered in the Al-sensitive rice cultivar roots when exposed to Al, but was upregulated in the Al-tolerant ones. Further analysis demonstrated that *ASR5* played a key role in Al-tolerance by mediating Al-responsive gene expression. 

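ASR proteins (abscisic acid, stress and ripening) are small and soluble, and in rice ASR5 acts as a transcription factor for Al tolerance genes. Of the ASR genes listed, 3 of 3 tested rose in *C. grandis*, and 1 of 3 tested fell in *C. sinensis*. With p adjusted over the list alone, 1 passed in *C. sinensis* and 3 in *C. grandis*, not independent evidence for a list picked from these samples. The gene Cs3g21500, an ASR-related protein, rose from 138 ± 16.1 to 431 ± 81.4 FPKM (SD, n = 2), a log2 fold change of 1.64 (standard error 0.21, adjusted p = 9.0e-08 from limma) in *C. grandis* and had a log2 fold change of -0.92 (adjusted p = 0.00032) from limma in *C. sinensis*. Its neighbour Cs3g21510, of the same family, rose from 58.4 ± 6.88 to 243 ± 27.1 FPKM (SD, n = 2), a log2 fold change of 2.06 (standard error 0.23, adjusted p = 3.5e-09 from limma) in *C. grandis*. The ASR-related gene orange1.1t05396 fell from 73.7 ± 5.82 to 35.8 ± 5.40 FPKM (SD, n = 2), a log2 fold change of -1.04 (standard error 0.12, adjusted p = 0.0022 from limma) in *C. sinensis* and rose in *C. grandis* with 2.27 (adjusted p = 2.2e-09) from limma. The differences were 2.55 (adjusted p = 0.00058), 2.75 (adjusted p = 0.00037) and 3.32 (adjusted p = 0.00064) from limma, each higher in *C. grandis*. The ASR genes lower in *C. sinensis* numbered 0 and 0 without control replicate 2 and +Al replicate 1. orange1.1t05396 lost its limma call in *C. sinensis* without control replicate 2 and +Al replicate 1 (log2 fold change -0.96 and -0.89).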

Here, we identified three upregulated genes encoding ASR-related protein from +Al *C. grandis* roots, but only one downregulated ASR-related genes from +Al *C. sinensis* roots. Roselló et al. (2015) indicated that that Al increased *ASR1* expression level up to six fold in the roots of Al-sensitive rice cultivar, but not in Al-tolerant cultivar. Further studies are needed to elucidate the roles of ASR genes in plant Al-tolerance.

Plant WRKY TFs have been shown to play important roles in the responses to abiotic stresses including Al-toxicity (Chen L. et al., 2012). Mattiello et al. (2010) found that a member of the WRKY transcriptional family was upregulated only in Al-tolerant maize line roots when grown in acidic soil with elevated Al level. 

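WRKY factors bind W-box motifs and steer defence, and in Arabidopsis WRKY46 represses a malate channel. Of the WRKY genes in Table S14, 1 of 9 tested rose and 4 fell in *C. grandis*, and 4 of 11 tested rose and 2 fell in *C. sinensis*. Because the list was drawn from these libraries, the 6 and 6 genes of *C. sinensis* and *C. grandis* that passed when adjusted over the list alone are not independent evidence. WRKY2 (Cs7g06320), a regulator of this family, fell from 154 ± 31.4 to 50.6 ± 18.6 FPKM (SD, n = 2), a log2 fold change of -1.64 (standard error 0.25, adjusted p = 4.4e-06 from limma) in *C. grandis* and differed from *C. sinensis* by -2.03 (standard error 0.34, adjusted p = 0.0074 from limma). The WRKY gene Cs2g02790, of unknown targets, rose from 31.4 ± 1.89 to 82.2 ± 0.411 FPKM (SD, n = 2), a log2 fold change of 1.39 (standard error 0.066, adjusted p = 0.00020 from limma) in *C. sinensis*. Another WRKY gene (orange1.1t02600) fell there with -1.09 (adjusted p = 0.00036) from limma. WRKY7 (Cs3g23190), which represses defence genes, had a log2 fold change of -1.31 (adjusted p = 0.00019) from limma in *C. grandis*. The WRKY genes higher in *C. grandis* numbered 2 without +Al replicate 1 and those lower 2 and 2 without control replicates 1 and 2. Cs3g23190 no longer passed in limma's test of *C. grandis* without control replicates 1 and 2 (adjusted p = 0.067 and 0.056). The limma call that the species differ in Cs7g06320 was lost without *C. sinensis* control replicates 1 and 2 (adjusted p = 0.060 and 0.053) or *C. sinensis* +Al replicates 1 and 2 (0.054 and 0.051).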

Here, we isolated two upregulated and four downregulated *WRKYs* from +Al *C. grandis* roots, and four upregulated and two downregulated *WRKYs* from +Al *C. sinensis* roots. The Al-induced upregulation of *WRKYs* might play a role in the Al-tolerance of *C. sinensis*. However, Ding et al. (2013) showed that *WRKY46* was repressed by Al and negatively regulated the expression of *ALMT1*. Mutation of *WRKY46* led to increased Al-tolerance by enhancing Al-induced secretion of malate and decreasing Al accumulation in root apices.

MYB TFs, especially the large family of plant-specific R2R3-MYB genes play a role in plant responses to environmental stresses. Dai et al. (2012) observed that the expression of *OsMYB2P-1*, an R2R3 MYB TF, was induced by P-deficiency, mainly in rice roots and stems, and that transgenic *Arabidopsis* and rice plants overexpressing *OsMYB2P-1* had enhanced tolerance to P-deficiency, while *OsMYB2P-1* RNAi transgenic rice plants were more sensitive to P-deficiency relative to wild-type plants. Here, we identified seven upregulated and three downregulated *MYBs* in +Al *C. sinensis* roots, and nine upregulated and 11 downregulated *MYBs* in +Al *C. grandis* roots. It is worth mentioning that the expression of *R2R3-MYB TF* and *R2R3 TF MYB108-like protein 1* was upregulated in +Al *C. sinensis* roots, while the expression of *R2R3 TF MYB108-like protein 1* and *R2R3-MYB TF* was downregulated in +Al *C. grandis* roots. Thus, the Al-induced upregulation of *MYB TFs* might contribute to the Al-tolerance of *C. sinensis via* enhancing the tolerance to P-starvation.

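MYB factors control cell walls, phenolics and the response to phosphate. Of the MYB genes in Table S14, 6 of 24 tested rose and 3 fell in *C. sinensis*, and 5 of 21 tested rose and 9 fell in *C. grandis*. In *C. sinensis* 9 and in *C. grandis* 14 genes passed when adjusted over the list alone, and since the study selected them on these samples they are not independent evidence. MYB59 (Cs8g17920), a factor of this family, fell from 120.2 ± 7.14 to 40.0 ± 1.92 FPKM (SD, n = 2), a log2 fold change of -1.59 (standard error 0.070, adjusted p = 0.00017 from limma) in *C. sinensis*, and its difference from *C. grandis* was 2.16 (standard error 0.25, adjusted p = 0.0016 from limma). A Myb-like transcriptional activator (Cs3g23950), of unknown targets, fell from 146 ± 0.388 to 17.7 ± 6.00 FPKM (SD, n = 2), a log2 fold change of -3.08 (standard error 0.26, adjusted p = 6.6e-12 from limma) in *C. grandis* and differed by -2.90 (standard error 0.29, adjusted p = 0.00097 from limma). The MYB genes higher in *C. sinensis* numbered 3, 3, 3 and 3 without control replicates 1 and 2 and +Al replicates 1 and 2, the MYB genes higher in *C. grandis* 1, 1, 3 and 1 without control replicates 1 and 2 and +Al replicates 1 and 2 and those lower 5 without control replicate 1.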

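R2R3 factors are the largest class of plant MYB proteins, and MYB108 regulates responses to stress and wounding. Of the R2R3-MYB genes listed, 1 of 3 tested rose in *C. sinensis*, and 2 of 2 tested fell in *C. grandis*. These counts became 1 in *C. sinensis* and 2 in *C. grandis* when adjusted over the list alone, which the study drew from the same libraries, so they are not independent evidence. MYB108-like protein 1 (Cs9g01750), a factor of this class, was 9.15 ± 0.479 FPKM in control and 18.4 ± 1.70 FPKM in +Al roots (SD, n = 2), and its log2 fold change of 0.999 (standard error 0.11, adjusted p = 0.0018 from limma) did not pass the test in *C. sinensis*, since it lay under the fold limit. In *C. grandis* MYB108-like protein 1 fell from 7.63 ± 1.16 to 2.27 ± 0.487 FPKM (SD, n = 2), a log2 fold change of -1.72 (standard error 0.39, adjusted p = 0.0012 from limma), and the difference was -2.71 (standard error 0.30, adjusted p = 0.0015 from limma). The R2R3-MYB gene Cs2g12700, of unknown targets, rose from 0.508 ± 0.318 to 1.70 ± 0.0887 FPKM (SD, n = 2), a log2 fold change of 1.67 (standard error 0.50, adjusted p = 0.049 from limma) in *C. sinensis* and was below the FPKM limit in *C. grandis*, and its difference of -1.03 (standard error 0.72, adjusted p = 0.37 from limma) did not pass. Another R2R3-MYB gene (Cs3g23070), also of unknown targets, fell from 468 ± 0.0445 to 179.6 ± 50.6 FPKM (SD, n = 2), a log2 fold change of -1.41 (standard error 0.21, adjusted p = 1.7e-06 from limma) in *C. grandis*, with a difference of -0.55 (standard error 0.24, adjusted p = 0.16 from limma) that did not pass. From its own list the paper proposes that MYB factors helped *C. sinensis* tolerate low phosphate. The R2R3-MYB genes higher in *C. sinensis* numbered 0, 2 and 0 without control replicates 1 and 2 and +Al replicate 2 and the R2R3-MYB genes lower in *C. grandis* 1, 1 and 1 without control replicates 1 and 2 and +Al replicate 1. Cs9g01750 did not pass limma's test in *C. grandis* without control replicates 1 and 2 and +Al replicate 1 (adjusted p = 0.28, 0.12 and 0.065) and Cs2g12700 in *C. sinensis* without control replicate 1 and +Al replicates 1 and 2 (adjusted p = 0.081, 0.13 and 0.14), while Cs9g01750 passed it in *C. sinensis* without control replicate 2 and +Al replicate 1 (log2 fold change 1.05 and 1.09). Cs3g23070 gained a limma call of a difference between the species without *C. grandis* +Al replicates 1 and 2 (adjusted p = 0.047 and 0.0016).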

To conclude, the great difference in the Al-induced alterations of *TF* expression profiles in the two citrus species implies that TFs might play a role in the Al-tolerance of *C. sinensis*.

## Conclusion

Using RNA-seq, we isolated 1905 and 2670 Al-responsive genes from *C. sinensis* and *C. grandis* roots, respectively. Among these DEGs, only 649 DEGs were shared by the both. Through the integration of the present findings and the available data in the previous reports, a model for the adaptive responses of citrus seedlings to Al was proposed (**Figure 6**). There were common and unique mechanisms for Al-tolerance in citrus plants. The following several aspects might account for the higher Al-tolerance of *C. sinensis*: (a) +Al *C. sinensis* seedlings displayed a more efficient exclusion mechanism, a higher antioxidant capacity and a more efficient chelation system in roots; (b) +Al *C. sinensis* seedlings had higher capacity to maintain the cellular P homeostasis *via* improving P acquisition and utilization; (c) Genes in S transport and metabolism might contribute the Al-tolerance of *C. sinensis via* enhancing cell S level and the biosynthesis of S-containing compounds responsible for Al detoxification; (d) Al impaired polysaccharide, cell wall and cytoskeleton metabolism in *C. grandis* roots, thus lowering Al-tolerance; (e) Energy and carbohydrate metabolism, and signal transduction displayed higher adaptive responses to Al in *C. sinensis* than in *C. grandis* roots; (f) Genes involved in fatty acid, protein and amino acid metabolisms might be involved in the Al-tolerance of *C. sinensis*. To conclude, we first comparatively investigated the transcriptomic responses of citrus roots to Al using two citrus species with different Al-tolerance.

**FIGURE 6:**
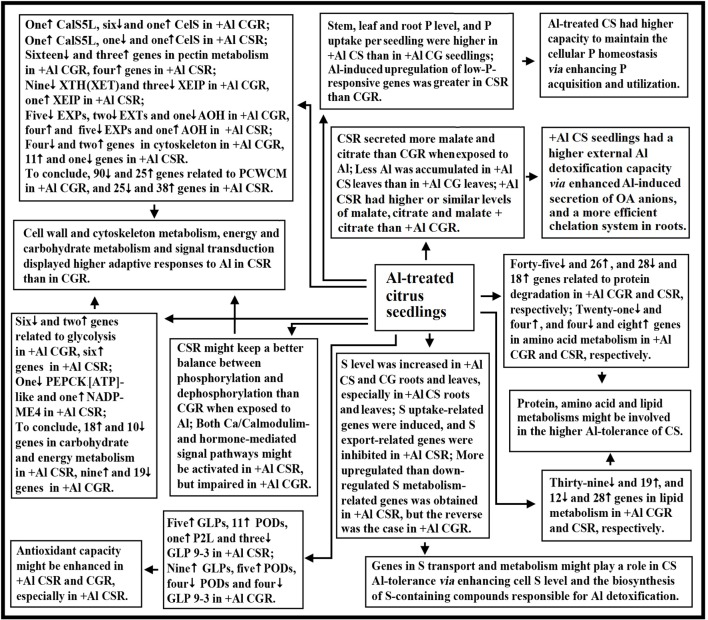
**A potential responses of citrus seedlings to Al.** AOH, ascorbate oxidase homolog; CG, *C. grandis*; CGR, *C. grandis* roots; CS, *C. sinensis*; CSR, *C. sinensis* roots; EXPs, expansins; EXTs, extensins; PCWCM, polysaccharide, cell wall and cytoskeleton metabolism; XEIP, xyloglucan-specific endoglucanase inhibitor protein.

## Data Access

RNAseq are submitted to Gene Expression Omnibus (GEO) under accession no GSE85958 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE85958).

## Author Contributions

PG carried out most of the experiments and drafted the manuscript. Y-PQ participated in the design of the study. L-TY participated in the design and coordination of the study. N-WL participated in the analysis of data. XY participated in the analysis of Al and P. YY participated in the cultivation of seedlings. L-SC designed and directed the study and revised the manuscript. All authors have read and approved the final manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://www.phytozome.net/search.php?method=Org_Csinensis

2 http://www.uniprot.org/

3 http://www.kegg.jp/

4 http://www.geneontology.org/

# Supplementary material for: Root Adaptive Responses to Aluminum-Treatment Revealed by RNA-Seq in Two Citrus Species With Different Aluminum-Tolerance
**Source:** Front Plant Sci. 2017 Mar 8;8:330. doi: 10.3389/fpls.2017.00330
**Supplement:** Supplementary file 1

**TABLE S1| Specific primer pairs used for qRT-PCR expression analysis.**

# Supplementary material for: Root Adaptive Responses to Aluminum-Treatment Revealed by RNA-Seq in Two Citrus Species With Different Aluminum-Tolerance
**Source:** Front Plant Sci. 2017 Mar 8;8:330. doi: 10.3389/fpls.2017.00330
**Supplement:** Supplementary file 5

**TABLE S5 | DEGs involved in cellular transport in Al-treated *C. sinensis* and *C. grandis* roots.**

*DEGs shared by the two citrus species were highlighted in bold. FC, fold change; FDR, false discovery rate.*

**TABLE S6 | Low-P-responsive genes in Al-treated *C. sinensis* and *C. grandis* roots.**

| **ID** | **Description** | ***C. grandis*** | |  | ***C. sinensis*** | |  |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **log2 (FC)** | **FDR** | **log2 (FC)** | **FDR** |  |
| Cs1g12410 | Phosphatidic acid phosphatase-related protein | -1.615872706 | 6.87E-17 |  |  |  |  |
| Cs5g27880 | Purple acid phosphatase 15 isoform 1 | 1.113756518 | 5.66E-11 |  |  |  |  |
| **Cs7g02530** | **Purple acid phosphatase 27 isoform 1** | **-4.248133286** | **9.54E-34** |  | **-4.0277364** | **1.38E-24** |  |
| **Cs8g08070** | **Purple acid phosphatase** | **1.036537653** | **0.009990** |  | **1.608303262** | **0.012876** |  |
| Cs8g11340 | Purple acid phosphatase 23 isoform 1 | 1.453821125 | 1.16E-07 |  |  |  |  |
| **orange1.1t02445** | **Purple acid phosphatase 15-like** | **1.357985009** | **1.14E-09** |  | **1.332273144** | **7.75E-09** |  |
| Cs8g08300 | Purple acid phosphatase 2 isoform 1 |  |  |  | 1.135016709 | 6.83E-21 |  |
| Cs3g25470 | Purple acid phosphatase 12 isoform 1 | 2.563558394 | 2.94E-17 |  | 1.274248065 | 2.37E-06 |  |
| Cs8g08310 | Purple acid phosphatase 10 |  |  |  | 1.186619334 | 2.24E-27 |  |
| orange1.1t02668 | Purple acid phosphatase 17 isoform 1 |  |  |  | 1.505686509 | 0.000424 |  |
| Cs3g27520 | Glyceraldehyde-3-phosphate dehydrogenase B subunit | -1.814343002 | 0.039425 |  |  |  |  |
| Cs2g14940 | Glyceraldehyde-3-phosphate dehydrogenase | 3.856383691 | 1.50E-09 |  |  |  |  |
| **Cs4g01490** | **NADP-dependent glyceraldehyde-3-phosphate dehydrogenase-like** | **2.845271187** | **2.80E-13** |  | **1.23105656** | **2.06E-05** |  |
| **Cs5g30520** | **Pyruvate kinase isozyme A, chloroplastic isoform 1** | **-1.854935055** | **0.007858** |  | **1.11623874** | **6.43E-12** |  |
| Cs7g02950 | Glycerophosphodiester phosphodiesterase GDE1 | 2.276277943 | 2.38E-21 |  |  |  |  |
| **Cs7g03770** | **Ribonuclease T2** | **1.924069854** | **5.09E-18** |  | **1.489860265** | **4.23E-28** |  |
| Cs7g22250 | Haloacid dehalogenase-like hydrolase (HAD) superfamily protein | 1.259505882 | 9.52E-12 |  |  |  |  |
| Cs2g11750 | Haloacid dehalogenase-like hydrolase domain-containing protein 3-like |  |  |  | 1.466015228 | 2.33E-50 |  |
| Cs8g18750 | Haloacid dehalogenase-like hydrolase superfamily protein |  |  |  | 1.176986581 | 9.55E-23 |  |
| Cs8g18760 | Haloacid dehalogenase-like hydrolase superfamily protein |  |  |  | 2.026074232 | 5.13E-43 |  |
| Cs8g12690 | Phosphoenolpyruvate carboxylase kinase 1 | 2.276846958 | 3.88E-28 |  |  |  |  |
| Cs3g16700 | Phosphoenolpyruvate carboxykinase [ATP]-like |  |  |  | -1.076974408 | 1.64E-39 |  |
| Cs1g15970 | 6-phosphofructokinase 3 |  |  |  | 1.223502829 | 4.48E-13 |  |
| Cs4g13070 | 6-phosphofructokinase 3 |  |  |  | 1.134091069 | 1.62E-85 |  |
| Cs3g03130 | Alkaline-phosphatase-like family protein isoform 1 |  |  |  | 1.062645397 | 5.20E-21 |  |
| Cs2g04480 | Na+/Pi symporter | -1.753668955 | 8.40E-5 |  |  |  |  |
| Cs3g27660 | Phosphate transporter | 2.253809446 | 6.31E-22 |  |  |  |  |
| **Cs9g18560** | **Phosphate transporter** | **-3.890870837** | **3.53E-24** |  | **-2.397887581** | **2.11E-124** |  |
| Cs5g29860 | Phosphate transporter |  |  |  | 1.100392613 | 1.97E-51 |  |
| **Cs7g19830** | **Phosphate carrier protein, mitochondrial** | **1.642105882** | **9.93E-05** |  | **1.157367019** | **2.70E-08** |  |
| **Cs4g17870** | **SPX domain gene 2** | **3.463223553** | **1.97E-70** |  | **1.556103893** | **1.97E-70** |  |
| orange1.1t00194 | SPX domain-containing protein 3-like | 3.15105559 | 2.23E-59 |  |  |  |  |
| Cs6g13210 | SPX (SYG1/Pho81/XPR1) domain-containing protein / zinc finger (C3HC4-type RING finger) protein-related | 1.472200061 | 0.011547 |  |  |  |  |

*DEGs shared by the two citrus species were highlighted in bold. FC, fold change; FDR, false discovery rate.*

**TABLE S7 | DEGs related to S transport and metabolism in Al-treated *C. sinensis* and *C. grandis* roots.**

*DEGs shared by the two citrus species were highlighted in bold. FC, fold change; FDR, false discovery rate*.

**TABLE S8 | DEGs related to antioxidation and detoxification in Al-treated *C. sinensis* and *C. grandis* roots.**

*DEGs shared by the two citrus species were highlighted in bold. FC, fold change; FDR, false discovery rate.*

**TABLE S9 | DEGs related to polysaccharide, cell wall and cytoskeleton metabolism in Al-treated *C. sinensis* and *C. grandis* roots.**

*DEGs shared by the two citrus species were highlighted in bold. FC, fold change; FDR, false discovery rate.*

**TABLE S10 | DEGs related to carbohydrate and energy metabolism in Al-treated *C. sinensis* and *C. grandis* roots.**

*DEGs shared by the two citrus species were highlighted in bold. FC, fold change; FDR, false discovery rate.*

**TABLE S11 | DEGs involved in protein and amino acid metabolism in Al-treated *C. sinensis* and *C. grandis* roots.**

*DEGs shared by the two citrus species were highlighted in bold. FC, fold change; FDR, false discovery rate.*

**TABLE S12 | DEGs involved in lipid metabolism in Al-treated *C. sinensis* and *C. grandis* roots.**

*DEGs shared by the two citrus species were highlighted in bold. FC, fold change; FDR, false discovery rate.*

**TABLE S13 | DEGs related to signal transduction, hormone biosynthesis and degradation in Al-treated *C. sinensis* and *C. grandis* roots.**

*DEGs shared by the two citrus species were highlighted in bold. FC, fold change; FDR, false discovery rate.*

**TABLE S14 | Al-responsive TFs in *C. sinensis* and *C. grandis* roots.**

*DEGs shared by the two citrus species were highlighted in bold. FC, fold change; FDR, false discovery rate.*

How the deposited data were processed for this re-analysis (not part of the article)

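RNA of root tips was sequenced from seedlings of *C. sinensis* and *C. grandis* given nutrient solution with 0 or 1 mM Al for 18 weeks, in 2 libraries for each of 4 groups, each library from the pooled root tips of 5 seedlings. Both the paper's methods and the sample labels name root tips, which are called roots here, as in the paper's results. The 4 files hold 2 libraries each and every column of values was matched to a library. The number of known genes above 0 in each library is the number in the paper's Table 2.

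According to the paper, the authors removed reads with adapter, unknown bases or low quality, removed reads of ribosomal RNA with Bowtie, and mapped the rest with TopHat2 to the genome of *C. sinensis*, for both species. They assembled transcripts with Cufflinks and reference annotation and computed the deposited FPKM, and they tested genes with edgeR 3.0.0 in R 2.1.5. The genome build and the versions of Bowtie, TopHat2 and Cufflinks are not given in the sources used here. Whether libraries were also scaled to each other is not stated, and the sums differ between libraries. A *C. grandis* read must match the *C. sinensis* genome to be counted, so levels of single genes are compared within a species, and between species only as responses to Al or in the closing section.

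No reference genome was used here. Everything was computed from the FPKM with R 4.3.3 and limma 3.58.1 and with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The plan, fixed before the data were examined, named a test of read counts first and limma where only FPKM per replicate are given. The files hold FPKM, so limma was used with a trend of spread on expression, on log2(FPKM + 0.1), after leaving out genes with a mean under 1 FPKM in every group of the comparison. The pseudocount understates changes of genes near 0. A gene was called at an adjusted p (Benjamini-Hochberg) of at most 0.05 and a log2 fold change of at least 1 up or down, and a difference in response between the species by the adjusted p alone. Each species was fitted on its own 4 libraries, and the difference on all 8.

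Depth relative to *C. sinensis* control library 1 was read from the commonest ratio of values under 0.5 FPKM, within 0.05 on the log2 scale, a choice made after the files were seen. It was lowest in *C. grandis* +Al library 1. Gene lengths were not used here, so reads per gene and their counting error were not computed. A value of 0 in such files can be a failed estimate, and is therefore given only as listed at 0.

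Gene lists of the paper are those of its Tables S5 to S14, with 1092 IDs of which 1090 were found in the files. The study chose these genes on these libraries, so their direction is not independent evidence. Another 56 lists of gene families were matched by keywords to the gene descriptions given, which cover 43.0% of genes, so a list can miss members. Those with at least 5 tested genes were tested by limma's camera with a preset correlation of 0.01 and with an estimated correlation. With 2 libraries per group the estimate rests on few degrees of freedom. Hardly any list could pass with it, so it cannot decide whether the preset calls hold. Genes named in the text are those that the paper names or counts, the 10 largest rises and falls of each species and the 10 largest differences between the species, with at least 5 FPKM in a group, and the called members of a family list with the highest FPKM. Fold changes in the paper's tables had been seen when this rule was written. Genes in the closing section that show entries of the paper's tables were chosen after their values were seen.

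Close paralogs can share reads, which makes their separate values uncertain, as for Cs4g03130 and Cs4g03140, for XLOC_021890 and XLOC_021891, and for Cs3g21500 and Cs3g21510.

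The fits were tested on simulated data with 50 genes changed at each of log2 1.5, 2, 3 and 5. They recovered 98, 98, 100 and 100% in *C. sinensis* with 1 false call, 64, 92, 96 and 96% in *C. grandis* with 9, and 46, 92, 98 and 100% for the difference between species with 6. With 2 libraries per group, changes near the limit are therefore missed more often in *C. grandis* and in the difference.

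Replicates 1 and 2 share only a number across treatments, and their deviations were uncorrelated (Pearson's r -0.011 in *C. sinensis* and 0.02 in *C. grandis* over genes), so replicate number was not used as a block. Alternatives fixed beforehand were rescaling by the median ratio, other filters and pseudocounts, another fold limit, known genes only, all 8 libraries sharing a spread, the replicate block and leaving out each library in turn. Another 2, which join rescaling with leaving out a *C. grandis* +Al library, were added after the data were seen. Alternatives that need counts were not run. The PCR values of the paper were not analysed here, and its PCR genes were looked up in the FPKM.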

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

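The tests of scaling and of root hair markers for the cell wall lists were chosen only after those results were seen, and the exact interval for genes listed at 0 was added after a Wilson interval had been seen. What singled out the first results is a difference between the species in the effect of Al, tested by limma on all 8 libraries. It passed for 3542 of 20158 genes, and for 6067 after rescaling by the median ratio. The 3542 became 1154 and 1092 without *C. sinensis* control replicates 1 and 2, 1343 and 1242 without *C. sinensis* +Al replicates 1 and 2, 1918 and 2077 without *C. grandis* control replicates 1 and 2, and 7148 and 5796 without *C. grandis* +Al replicates 1 and 2.

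The 10 genes with the largest such differences, among those with a mean of 5 FPKM or more in at least 1 group, each had at least 1 group with both replicates listed at 0. Values below are FPKM of replicates 1 and 2. Cs7g26010, with no description, was listed at 0 in *C. grandis* control roots, against 639 and 119.8 in +Al roots, and was 370.4 and 749 and 260.1 and 584 in *C. sinensis* control and +Al roots (adjusted p = 0.000638 from limma). Cs8g15490, also undescribed, was listed at 0 in all libraries but the *C. grandis* +Al replicates, at 376 and 314 (adjusted p = 0.000103 from limma). The reverse held for orange1.1t05620, listed only in *C. grandis* control roots at 101.1 and 85.6 (adjusted p = 0.000147 from limma). Cs7g11260 was listed only in *C. sinensis* +Al roots (adjusted p = 0.000103 from limma), and the oxidoreductase orange1.1t05623 only in *C. sinensis* control roots (adjusted p = 0.000103 from limma). Also listed only in *C. sinensis* control roots was orange1.1t02817, at 21.0 and 73.1 (adjusted p = 0.00114 from limma). Cs3g23630 rose from 9.10 and 14.0 to 61.1 and 59.4 in *C. sinensis* and went from 10.5 and 7.74 to 0 and 0 in *C. grandis* (adjusted p = 0.000103 from limma). A phosphoenolpyruvate carboxylase (orange1.1t05524) was listed at 0 in *C. sinensis* control roots and at 71.7 and 167 in +Al roots, while *C. grandis* went from 89.7 and 77.2 to 241 and 186 (adjusted p = 0.000136 from limma). A polyubiquitin (orange1.1t05568) was listed at 0 in *C. sinensis* control roots and was 30.1 and 16.0 in +Al roots, against 1510.0 and 1393 and 721 and 1094 in *C. grandis* (adjusted p = 0.000103 from limma). The enhanced disease resistance 2-like gene orange1.1t05719 was 20.4 and 11.7 in *C. sinensis* control roots and was listed at 0 in its +Al roots and in the other libraries but *C. grandis* +Al replicate 2, at 9.94 (adjusted p = 0.0235 from limma). For orange1.1t05719 limma no longer called a difference between the species without *C. sinensis* control replicates 1 and 2 (adjusted p = 0.12 and 0.10), *C. sinensis* +Al replicates 1 and 2 (0.10 and 0.11) or *C. grandis* control replicates 1 and 2 (0.089 and 0.088).

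Genes listed at 0 in both replicates of a group and at 10 FPKM or more in the other group of the species form the first pattern weighed. A technical cause would be an estimate that drops to 0 in single libraries whatever the treatment, which places both zeros in 1 group in 33.33% of genes with 2 zeros. The share was 45.6%, 26 of 57 genes, with a 95% interval of 33.37 to 58.41% by Wilson and of 32.36 to 59.34% by the exact method, while 31 genes had 1 zero in each group. Only the Wilson interval excludes chance placing, and narrowly, so that a dropout of single estimates and a response to Al cannot be told apart for these genes, because 57 genes are too few. Reads shared between copies of a gene could also move such estimates between genes, which the files do not let be tested, and a switch of these genes by Al in 1 species stays open as untested.

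Whole families differed too. By camera, with limma and a preset correlation, these lists responded lower in *C. grandis* than in *C. sinensis*, each given with its adjusted p and its median log2 fold changes in *C. sinensis* and *C. grandis*: cytosolic ribosomal proteins (adjusted p = 9.79e-10, 0.27 and -0.23), arabinogalactan and extensin proteins (adjusted p = 3.05e-05, 0.35 and -0.50), pectinesterases (adjusted p = 3.05e-05, 0.47 and -0.86), fatty acid synthesis and suberin (adjusted p = 0.00071, 0.30 and -0.52), xyloglucan endotransglucosylases (adjusted p = 0.00148, -0.015 and -1.31), cellulose synthases (adjusted p = 0.00148, 0.19 and -0.86), tubulins actins and kinesins (adjusted p = 0.0147, 0.26 and -0.069), GDSL lipases (adjusted p = 0.0163, 0.73 and -0.090), polygalacturonases and pectate lyases (adjusted p = 0.0163, 0.18 and -0.54), root hair and epidermis markers (adjusted p = 0.0237, 0.41 and -1.12) and histones (adjusted p = 0.0475, 0.65 and -0.016). Higher in *C. grandis* than in *C. sinensis* by limma's camera were abscisic acid genes (adjusted p = 0.0106, -0.39 and 0.12) and cytochrome P450 genes (adjusted p = 0.0163, -0.41 and 0.050). With an estimated correlation none passed by camera, the lowest adjusted p being 0.31 for pectinesterases. With 2 libraries per group that estimate rests on few degrees of freedom. Hardly any list could pass with it, so it cannot tell whether the calls with a preset correlation hold. With 1 library left out, limma's camera no longer called the cytochrome P450 list without *C. grandis* control replicate 1 (adjusted p = 0.069) or *C. grandis* +Al replicate 1 (0.068), GDSL lipases without *C. grandis* +Al replicate 2 (adjusted p = 0.15), polygalacturonases and pectate lyases without *C. sinensis* +Al replicate 2 (adjusted p = 0.0502), and root hair and epidermis markers without *C. grandis* +Al replicate 2 (adjusted p = 0.10). The histones were no longer called by limma's camera without *C. sinensis* control replicate 2 (adjusted p = 0.11), *C. sinensis* +Al replicates 1 and 2 (0.051 and 0.069), *C. grandis* control replicate 2 (0.095) or *C. grandis* +Al replicate 2 (0.16). Under other settings limma's camera no longer called the cytochrome P450 list without the filter on low values (adjusted p = 0.075) or with FPKM at least 5 (0.056), GDSL lipases after rescaling (0.052), without the filter (0.086), with FPKM at least 5 (0.11) or with pseudocount 0.001 (0.054), histones after rescaling (0.13) or with pseudocount 1 (0.056), and root hair and epidermis markers with FPKM at least 5 (0.056).

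Cell wall genes of 6 lists are the second pattern weighed. These are pectinesterases, polygalacturonases and pectate lyases, xyloglucan endotransglucosylases, expansins, cellulose synthases, and arabinogalactan and extensin proteins. Each of these 6 was called lower in *C. grandis* by limma's camera with a preset correlation. The pooled counts below therefore follow from that choice and are not further evidence. Other wall lists did not share the pattern. Their median log2 fold changes in *C. grandis* were -0.057 for callose synthases, 0.002 for lignin and laccases, 0.21 for class III peroxidases and 0.62 for germin-like proteins. Over the 6 lists 33 of 97 tested fell and 2 rose in *C. grandis* (median log2 fold change -0.81). In *C. sinensis* 5 fell and 9 rose of 107 (median 0.29). Limma found a difference for 54 of 108, 51 of them below zero as *C. grandis* minus *C. sinensis*. Lower in *C. grandis* were 14 and 15 without its control replicates 1 and 2, where 0 rose by limma, the 54 became 31 and 29 without *C. sinensis* control replicates 1 and 2 and 30 and 31 without its +Al replicates 2 and 1, and the median in *C. grandis* stayed between -0.74 and -0.89 without any 1 of its libraries. Scaling of the *C. grandis* +Al libraries, by the size of offset that the median ratio gives, is too small to be the whole cause. After rescaling the median stayed at -0.80, at -0.93 without *C. grandis* +Al replicate 1 and, nearest to zero, at -0.67 without replicate 2. The factors, 0.849 and 1.13 for these 2 libraries, set how far it could move, so the outcome was fixed by them and says nothing of other kinds of scaling. A smaller share of root hair and epidermal cells stays open, since its markers had a median of -1.122 over 9 tested genes in *C. grandis*, but the xylem and phloem markers, which should then rise, had medians of -0.57 and -0.06 over 3 and 4 genes, too few to decide. Of the 14 root hair and epidermis markers 0 are in the wall lists and 1 is in Tables S5 to S14, and lower wall synthesis in the roots of the intolerant species, the biological reading, cannot be told apart from a loss of hair cells, because hair cells and other cells were not measured separately.

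Other lists of genes also moved under Al, as tested by camera with limma. By this test of limma in *C. sinensis*, cytosolic ribosomal proteins (adjusted p = 5.65e-09, median log2 fold change 0.27), histones (adjusted p = 0.000744, 0.65) and cell cycle genes (adjusted p = 0.00143, 0.38) were higher. Lower by limma's camera were abscisic acid genes (adjusted p = 0.000744, -0.39) and ubiquitin ligases (adjusted p = 0.0171, -0.12). The cytosolic ribosomal proteins of *C. grandis* were lower (adjusted p = 0.0454, -0.23), and limma's camera no longer called them without control replicates 1 and 2 (adjusted p = 0.20 and 0.41), with FPKM at least 5 (0.29), with pseudocount 1 (0.065) or with the replicate block (0.15). With an estimated correlation none of these passed by limma's camera, with adjusted p = 0.46 for ribosomal proteins, cell cycle and abscisic acid genes in *C. sinensis* and 0.61 for its histones and ubiquitin ligases, and 0.99 for ribosomal proteins in *C. grandis*. Few single members were called in *C. sinensis*, where 1 of 17 histones fell, 1 of 172 ribosomal protein genes rose and 1 fell, and 7 of 52 cell cycle genes rose. The histone's fall was lost by limma's test without control replicate 1 and +Al replicate 2, where 2 and 1 histones rose, and the ribosomal fall without control replicates 1 and 2 and +Al replicate 2, while 2 ribosomal genes fell without +Al replicate 1.

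Control roots of the species differed for 3276 of 19324 genes by limma, 1254 higher and 2022 lower in *C. grandis* than in *C. sinensis*. Without *C. sinensis* control replicates 1 and 2 the number was 2086 and 2104. Reads of *C. grandis* were mapped to the *C. sinensis* genome, so sequence divergence and expression are mixed in this comparison, and neither was tested apart.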

How the results depend on the processing

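Of the settings below, the 2 that join rescaling with leaving out *C. grandis* +Al replicate 1 or 2 were chosen only after the data were seen. A test by DESeq2, its size factors, and folds scaled by counts were not run, because they need counts and the files hold none. Counting error is not given for the same reason.

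With pseudocount 0.001 and with known genes only, each summary count kept within 1.5 times its reported value and each share within its spread. The share of changed genes with a log2 fold change between -2 and 2 was higher in *C. sinensis* than in *C. grandis* in each setting run for both species. Only called genes enter it, and small changes were found less often in *C. grandis* in the simulated data. Of the genes changed in both species more moved the same way than opposite ways in every setting, from 19 against 5 without the filter to 868 against 698 by adjusted p alone. More genes changed in *C. grandis* than in *C. sinensis* under rescaling (2002 against 1626), FPKM at least 5 (1771 against 1133), pseudocounts 0.001 (2058 against 1691) and 1 (2193 against 1171), log2 fold at least 2 (910 against 329), known genes only (2286 against 1565), all 8 libraries (2287 against 1207) and the replicate block (1719 against 1617). The order was the opposite without the filter (111 against 1094) and by adjusted p alone (2976 against 6934). By the fold limit alone, with no test, it was 3151 against 2176. With 1 library of each species left out, *C. grandis* had more in each case, 1410 against 1325 and 1365 against 1199 without control replicates 1 and 2, and 1670 against 1426 and 1676 against 1457 without +Al replicates 1 and 2.

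After rescaling by the median ratio, the share between -2 and 2 in *C. grandis* was 64.89%, genes with a difference between the species numbered 6067, lists falling in *C. sinensis* 5, and called members of the lists for other cell types and organisms in *C. grandis* 6. The cause was not tested.

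Without the filter on low values, all 30151 genes were tested and limma's prior degrees of freedom went from 36.24 to 0.8653 in *C. grandis* and from 3.496 to 0.7064 in *C. sinensis*, so that less spread was shared between genes. In *C. sinensis* 563 genes rose, the share between -2 and 2 was 74.41%, genes of Tables S5 to S14 called in the table's direction numbered 274, PCR genes called 14 and lists falling 5. In *C. grandis* 23 genes rose and 88 fell, 111 in all, the share was 37.84%, table genes numbered 24, PCR genes 0 by limma (29 at an unadjusted p of 0.05 or less), lists rising 3 and called members for other cell types 1. Genes changed in both species numbered 24, in at least 1 species 1181, and those moving the same and opposite ways 19 and 5.

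With FPKM at least 5, fewer genes were tested, 14195 in *C. sinensis* and 13845 in *C. grandis*. The shares were 84.02% in *C. sinensis* and 66.29% in *C. grandis*, genes differing between control roots 2089, PCR genes called in *C. sinensis* 14 and lists rising in *C. grandis* 2.

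With pseudocount 1, which by its construction shrinks folds at low values, the shares were 87.96% in *C. sinensis* and 75.74% in *C. grandis*. With all 8 libraries sharing 1 spread they were 76.22% and 65.85%, and with the replicate block the *C. grandis* share was 49.27%. The cause was not tested for these last 2 settings.

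A limit of log2 2 leaves fewer genes by its construction. In *C. sinensis* 152 rose and 177 fell, 329 in all, with 98 table genes, 8 PCR genes and 1 member of the lists for other cell types called. In *C. grandis* 364 rose and 546 fell, 910 in all, with 236, 7 and 3 of these. Genes changed in both species numbered 138, in at least 1 species 1101, the same way 120 and opposite ways 18.

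Adjusted p alone, which drops the fold limit, gave 3558 higher and 3376 lower in *C. sinensis*, 6934 in all, with 15 members of the lists for other cell types. Genes changed in both species numbered 1566, in at least 1 species 8344, the same way 868 and opposite ways 698.

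Leaving out 1 library at a time leaves 3 libraries of a species. The spread then rests on the group that keeps both replicates, so counts can move without a change in the fold changes. In *C. sinensis* the share ranged from 70.31% without control replicate 2 to 73.64% without +Al replicate 2, with 71.4% and 73.42% without control replicate 1 and +Al replicate 1. PCR genes called there ranged from 15 without control replicate 1 to 19, and lists falling from 3 to 5, the 5 without control replicate 2 and without +Al replicate 1. Genes higher in *C. grandis* ranged from 385 to 724, with 628, 497 and 385 without control replicates 1 and 2 and +Al replicate 2. Those lower ranged from 782 to 1291, with 782 and 868 without control replicates 1 and 2, and the total from 1365 to 1676, with 1410 and 1365 without the same libraries. The *C. grandis* share ranged from 22.78% to 50.42%, with 24.54% and 22.78% without control replicates 1 and 2 and 50.24% and 50.42% without +Al replicates 1 and 2. Table genes called in *C. grandis* ranged from 330 to 440 (333 and 330 without control replicates 1 and 2), PCR genes from 13 to 20 (13 and 15 without the same libraries), lists rising from 1 to 4 (4 without +Al replicate 2) and lists falling from 7 to 10 (7 without control replicate 2). Members called for other cell types ranged there from 6 to 9, 6 without control replicate 1 and without +Al replicate 2.

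Genes changed opposite ways ranged from 87 to 162 (87 and 97 without *C. grandis* control replicate 1 and +Al replicate 2). Genes differing between control roots ranged from 2086 to 3549 (2086 and 2104 without *C. sinensis* control replicates 1 and 2). Genes with a difference in response ranged from 1092 to 7148, with 1154, 1092, 1343 and 1242 without *C. sinensis* control replicates 1 and 2 and +Al replicates 1 and 2, and 1918, 2077, 7148 and 5796 without those of *C. grandis*. The cause of these moves was not tested. Leaving out either *C. grandis* +Al replicate raised the number of genes with a different response, which fewer libraries alone would not do. Those replicates lay apart by a median log2 difference of -0.39, with median-ratio factors of 0.849 and 1.13. Rescaling by the median ratio, which evens out offsets of whole libraries, also raised that number with all 8 libraries, as given above. The number therefore depends on the scaling of the libraries, and what else moved it was not tested.

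Without *C. grandis* +Al replicate 1 and rescaled, 571 genes rose in *C. grandis*, the share was 53.09% and 7198 genes differed between the species. Without *C. grandis* +Al replicate 2 and rescaled, 460 rose and 867 fell in *C. grandis*, 1327 in all, the share was 45.74%, genes changed opposite ways numbered 72, genes differing in response 5750, table genes called in *C. grandis* 347 and members for other cell types 5. The cause was not tested.

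Where a gene was called in either setting or its log2 fold change was at least 1, the sign was lost or reversed for 3 named genes, each listed at 0 in single libraries. Serine acetyltransferase Cs4g13630 in *C. grandis* ranged from -4.352 to 4.971 with 1 library left out, and was -4.043 without *C. grandis* control replicate 1 and -4.352 without *C. grandis* +Al replicate 2. Cysteine proteinase inhibitor orange1.1t05285 in *C. sinensis* ranged from 0.0 without *C. sinensis* +Al replicate 2 to 9.786 without *C. sinensis* +Al replicate 1. In *C. grandis* orange1.1t05719 ranged from 0.0 without *C. grandis* +Al replicate 2 to 6.65 without *C. grandis* +Al replicate 1, and was 0.0 without *C. grandis* +Al replicate 2 after rescaling too. None of the 3 passed limma's test in that species with all libraries.

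Over all settings and species, the log2 fold changes of named genes kept their call in 4319 values (46 of them, called in neither fit and with a reported log2 fold change under 1 in size, changed sign), no longer passed in 418, newly passed in 29 and lost or reversed their sign in 4. Counts of the study's lists and of keyword lists stayed within 1.5 times in 3335 values and moved further in 925.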

Differences from the paper's values

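The thresholds were those of the paper, an adjusted p of at most 0.05 and a log2 fold change of at least 1 up or down, but the paper used edgeR and limma was used here on FPKM. Each count below is compared with the 14 alternatives set before the data were examined, and "within" means no more than 1.5 times apart. The paper's totals of changed genes, of shared genes and of changes between -2 and 2 on the log2 scale were within this range of those here.

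In signal transduction, the paper counts 55 genes lower in *C. sinensis* and 29 were found here, within under adjusted p alone and under none of the other 13, and it counts 70 higher in *C. grandis* against 34 here, within under 0 of 14. For phosphorylation the paper has 29 higher and 36 lower in *C. sinensis* against 18 and 20 here, each within under adjusted p alone and not under the other 13, and 54 higher in *C. grandis* against 22 here, within under 0 of 14. WAKs higher in *C. grandis* are 7 in the paper and 0 here by limma (5 of 10 tested had an unadjusted p of 0.05 or less, in either direction), within under 0 of 14.

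Cytoskeleton genes higher in *C. sinensis* are 11 in the paper and 5 here, within under adjusted p alone and not under the other 13. Those higher in *C. grandis* are 2 in the paper and 1 here, within under 0 of 14. Kinesins higher in *C. sinensis* are 10 in the paper and 4 here, also within under 0 of 14. ALMTs lower in *C. sinensis* are 3 in the paper and 1 here, within under 4 of 14 (pseudocount 0.001, all 8 libraries, without *C. sinensis* +Al replicate 1 and without *C. sinensis* +Al replicate 2). ALMTs higher in *C. grandis* are 2 in the paper and 1 here, within under 0 of 14. ABC transporters lower in *C. sinensis* are 9 in the paper and 5 here, within under adjusted p alone and not under the other 13. For GSTs higher in *C. grandis* the paper has 5 and 3 were found here, within under 2 of 14, rescaling by the median ratio and adjusted p alone.

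Glycolysis genes higher in *C. grandis* are 2 in the paper and 1 here, within under 0 of 14. Proteases and inhibitors higher in *C. grandis* are 14 in the paper and 9 here, within under 2 of 14, pseudocount 1 and known genes only. For heat shock proteins lower in *C. sinensis* the paper has 2 and 1 was found here, within under 0 of 14. JA genes higher in *C. grandis* are 2 in the paper and 1 here, within under 1 of 14, all 8 libraries. Hormone synthesis genes higher in *C. grandis* are 5 in the paper and 3 here, within under 0 of 14. WRKY genes higher in *C. grandis* are 2 in the paper and 1 here, within under 2 of 14, rescaling and without *C. grandis* +Al replicate 1. MYB genes higher in *C. grandis* are 9 in the paper and 5 here, within under 1 of 14, all 8 libraries. R2R3-MYB genes higher in *C. sinensis* are 2 in the paper and 1 here, within under 4 of 14 (rescaling, pseudocount 0.001, adjusted p alone and without *C. sinensis* control replicate 2).

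Log2 fold changes of single genes are within when they lie no further from the paper's than the standard error here. For Cs4g16770 in *C. sinensis* the paper has 6.264 and 5.78 was found here, within under 3 of 12 alternatives (pseudocount 0.001, without *C. sinensis* control replicate 2 and without *C. sinensis* +Al replicate 1). For Cs7g05750 in *C. sinensis* the paper has 5.613 against 5.462 here, within under 6 of 12 (rescaling, FPKM at least 5, pseudocount 0.001, all 8 libraries, without *C. sinensis* control replicate 1 and without *C. sinensis* +Al replicate 2). For Cs8g10680 in *C. sinensis* the paper has 3.862 against 3.238 here, within under pseudocount 0.001 alone of 11. For XLOC_021891 in *C. sinensis* the paper has 4.621 against 4.163 here, within under 2 of 11, FPKM at least 5 and pseudocount 0.001. For Cs3g22910 in *C. grandis* the paper has -1.821 against -2.396 here, within under 4 of 12 (rescaling, no filter, all 8 libraries and without *C. grandis* control replicate 2). For Cs6g12780 in *C. grandis* the paper has 8.500 against 7.645 here, within under 2 of 12, without *C. grandis* control replicate 2 and without *C. grandis* +Al replicate 1. For Cs7g06070 in *C. grandis* the paper has 6.654 against 5.605 here, within under 3 of 12 (FPKM at least 5, without *C. grandis* control replicate 1 and without *C. grandis* +Al replicate 1). For Cs9g08650 in *C. grandis* the paper has -3.423 against -5.871 here, within under 2 of 12, rescaling and no filter. Genes with a group listed at 0 are left out of these comparisons.

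For orange1.1t05309 in *C. sinensis* the paper's tables give -1.873 as the log2 fold change, which is also the paper's value for orange1.1t05332, here -1.82, and 2.947 was found for orange1.1t05309 here, within under 0 of 11 alternatives. For Cs2g11370 in *C. grandis* the paper's tables give 109.700 as the log2 fold change, which is the FPKM of its +Al roots, and 1.411 was found for Cs2g11370 here, within under 0 of 12 alternatives. For Cs2g11380 in *C. grandis* the paper's tables give 8.727 as the log2 fold change, which is the FPKM of its +Al roots, and 2.371 was found for Cs2g11380 here, within under 0 of 12 alternatives. For Cs7g02060 in *C. grandis* the paper's tables give 1.783 as the log2 fold change, while the paper's genome-wide table gives this fold change for *C. sinensis*, here 1.76, and -0.268 was found for Cs7g02060 here, within under 0 of 11 alternatives. For orange1.1t03456 in *C. grandis* the paper's tables give 8.287 as the log2 fold change, which is the FPKM of its +Al roots, and 3.397 was found for orange1.1t03456 here, within under 0 of 12 alternatives. The rise of orange1.1t05309 here no longer passed limma without *C. sinensis* +Al replicate 1 (2.79) and *C. sinensis* +Al replicate 2 (3.10).

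Over all genes with a fold change in Tables S5 to S14, the paper's sign was the one found here for all but 1 of 479 tested genes in *C. sinensis* and all but 1 of 719 in *C. grandis*. The values lay within 0.5 for 466 and 677 of these genes, and limma called 424 and 620 of them here.

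The text of the paper has the metal transporter Nramp6 (XLOC_029822) rising in *C. grandis*, while it fell here (log2 fold change -1.02), as in the paper's own Table S5, and it passed as higher in no setting. Its fall no longer passed without *C. grandis* control replicates 1 and 2 (-0.93 and -1.11) and +Al replicate 1 (-0.81), without the filter, with pseudocount 1 (-0.95) or with the replicate block. It has a callose synthase (Cs1g05830) rising in *C. grandis*, with a log2 fold change of 1.08 here that did not pass limma's test (adjusted p = 0.33) in any setting run. The paper lists the C2H2 gene Cs3g19200 as higher in *C. sinensis*, where its 0.96 was under the fold limit and passed with pseudocount 0.001. It lists MYB108-like protein 1 (Cs9g01750) as higher in *C. sinensis*, where its 0.999 was under the limit and passed with rescaling, with pseudocount 0.001, without *C. sinensis* control replicate 2 and without *C. sinensis* +Al replicate 1. The paper states a larger rise of STOP1-like XLOC_021891 in *C. grandis* than in *C. sinensis*, and the difference here had adjusted p = 0.057 from limma (0.029 without *C. grandis* +Al replicate 1).

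Some entries of the paper's tables cannot hold what their column names. Besides the 3 FPKM given above as log2 fold changes, the FDR of Cs3g13560 is above 1 and that of Cs3g21210 below 0. Cs8g09980 is counted by the paper among both the falling and the rising cytoskeleton genes of *C. grandis*, where it was under 1 FPKM in both groups and not tested (mean 0.305 in control and 0.750 in +Al roots). The number of genes lower in *C. grandis* differs between the text and Fig. 4A.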

Other observations

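The test without abundant genes below was chosen only after the result was seen, and so was the reading of depth from low values. The third pattern weighed is that *C. grandis* +Al library 1 lies below library 2 across genes, by a median log2 difference of -0.39. Its 10 most abundant genes held 12.4% of its FPKM sum against 7.73% in library 2, but after scaling by sums without these genes -0.16 was left, which argues against a few abundant genes as the whole cause. A single scale factor for the library should give the same difference at all levels, and over 10 sets of genes ordered by expression the medians ran from -0.45 to -0.28, a range of 0.17. This lay between the 0.1 expected of a single factor and the 0.2 set against it, so a scale factor stays open. The median-ratio factors were 0.849 and 1.13 for libraries 1 and 2.

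Lists for other tissues and organisms were tested gene by gene with limma. Of 24 leaf and photosynthesis markers tested in *C. sinensis* 1 fell (median log2 fold change -0.06), and 2 and 3 fell without its +Al replicates 1 and 2. Of 26 in *C. grandis* 2 fell (median -0.04), 1 without control replicate 1 or +Al replicate 1 and 0 without +Al replicate 2. Of 2 mycorrhiza markers 1 fell in each species (medians -0.53 and -1.62). Of 5 organelle genome genes 1 rose and 1 fell in *C. grandis* (median 0.24), the rise lost without control replicate 1 and the fall without +Al replicate 1. In *C. sinensis* limma called 0 of the 5 (0 had an unadjusted p of 0.05 or less, median 0.29), and 1 rose without control replicate 2. Of 6 virus and microbe markers limma called 0 in either species (4 and 0 at that unadjusted p in *C. sinensis* and *C. grandis*, medians -0.06 and 0.03). In *C. sinensis* 3 of these had an adjusted p of at most 0.05 from limma and lay under the fold limit. The 1 root cap marker was not called, at 0.54 and 0.19.

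Of 26 zinc and copper transport genes tested in each species, 9 fell in *C. sinensis* (median log2 fold change -0.56) and 7 fell and 1 rose in *C. grandis* (median -0.32). The list was lower by limma's camera, with adjusted p = 0.00074 in *C. sinensis* and adjusted p = 0.019 in *C. grandis*, and adjusted p = 0.46 and 0.99 with an estimated correlation. In *C. grandis* limma's camera no longer called it without +Al replicates 1 and 2 (adjusted p = 0.18 and 0.081), after rescaling (0.066), without the filter on low values (0.088) or with FPKM at least 5 (0.21), and its genes lower there were 4 without control replicate 1. The 1 higher gene was lost without control replicates 1 and 2 and without +Al replicate 2. Nitrate and ammonium transporters had 3 higher and 8 lower in each species, of 23 tested in *C. sinensis* and 21 in *C. grandis*. By limma's camera this list was lower in *C. grandis* (adjusted p = 0.048, adjusted p = 0.99 with an estimated correlation), though its median was 0.13 and its mean -1.02, and not in *C. sinensis* (adjusted p = 0.076). Without *C. grandis* +Al replicates 1 and 2 limma's camera gave adjusted p = 0.28 and 0.93, and it gave 0.74 after rescaling, 0.24 without the filter on low values and 0.19 with pseudocount 0.001. The 3 higher genes became 1 without *C. sinensis* control replicate 1, and in *C. grandis* 1 without control replicates 1 and 2 and without +Al replicate 2.

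Genes among the 10 largest rises and falls of each species that no claim covers follow as FPKM of replicates 1 and 2, each called by limma in the species named, with no fold change where a group is listed at 0. A replicate given as 0 is listed at 0 too. Rises in *C. sinensis*: Cs1g01690 was listed at 0 in control and 12.4 and 6.41 in +Al roots. XLOC_009088 (methionyl-tRNA synthetase) was 0.153 and 0 in control and 9.39 and 6 in +Al roots, a log2 fold change of 5.58. Cs1g22720 was 0 and 0.208 in control and 6.46 and 6.46 in +Al roots, a log2 fold change of 5.22. Cs1g01130 was 0.219 and 0.076 in control and 4.74 and 6.65 in +Al roots, a log2 fold change of 4.59.

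Falls in *C. sinensis*: Cs4g13630 (serine acetyltransferase) was 34.7 and 42.1 in control and listed at 0 in +Al roots. Cs1g09940 was 16.6 and 31.5 in control and listed at 0 in +Al roots. Cs5g13960 (trypsin inhibitor) was 23.4 and 18 in control and 0.769 and 0.845 in +Al roots, a log2 fold change of -4.51. Cs4g09630 was 5.39 and 4.76 in control and 0.672 and 0 in +Al roots, a log2 fold change of -4.22, no longer passing without *C. sinensis* control replicate 1 (-4.13) and control replicate 2 (-4.30).

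Rises in *C. grandis*: orange1.1t05285 (cysteine proteinase inhibitor) was listed at 0 in control and 138 and 67.8 in +Al roots. Cs1g17050 was listed at 0 in control and 41.8 and 35 in +Al roots. orange1.1t05377 (peptidyl-prolyl isomerase) was listed at 0 in control and 40.2 and 30.7 in +Al roots. XLOC_014918 was listed at 0 in control and 25.1 and 11.8 in +Al roots. Cs9g01800 was 0 and 0.173 in control and 15 and 28.6 in +Al roots, a log2 fold change of 6.98.

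Falls in *C. grandis*: Cs1g09970 was 50.6 and 41.1 in control and listed at 0 in +Al roots. orange1.1t05636 (glycine-tRNA ligase) was 27.6 and 47.9 in control and listed at 0 in +Al roots. Cs7g25130 was 3277 and 7673 in control and 0 and 1943 in +Al roots, a log2 fold change of -8.49, no longer passing without *C. grandis* +Al replicate 1 (-1.37). orange1.1t05206 was 31 and 19.1 in control and listed at 0 in +Al roots. Cs5g03090 (WRKY protein) was 17.8 and 31.5 in control and listed at 0 in +Al roots. Cs5g25550 was 18.4 and 15.1 in control and listed at 0 in +Al roots. orange1.1t05165 was 12.1 and 10.7 in control and listed at 0 in +Al roots. orange1.1t02698 (cytochrome b-c1 subunit) was 296 and 421 in control and 0 and 135 in +Al roots, a log2 fold change of -6.59, no longer passing without *C. grandis* +Al replicate 1 (-1.39). Cs9g08650 (trypsin and hageman factor inhibitor) was 188 and 38.5 in control and 21.1 and 0 in +Al roots, a log2 fold change of -5.87, no longer passing without *C. grandis* +Al replicate 2 (-2.01). The same gene in *C. sinensis*, also called, was 11.3 and 40.2 in control and listed at 0 in +Al roots.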
